# Gasdermin D Mediated Mitochondrial Metabolism Orchestrate Neurogenesis Through LDHA During Embryonic Development

**DOI:** 10.1002/advs.202402285

**Published:** 2024-07-21

**Authors:** Hongyan Ma, Huiyang Jia, Wenzheng Zou, Fen Ji, Wenwen Wang, Jinyue Zhao, Chenqi Yuan, Jianwei Jiao

**Keywords:** AIFM3, GSDMD, lactate, metabolism, neurogenesis, pyroptosis

## Abstract

Regulatory cell death is an important way to eliminate the DNA damage that accompanies the rapid proliferation of neural stem cells during cortical development, including pyroptosis, apoptosis, and so on. Here, the study reports that the absence of GSDMD‐mediated pyroptosis results in defective DNA damage sensor pathways accompanied by aberrant neurogenesis and autism‐like behaviors in adult mice. Furthermore, GSDMD is involved in organizing the mitochondrial electron transport chain by regulating the AMPK/PGC‐1α pathway to target Aifm3. This process promotes a switch from oxidative phosphorylation to glycolysis. The perturbation of metabolic homeostasis in neural progenitor cells increases lactate production which acts as a signaling molecule to regulate the p38MAPK pathway. And activates NF‐𝜿B transcription to disrupt cortex development. This abnormal proliferation of neural progenitor cells can be rescued by inhibiting glycolysis and lactate production. Taken together, the study proposes a metabolic axis regulated by GSDMD that links pyroptosis with metabolic reprogramming. It provides a flexible perspective for the treatment of neurological disorders caused by genotoxic stress and neurodevelopmental disorders such as autism.

## 1 Introduction

Brain cortical development is dynamically regulated primarily through coordinated neurogenesis and migration processes.^[^ ^1^, ^2^ ^]^ Cortical neurogenesis occurs in the early stages of embryonic development. During this process, neural progenitor cells (NPCs) located in the ventricular zone (VZ) self‐renew through symmetric divisions, and asymmetric divisions of progenitors generate neurons and glial cells.^[^ ^3^, ^4^ ^]^ As corticogenesis progresses, newly generated postmitotic neurons travel to the cortical plate, creating six layers of the cortex.^[^ ^5^, ^6^ ^]^ These layers are meticulously regulated by genes and external signaling. Any abnormal stimuli or disturbances can result in neurodevelopmental disorders.^[^ ^5^, ^6^ ^]^

Cerebral cortical development is characterized by rapid and massive proliferation and differentiation of neural stem cells, followed by extensive cell death, in which over half of the newborn cells are pruned. A large amount of DNA damage, mitochondrial stress, and cellular debris are generated during development^[^ ^7^, ^8^ ^]^ all of which may activate endogenous immune signaling. Regulatory cell death (RCD) is an evolutionarily conserved factor in the development of the nervous system and includes various types such as apoptosis, pyroptosis, necrosis, and ferroptosis, each with its molecular mechanisms. Before this, death during neurogenesis was thought to be solely through apoptosis; however, recent years of in‐depth study, have revealed the need to revisit the modes of cell death, including pyroptosis. However, the regulatory mechanisms and significance of RCD in cortical development are not fully understood.^[^ ^7^, ^8^ ^]^ Numerous studies have shown that pro‐apoptotic gene depletion leads to various central nervous system (CNS) developmental disorders and mortality in both mice and *Drosophila*.^[^ ^7^, ^8^ ^]^ However, the effects of other cell death defects on cerebral cortex formation remain unclear. In recent years, more attention has been paid to the role of pyroptosis in cortical development. Pyroptosis is an inflammatory caspase‐1‐dependent mechanism that involves the activation of interleukin‐1β (IL‐1β) and interleukin‐18 (IL‐18) by caspase‐1, along with the targeting of gasdermin D (GSDMD), a pore‐forming protein. Caspase‐1 cleaves gasdermin D and releases its N‐terminal domain. The domain then migrates to the membrane and forms pores, leading to cell swelling and rupture, a process known as pyroptosis.^[^ ^9^ ^]^ Most studies have focused on pyroptosis activated by different inflammatory diseases;^[^ ^9^ ^]^ for example, in Alzheimer's disease, neuronal pyroptosis in response to stimulation is NLRP1‐dependent and pyroptosis by the activation of inflammasome components NLRC4 and AIM2 in the brain after ischemic stroke.^[^ ^10^ ^]^ During typical cerebral cortex development, pyroptosis responds to endogenous immune signals like DNA damage mitochondrial stress, and other signals, these signals activate inflammatory AIM2,^[^ ^11^ ^]^ which is a component of the enzyme caspase‐1 and the adaptor protein ASC.^[^ ^12^ ^]^ Defects in this DNA damage sensor result in reduced neuronal cell death and anxiety‐related behaviors in mice.^[^ ^13^ ^]^ Gasdermin D is critical in several cell types, including intestinal epithelial cells and neutrophils.^[^ ^14^, ^15^ ^]^ The GSDMD‐NT binding in the mitochondrial membrane, resulting in severe morphological damage, disruption of electron transport, induction of reactive oxygen species, among other effects. Mitochondria provide adenosine triphosphate (ATP) for growth, and regeneration of the nervous system, and bear the burden of maintaining calcium homeostasis. In the central nervous system, dysfunctional mitochondria can a variety of neurological disorders such as autism, depression, or Parkinson's disease.^[^ ^16^ ^]^ However, its function and mechanisms in cortical development remain unknown.

In this study, we observed pyroptosis during the initial stages of cerebral cortical development. The absence of GSDMD resulted in reduced cell death and excessive accumulation of DNA damage in neural stem cells throughout development, whereas in embryonic development, the lack of GSDMD promoted neural progenitor cell proliferation and inhibited neuronal differentiation and these abnormalities led to autism‐like behaviors in adult mice. In subsequent mechanistic analyses, GSDMD is involved in the organization of the mitochondrial electron transport chain by regulating the AMPK/PGC‐1α pathway to target Aifm3. This process promotes a switch from oxidative phosphorylation (OXPHOS) to glycolysis. The absence of GSDMD‐mediated pyroptosis results in mitochondria dysfunction. The perturbation of metabolic homeostasis in neural progenitor cells increases lactate production which acts as a signaling molecule to regulate the p38MAPK/Rac1 pathway. And activates NF‐𝜿B transcription to disrupt cortex development.

Overall, this study demonstrated a previously undiscovered role of GSDMD in the development of the cerebral cortex and revealed a correlation between pyroptosis and cellular metabolism. Here, we propose a GSDMD‐regulated metabolic axis specific for neurogenesis. This metabolic axis is genetically responsible for metabolic reprogramming. It may help open new therapeutic perspectives for neurological disorders caused by innate immune injury and neurodevelopmental disorders such as autism.

## 2 Results

### 2.1 GSDMD Bridges Extrinsic and Intrinsic Pyroptosis of NPCs

Various regulatory cell death pathways, such as GSDMD‐mediated pyroptosis are required for healthy brain development. We first observed that cells exhibiting typical pyroptosis progressed with the development of characteristic swelling bubbles and ruptured in the neural progenitor cells when cultured in vitro (Figure S1A, Supporting Information). In addition, we observed various cell death pathways in human neural precursor cells (NPCs), including apoptosis and pyroptosis (Figure S1C, Supporting Information). To dynamically observe the specific phenomenon that cell membranes bubble up and burst when pyroptosis occurs in vivo, we electroporated a GFP plasmid into the VZ/SVZ region of the brain of E13 mice. and then dissected the living brain tissues by vibratory sectioning after 24 h. And we observed that in GFP cells was observed, and green fragments emerged, red dye gradually entered the cells from the ruptured holes. Since the red dye gradually entered the cells from the ruptured holes and finally became red cell fragments, this change is the occurrence of pyroptosis cells (**Figure** **1**A). In addition to observing the onset of pyroptosis in vitro using live brain slices, we further distinguished between pyroptosis and apoptosis in vivo by co‐labeling with GSDMD‐NT. We found that Annexin V hardly co‐localized with GSDMD‐N but most of the propidium iodide (PI) did by staining the cortex of mice at developmental stages E13 and E15 for co‐localization of GSDMD‐N with PI and annexin V, respectively (Figure S1C, Supporting Information).

**Figure 1:**
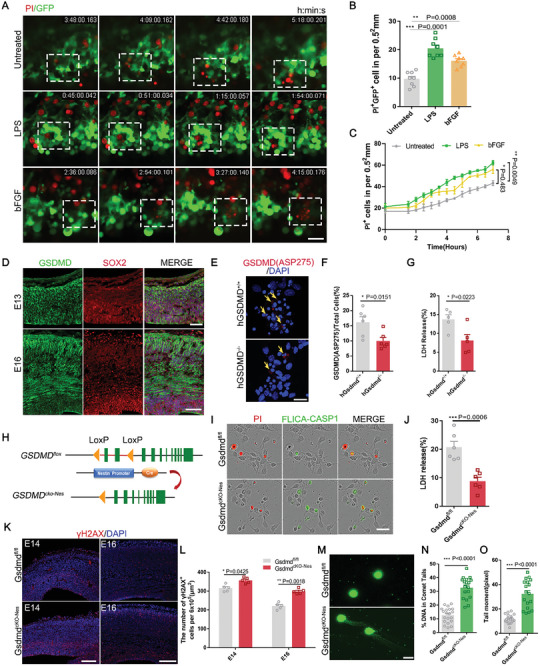
Gasdermin D mediated pyroptosis in vivo and in vitro and correlated with the accumulation of DNA damage. A) GFP‐expressing plasmid was electroporated into the E13 cerebral cortices, and the brain vibratome sections were treated LPS (1 ug mL^−1^) or bFGF (50, 500 ng mL^−1^) and PI dye in the medium. Shown are representative time‐lapse cell images. Scale bar, 50 µm. B)Statistics show that the number of PI^+^GFP^+^ cells. *n* = 8 field of view of 3 individual experiments. C) Statistics show the number of untreated and treated LPS or bFGF PI^+^ cells. D) Confocal immunofluorescence image of GSDMD and SOX2 at E13 and E16. GSDMD is co‐labeled with Sox2 in neural progenitor cells in vivo. Scale bars, E13, 40 µm, E16, 50 µm. E) WT and GSDMD‐KO human NPCs cells were fixed and costained with GSDMD(ASP275) antibodies. Scale bar, 20 µm. F) Statistics show the number of GSDMD (ASP275)^+^cells in GSDMD^+/+^ and GSDMD^−/−^ groups. *n* = 6 independent experiments. G) Lactate dehydrogenase (LDH) release was measured in supernatant derived from human NPCs with control and h*GSDMD*‐shRNA lentivirus‐infected. *n* = 6 independent experiments. H) Schematic of the *GSDMD* conditional knockout (cKO) mice construction strategy. The *GSDMD* gene was knocked out by NPCs‐specific Cre recombinase splicing. I) NPCs were isolated from *Gsdmd ^fl/fl^* mice and *Gsdmd* ^cKO‐Nes^ mice and cultured in vitro for 24 h, and cells were stained with FLICA‐CASP1 for 1 h and Propidium iodide. The images were visualized using microscopy. Scale bar, 50 µm. J) LDH release was measured in supernatant derived from NPCs of *Gsdmd ^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. *n* = 6 independent experiments. K) Images of cerebral cortex sections of E14, and E16 labeled for 𝛾H2A.X and DAPI. Left: scale bar, 50 µm. Right: scale bar, 50 µm. L)The bar graph shows the number of 𝛾H2A.X^+^ cells in the VZ/SVZ per 6 × 10^5^ µm^2^. *n* = 5 independent experiments. (M) DNA damage was evaluated in the E13 NPCs of *Gsdmd^fl/f^* mice and *Gsdmd^cKO‐Nes^* mice by comet assay. Representative images of single‐cell electrophoresis gels from 3 independent experiments with similar results. N) Quantification of the percentage of DNA in the tail (*Gsdmd^fl/fl^ n* = 20, *Gsdmd^cKO‐Nes^*, *n* = 18, from 3 independent experiments). O)Quantification of the comet tail moment from *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. (*Gsdmd^fl/fl^ n* = 20, *Gsdmd^cKO‐Nes^*, *n* = 18 from 3 independent experiments). Error bars represent means ± SEMs; 2‐tailed unpaired *t*‐test; one‐way ANOVA with Dunnett's multiple‐comparison correction. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; n.s., not significant.

Most of the known pyroptosis occurs in an inflammatory environment. Therefore, we used LPS to simulate the pathological environment of bacterial invasion. LPS is able to cleave GSDMD after recognizing caspase‐4/5/11, an immune receptor for inflammatory signals.^[^ ^17^, ^18^ ^]^ And  basic fibroblast growth factor (bFGF), a widely known trophic factor for neural stem cell proliferation, is a key factor regulating neurogenesis in the central nervous system, which can emulate the proliferative environment in vivo.^[^ ^19^, ^20^ ^]^ Pyroptosis occurred less frequently during normal development and over a longer period than stimulation with LPS or bFGF growth factors (Figure 1B,C). We hypothesized that mitochondrial stress and cellular debris would result from the high levels of replication stress that arise during the peak of cortical development, which may stimulate immune signaling and increase pyroptosis. To test our hypothesis, we cultured primary neural progenitor cells in vitro under long‐term observation and found that the uptake of PI increased significantly with increasing concentrations of bFGF and LPS (Figure S2A,B, Supporting Information).

Along with higher protein levels of cleaved GSDMD and increased IL‐Iβ secretion (Figure S2D,E, Supporting Information), we observed elevated lactate dehydrogenase (LDH) levels in the supernatant (Figure S2C, Supporting Information). The above experiments indicated that pyroptosis is closely related to developmental processes; thus, we investigated the role of GSDMD as a pyroptosis executor in this association. First, we examined changes in GSDMD expression in the brain during different developmental periods. We found that its expression gradually increased with development (Figure S2G, Supporting Information), and in the initial stage of development, the expression was mainly in the VZ/SVZ region, which was co‐labeled with Sox2. With the developmental process, it also became expressed in the cortex (Figure 1D). To confirm the in vitro expression of GSDMD, primary neural progenitor cells isolated from E13 mouse brains were analyzed. Immunostaining revealed that GSDMD was co‐labeled with Sox, Pax6, and Tuj1, indicating that GSDMD was expressed in both neural progenitor cells and neurons in the developing cortex (Figure S2F, Supporting Information). To confirm the presence of pyroptosis in human NPC proliferation, we constructed a human *GSDMD* knockout cell. After gene identification, knockdown efficiency was measured at the protein level, and the cell lines with the highest knockdown efficiency were selected for subsequent experiments (Figure S2H,I. Supporting Information). We observed reduced cleaved GSDMD and cell lysis in human NPCs after GSDMD knockout according to immunofluorescence staining of the amino acid ASP275 at the cleavage end of GSDMD (Figure 1E,F). we also observed elevated lactate dehydrogenase (LDH) levels in the human NPC cell supernatant (Figure 1G). The above experiments explored the phenotype of pyroptosis in vivo and in vitro and verified pyroptosis as part of regulatory cell death in response to immune injury from high levels of replication at the peak of cerebral cortical development. The expression changes and positional relationships of GSDMD led us to speculate that GSDMD may have an undiscovered and unique function in neurogenesis during brain development.

### 2.2 Disruption of Pyroptosis Impairs DNA Damage Clearance and AIM2 Inflammasome in Neural Progenitor Cells

High levels of replicative stress during development can result in immune damage, inflammation, and GSDMD‐mediated pyroptosis. We bred Nestin‐Cre mice with *Gsdmd^fl/fl^* mice to generate GSDMD conditional knockout (*Gsdmd^cKO‐Nes^*) mice (Figure 1H), and their efficiency was examined at both the protein and RNA levels (Figure S3C–E, Supporting Information). We also assayed changes in GSDMD expression in the cerebral cortex (Figure S3A,B, Supporting Information). To further validate GSDMD‐driven pyroptosis, we isolated primary neural progenitor cells from *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* E13 mice cultured in vitro and double‐stained them for active caspase‐1 and PI. We found that PI‐positivity was significantly decreased and active caspase1 was increased in *Gsdmd^cKO‐Nes^* (Figure 1I; Figure S3F,G, Supporting Information). We detected a substantial reduction in cell death in neural progenitor cells (Figure 1J). The same phenomenon was observed in neural progenitor cells that used disulfiram, which antagonizes the GSDMD N‐terminus to inhibit pore formation (Figure S3H,I, Supporting Information). Our results suggest that pyroptosis in NPCs is dependent on oligomerization of the N‐terminal GSDMD.

During brain development, high levels of replication stress and cell death generate various injury or danger signals such as mitochondrial stress, and DNA damage, all of which can activate inflammatory signaling. The absence of GSDMD results in impaired clearance of cells with DNA damage, which accumulated in the VZ/SVZ region (Figure 1K,L). We examined DNA damage in neural progenitor cells using the comet assay and cells isolated from *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice, DNA content, and comet tail moment were both significantly higher in the GSDMD‐depleted mice (Figure 1M–O).

In previous experiments, we found that increasing bFGF concentration increased pyroptosis when culturing NSCs in vitro, so we further investigated whether DNA damage is predominantly present in rapidly proliferating NPCs, which activates AIM2 inflammation. The immunostaining and western blot analyses showed that the phosphorylation level of histone γH2AX correlates with the concentration of bFGF (Figure S3J–M, Supporting Information). This also confirmed that high replication stress can increase DNA damage. Immunofluorescence staining showed that the phosphorylation level of histone γH2AX was significantly increased in the *GSDMD* knockout groups (Figure S3N,O, Supporting Information).

In GSDMD deficient mice, the accumulation of DNA damage activated more receptor AIM2 inflammasomes (Figure S4A,C, Supporting Information), accompanied by a significant increase in cleaved caspase‐1 (Figure S4B,D, Supporting Information), we have observed higher levels of ASC speck formation in the brain of *Gsdmd^cKO‐Nes^* mice (Figure S4E,F, Supporting Information), and the same changes were found at the protein level in the mouse cerebral cortex (Figure S4G,H, Supporting Information). DNA damage is a major cause of induced cell death during development under physiological conditions, does deletion of the DNA receptor AIM2 function in the same way for neurogenesis. Therefore, we constructed a knockdown plasmid of AIM2, and analyzed the fluorescence distribution and immunofluorescence staining by IUE of the AIM2‐shRNA plasmid at E13. Knockdown of AIM2 increased the number of DNA‐damaged cells in the VZ/SVZ region of the brain (Figure S4I–K, Supporting Information). But the distribution of GFP‐positive cells and the analysis of co‐localization with SOX2‐positive cells showed that AIM2 knockdown did not affect the neurogenesis process (Figure S4L,M, Supporting Information), but affected the efficiency of intracellular DNA‐damaged cell clearance.

We have found that the AIM2 inflammasome signaling pathway is involved in the DNA damage‐induced pyroptosis of cortical neural progenitor cells during development. From the above experiments, we concluded that GSDMD participates in the clearance of DNA‐damaged cells in the developing cortex and that the absence of GSDMD disrupts the pyroptosis pathway, leading to increased levels of DNA‐damaged cells and their accumulation in the brain.

### 2.3 GSDMD Deletion Disrupts Early Neurogenesis

Given our previous data suggesting that the executioner of pyroptosis, GSDMD, plays an essential role in removing damaged cells from the developing cerebral cortex, we investigated how its absence specifically affects the process of shaping neurogenesis in the cerebral cortex. We electroporated GFP plasmids into the brains of E13 *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice, and the cerebral cortex of *Gsdmd^cKO‐Nes^* mice exhibited an abnormal distribution of GFP compared to *Gsdmd^fl/fl^* mice, with a significant increase in GFP^+^ cells in the VZ/SVZ region and a significant decrease in GFP^+^ cells in the CP layer compared to *Gsdmd^fl/fl^* (**Figure** **2**A). There was a distinct increase in the number of GFP^+^ cells in the VZ/SVZ region, where neural progenitor cells are predominantly distributed (Figure 2B). We tested whether the significant increase in GFP^+^ cells was due to the promotion of neural progenitor cell proliferation. When the replicating population of uncommitted cells was examined at E15.5 (mid‐neurogenesis), there was a marked change in the angle of division. In dividing cells with a horizontal cleavage plane relative to the ventricular surface, we found a significant increase in dividing cells with a vertical cleavage plane (Figure 2C,D). Meanwhile, the preference of Sox2 in anaphase cells for horizontally aligned divisions was associated with an increase in stem cell self‐renewal.^[^ ^21^ ^]^ We immunostained NPCs for Sox2 and found that the number of Sox2‐positive cells was significantly increased in the *Gsdmd^cKO‐Nes^* VZ/SVZ zone (Figure 2E,G). Several studies identified radial glial cells (RGs) and intermediate progenitor cells (IPs) as important NPCs.^[^ ^22^ ^]^ Therefore, we investigated the expression levels of the intermediate precursor‐specific marker Tbr2 and the radiate glia‐specific marker Pax6, respectively. We found that Pax6 expression was significantly increased, and Tbr2 expression was slightly increased (Figure S5A–D, Supporting Information). This indicated that the absence of GSDMD mainly caused an increase in NPC proliferation. Next, we tested whether the deletion of GSDMD affected NPC differentiation by detecting the neuronal marker Tuj1 using immunofluorescence staining, finding that the deletion of GSDMD resulted in a dramatic decrease in neuronal differentiation (Figure 2F,H). We also quantified protein levels of Sox2 and Tuj1 markers, and the results were consistent (Figure 2I,J). We used pH3 to mark mitotically active cells and observed an increase in dividing cells upon loss of GSDMD (Figure S5E,F, Supporting Information). We labeled proliferating S‐phase progenitor cells by injecting BrdU 2 h beforehand and found that BrdU‐positive cells in the proliferative phase contained more γH2AX after GSDMD loss (Figure S5G,H, Supporting Information). Some studies have found that the accumulation of DNA damage can affect the cell cycle.^[^ ^13^ ^]^ To verify this, we injected pregnant mice with BrdU for 24 h and then analyzed the brains at E16, finding that the percentage of cells that exited the cell cycle (percentage of BrdU^+^Ki67^−^/BrdU^+^Ki67^+^ cells) was reduced in the absence of GSDMD (Figure 2K,L), indicating that an increase in cell proliferation was accompanied by a decrease in cell cycle exit. These findings provide evidence that GSDMD enhances mitosis in NPCs and inhibits neural differentiation.

**Figure 2:**
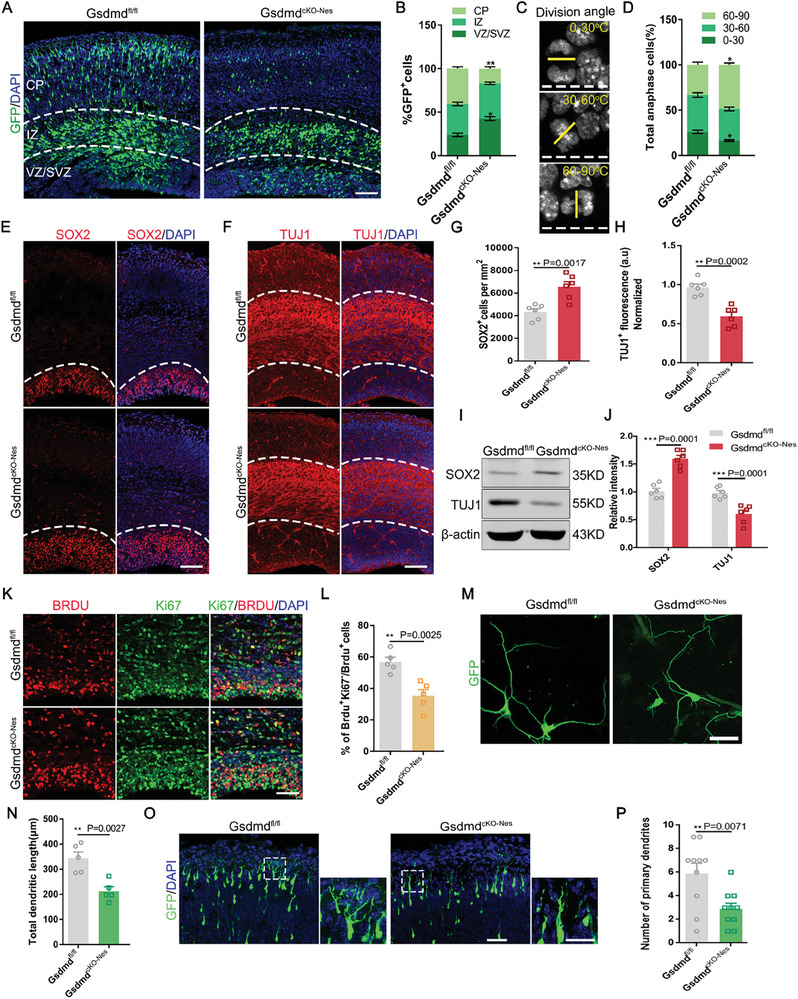
Gasdermin D deletion in the brain impairs neurogenesis. A) Abnormal cell distribution is observed in GSDMD ablated neocortex. The GFP plasmid was electroporated into the E13 mouse brains of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice, and the mice were sacrificed at E16. Scale bars, 50 µm. B) Graphs of the percentage of GFP‐positive cells in the VZ/SVZ, IZ, and CP. *n* = 6 independent experiments. C) Division angle measurements of NPCs in E15 coronal sections. Horizontal (0−30 °C), intermediate (30−60 °C), and vertical (60−90 °C) cleavage angles (yellow line) relative to the apical surface of the lateral vertical. Chromatin is visualized by DAPI. D) Division angle measurements of anaphase cells in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^*. (*Gsdmd^fl/fl^ n* = 16, *Gsdmd^cKO‐Ne^ n* = 18, from 3 independent experiments). E)Brain sections of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice at E16 were immunostained with SOX2 and DAPI. Scale bar,100 µm. F) Brain sections of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice at E16 were immunostained with TUJ1 and DAPI. Scale bar,100 µm. G) Quantitative analyses of the SOX2^+^ cells at the E16 cerebral cortex. *n* = 6 independent experiments. H) Quantification of the Tuj1 fluorescence intensity in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. a.u., arbitrary units. *n* = 6 independent experiments. I) Western blot analysis of SOX2, TUJ1 protein levels in E16 *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. J) The bar graph shows the normalized densitometry of SOX2, TUJ1. *n* = 6 independent experiments. K) Cell‐cycle exit was decreased in *Gsdmd^cKO‐Nes^* mice. *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice were administered BrdU (100 mg k^−1^g) for 24 h and were euthanized at E16. E16 brain sections were stained with anti‐BrdU and anti‐Ki67. Scale bars, 50 µm. L) Percentage of cell‐cycle exit (BrdU^+^Ki67^‐^/BrdU^+^) in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. *n* = 5 independent experiments. M) Representative images of neurons after 4 days of culture in vitro. The GFP‐expressing plasmid was electroporated into the E13 cerebral cortices of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice to mark neural progenitor cells. After 24 hours, the GFP‐positive cells were isolated and cultured in a differentiation medium. Scale bar, 20 µm. N) The graph shows that the total dendritic length of neurons is decreased when *GSDMD* is deleted. *n* = 5 independent experiments. O) IUE was performed in the mice at E13.5 and analyzed at P0. GFP‐positive cells show that GSDMD knockout has abnormal leading processes compared to the WT. Scale bar, 50 µm. P) Quantification of primary dendritic numbers in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* cortices. *n* = 10 from 3 independent experiments). Error bars represent means ± SEMs; 2‐tailed unpaired *t*‐test; one‐way ANOVA with Dunnett's multiple‐comparison correction. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; n.s., not significant.

The decrease in neuronal differentiation prompted us to examine what abnormalities occur in neurons and which cell types are abnormal. We first examined the morphology of neurons, we electroporated the GFP plasmid into the mice brain at E13 and isolated GFP‐positive primary neural progenitor cells. After in vitro differentiation for 4–6 days. We found that GSDMD deficiency led to abnormal dendritic morphology, and our observational analyses revealed a clear reduction in total dendritic length (Figure 2M,N). We performed long‐term IUE experiments from E13 to P0 in WT and cKO mice using the GFP plasmid to exclude the effect of the in vitro environment. The results showed that GFP cells almost always migrated to the upper layers of the cerebral cortex. However, GSDMD‐deficient neurons showed abnormal morphology and significantly reduced primary dendrites (Figure 2O,P). Immunofluorescence staining with layer‐specific markers at P0 showed a decrease in Satb2 and Tbr1‐positive neurons after GSDMD knockout, with no detectable change in Ctip2 neurons (Figure S5I,L, Supporting Information); this decrease was not due to apoptosis (Figure S5J,K, Supporting Information). These results provide evidence that GSDMD is required for neurogenesis and may be accompanied by specific fate changes that affect deep neurons.

### 2.4 Loss of GSDMD Causes Autistic‐like Behaviors in Pups and Adult Mice

Activation of inflammasomes leads to the secretion of inflammatory factors as well as GSDMD‐mediated pyroptosis, both of which may affect neurodevelopment and behavior. We sought to determine whether GSDMD‐deficient mice have behavioral abnormalities and deficits. To assess the effects of GSDMD on healthy brain development, we first collected the brains of P0 mice and individual P8 mice and found that *Gsdmd^cKO‐Nes^* mice have relatively smaller brains and are significantly smaller in size compared with wide‐type mice (Figure S6A, Supporting Information). Next, we performed a series of behavioral tests on *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. In the open‐filed test, we found that *Gsdmd^cKO‐Nes^* mice spent less time in the central region than wide‐type mice, although they did not show a significant difference in total distance, suggesting reduced exploratory behavior in *Gsdmd^cKO‐Nes^* mice (**Figure** **3**A–C). To test whether mice developed deficits in exploratory ability, we used elevated cross‐maze and Y‐maze tests. We also observed that *Gsdmd^cKO‐Nes^* mice spent more time in the closed arm of the elevated cross‐maze than *Gsdmd^fl/fl^* mice (Figure 3D–F). The results of the Y‐maze test showed that *Gsdmd^cKO‐Nes^* mice were more inclined to enter the old arm without exploring the new arm compared to *Gsdmd^fl/fl^* mice (Figure S6B,C, Supporting Information), suggesting that GSDMD deficient mice exhibit anxiety‐like behavior and deficits in exploratory ability. To rule out the influence of locomotor activity, we performed a grip test with a rotation test to check motor abilities. The results showed no significant differences in grip strength or fall latency between *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* groups, ruling out differences due to locomotion (Figure S6D,E, Supporting Information).

**Figure 3:**
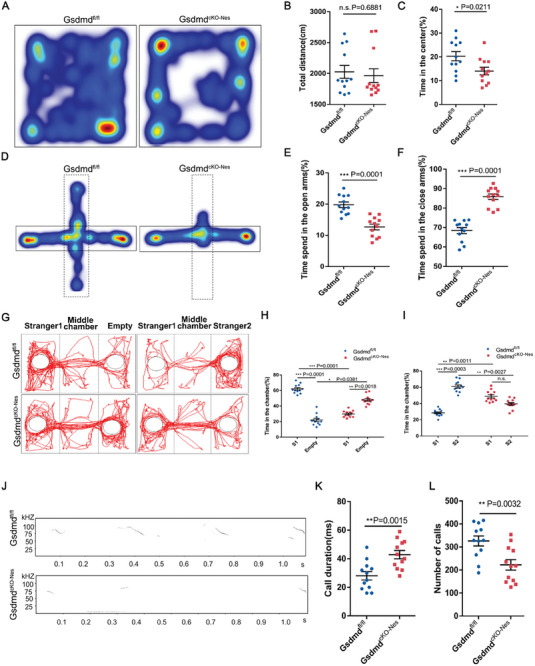
Lack of Gasdermin D activation drives autistic‐like behaviors in mice. A) Representative image of tracing pathway of *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice in the open field test. B) The traveling distance was not different between *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice within 5 min. *n* = 12 *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. C) Time in the center was reduced in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice within 5 min. *n* = 12 *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. D) Representative tracks in the Elevated‐plus maze test. E,F)Time spent in the open and closed arms. *n* = 12 *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. G) Representative tracks from “Stranger 1‐Empty” and “Stranger 1‐Stranger 2″ of *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. H) *Gsdmd^cKO‐Nes^* mice spent less time in the left chamber (Stranger 1) and more time in the right chamber (empty cage) when compared with *Gsdmd^fl/fl^*. *n* = 12 *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. I) *Gsdmd^cKO‐Nes^* mice spent less time for the novel partner (Stranger 2) and spent more time for Stranger 1 when compared with *Gsdmd^fl/fl^*. *n* = 12 *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. J) Representative USVs spectrogram in isolated pups. K,L) Significant difference of call duration and call numbers in USVs between isolated *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* pups. n=12 *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* pups. Error bars represent means ± SEMs; 2‐tailed unpaired *t*‐test; one‐way ANOVA with Dunnett's multiple‐comparison correction. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; n.s., not significant.

To investigate whether the mice exhibited abnormal social interactions, we conducted a three‐chamber social interaction in which wild‐type mice were more interested in stranger1 than in the empty cage, and *Gsdmd^cKO‐Nes^* mice were relatively less interested in stranger1. When stranger2 was placed in another empty cage, wide‐type mice tended to interact more with stranger2 mice than with the familiar stranger1 mice. However, *Gsdmd^cKO‐Nes^* mice showed no significant preference for interactions with stranger2 mice (Figure 3G–I). These results indicated that GSDMD‐deficient mice have impaired social interaction abilities. Based on these abnormal behaviors, we hypothesized that the deletion of GSDMD would cause mice to exhibit autistic‐like behaviors. We then recorded ultrasonic vocalizations (USV) from pups at postnatal day (P)6. When isolated from their mother, the *Gsdmd^cKO‐Nse^* pups produced a smaller number of calls and shorter call durations than the wide‐type pups (Figure 3J–L). Collectively, these behaviors suggest that GSDMD‐deficient mice exhibit autism‐like behaviors, such as anxiety, exploratory deficits, and social deficits.

### 2.5 Deletion of GSDMD Disruption of Electron Transport Chain Structure by Targeting Aifm3

As we observed that GSDMD defects caused autistic behavior in mice, we next investigated the molecular mechanisms associated with the deletion phenotypes of GSDMD. To further explore the regulatory mechanisms of GSDMD in neurogenesis. Analysis of RNA sequencing results of cerebral cortical tissues from *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* E13.5 mice showed that GO analyses of downregulated genes were enriched for cell fate commitment, cell developmental processes, and regulation of cellular metabolism processes. 

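RNA sequencing of E13.5 cortex compared 2 libraries of *Gsdmd cKO‐Nes* mice (cKO), in which Cre recombinase expressed from the Nestin promoter deletes Gsdmd in neural progenitor cells, with 2 control libraries. The paper names the controls *Gsdmd fl/fl* and the stage E13.5, whereas the sample labels give wild type, day 13 and brain. The cKO libraries carry the replicate numbers 2 and 6 and held 17863899 and 18206367 counts. The controls carry the numbers 4 and 5 and held 17377836 and 16963030 counts. The series description speaks of triplicates, while 4 libraries, 2 per group, were analysed here. No source used here says that the libraries came from separate mice, and the p-values measure only the spread between these libraries. Between the cKO libraries this spread may be technical. The controls differed in sex-linked counts (Xist 1 in replicate 4 and 7640 in replicate 5), so they were not technical repeats of 1 sample. The authors deposited whole-number read counts per gene. The submitters' processing notes name Bowtie2 2.2.3, TopHat2 2.0.12 and HTSeq 0.6.0 and the build mm9. The gene positions in the table are used as given, and 92.9% of them have the same start and end as in the GENCODE annotation of GRCm38. The strand setting of the counting is not given in the sources used here, so reads of overlapping genes cannot be told apart.

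Counts were normalized by TMM, and 15805 of the 26956 genes passed edgeR's filter on low counts. These genes entered edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as TMM-normalized CPM (counts scaled to a fixed library size). The typical coefficient of variation between libraries of a group was 13.0%. On simulated counts for 15564 genes of the comparison of cKO with control, the same test found 23.9% of genes changed 1.5-fold, 68.7% of those changed 2-fold and 93.9% of those changed 4-fold. These were 16, 46 and 62 true calls, beside 15 false ones. Each gene was simulated on its own, without differences of tissue or sex shared by many genes. Its spread was edgeR's estimate, which is drawn toward that of other genes, so the shares found may be too high for these libraries. The Xist counts were 3 and 12 in the cKO libraries and 1 and 7640 in the controls. The summed counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were 2191 and 1857 in the cKO libraries and 2145 and 4 in the controls. Control replicate 5 thus had the profile of a female and the other libraries that of males. In fits without control replicate 4 it was the only control, so sex and genotype cannot be told apart there.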

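The markers of the midline, the hypothalamus and the ventral forebrain that passed edgeR's quasi-likelihood test were all lower in the cKO libraries, and most markers did not pass. Among 19 tested markers of the septum and cortical midline, 5 fell, among them Zic1 and Fgf15, none rose and 14 did not pass the test (10 fell when adjusted over the list alone). Zic1, a zinc finger transcription factor of the dorsal midline, dropped from 190.0 ± 5.13 to 51.3 ± 4.86 CPM (SD, n = 2 per group), a log2 fold change of -1.89 (standard error 0.12, adjusted p = 0.00036 from edgeR). Fgf15, a growth factor of the rostral midline, had a log2 fold change of -2.05 (standard error 0.17, adjusted p = 0.0023 from edgeR). Of 24 markers of the diencephalon and hypothalamus, 7 fell (Otx2, Magel2, Prdm12, Peg10, Olig2, Hmx2 and Hmx3), none rose and 17 did not pass (17 fell and 2 rose when adjusted over the list alone). The homeobox gene Hmx2 had 0 counts in both cKO libraries and 52 and 48 in the controls, at least 35.1-fold lower against a floor of 3 counts over the group. Hmx3 had 1 count in the cKO libraries together and 85 in the controls (ratio of control to cKO 89.6, 95% counting interval 15.7 to 3580). Of 7 markers of the midbrain and hindbrain only the sonic hedgehog gene Shh fell, with a log2 fold change of -1.80 (standard error 0.23, adjusted p = 0.0227 from edgeR), and 2 fell when adjusted over the list alone. Of 29 ventral telencephalic markers Pnoc fell, none rose and 28 did not pass (16 fell when adjusted over the list alone). Of 20 markers of the cortical hem and choroid plexus Otx2 and Sulf1 fell, none rose and 18 did not pass (3 fell when adjusted over the list alone). Of the septal, hypothalamic, midbrain and hindbrain, ventral, and hem and choroid plexus lists DESeq2 called 8, 8, 1, 7 and 2 genes lower, the likelihood ratio test 9, 12, 1, 9 and 3 and limma-voom 4, 7, 1, 1 and 2, and none of these tools called a member higher. Without cKO replicate 2 the quasi-likelihood test called 9, 12, 2, 18 and 5 of them lower, without cKO replicate 6 9, 11, 1, 7 and 8, without control replicate 4 9, 16, 2, 18 and 7 and without control replicate 5 0 in each, and none higher.

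The median log2 fold changes were -0.52 for the septum, -1.14 for the hypothalamus, -0.62 for midbrain and hindbrain, -0.56 for the ventral telencephalon and -0.79 for the hem and choroid plexus. By limma's camera with a preset correlation between genes the adjusted p was 7.6e-17, 1.3e-18, 0.0404, 3.3e-19 and 0.00035 in that order. With an estimated correlation the adjusted p was 0.388, 0.388, 0.465, 0.465 and 0.574. The study picked Six3, Zfhx3, Pnoc, Zic4, Otx2, Magel2, Prdm12, Peg10 and Sulf1 from these libraries, so those members are no independent evidence of a list's direction. Without them 4 septal and 3 hypothalamic genes were called and 0 in the ventral and the hem lists, and the medians were -0.36, -1.13, -0.52 and -0.61, an alternative chosen after seeing the data.

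For gene ontology, 29 of the lower genes carried a term in the table, among 14541 annotated tested genes. A term for transcriptional activators that bind core promoter proximal regions held 5 of them, among them Bsx and Onecut3, of 166 tested members, with an adjusted p of 0.0486 from the hypergeometric test. Pattern specification process, with Shh among its lower genes, and cell differentiation (6 genes, among them Hmx2, Hmx3 and Peg10) both had an adjusted p of 0.0568 and did not pass. Zic1 overlaps Zic4, and Fgf15, Hmx2 and Hmx3 overlap other genes, so part of their reads may be shared. Without control replicate 5 no gene and no term was called from edgeR's quasi-likelihood test, and the camera calls of the hem and choroid plexus (adjusted p = 0.122) and of the midbrain and hindbrain (adjusted p = 0.324) were lost, the latter also with a filter of 1 CPM (0.0658), with ranges of adjusted p over the alternatives of 9.8e-29 to 0.122 and 0.0016 to 0.324. Without a filter the term and the calls of Shh (adjusted p = 0.171), Hmx2 (0.0834) and Hmx3 (0.0939) were lost, over ranges of 3.4e-08 to 0.789, 1.7e-19 to 0.789 and 3.4e-15 to 0.789, and with a filter of 1 CPM the term was lost. Single libraries also moved the medians: without cKO replicate 2 they were -0.89 for the ventral telencephalon, -0.25 for the hem and choroid plexus and -0.97 for the midbrain and hindbrain, without cKO replicate 6 they were -0.32, -1.69 and -0.32, and without control replicate 5 they were -0.73 for the hypothalamus, -0.20 for the hem and choroid plexus and -0.39 for the midbrain and hindbrain.

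**Figure D1:**
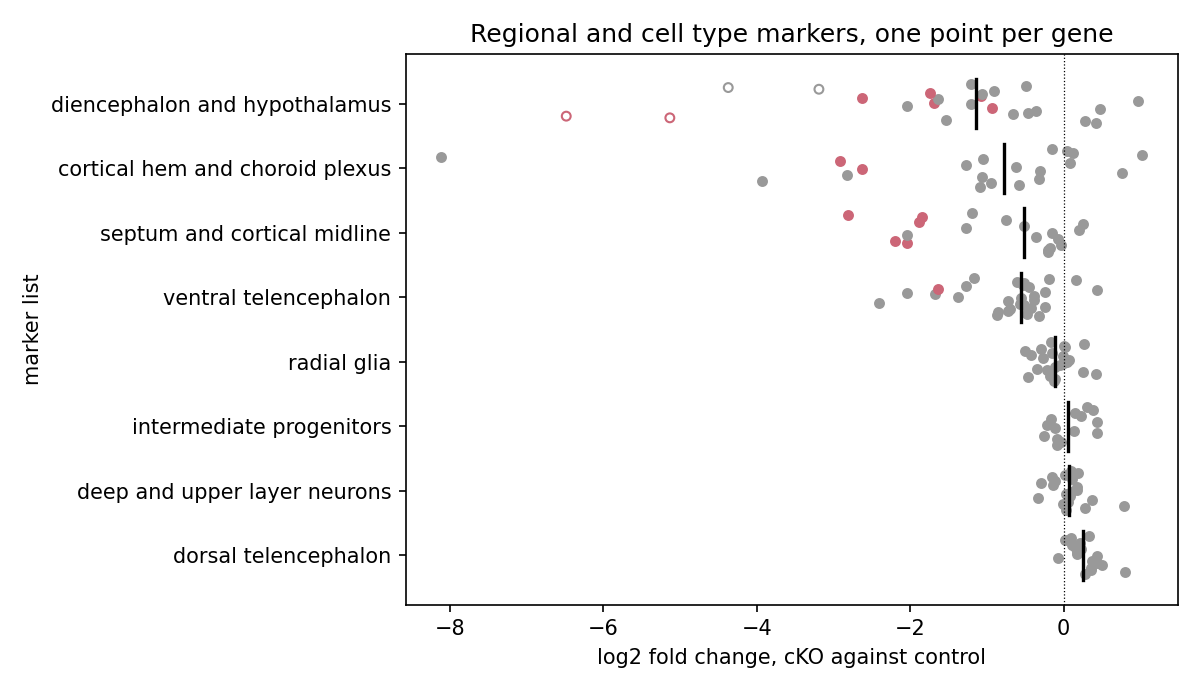
The log2 fold change of each tested gene (horizontal axis, cKO against control) is plotted for 8 marker lists (vertical axis), in red where edgeR's adjusted p was under 0.05 and in grey otherwise, with a black bar at each list's median. Open circles are genes with at most 3 counts over the cKO libraries, placed at their ratio of counts or at the bound set by 3 counts, and the medians run from -1.14 in the diencephalon and hypothalamus to 0.25 in the dorsal telencephalon.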

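The X-linked gene Xlr3b was the only gene higher in the cKO libraries at an adjusted p under 0.05 by edgeR's quasi-likelihood test. Its level was 9.01 ± 1.76 CPM in cKO and 0.859 ± 0.890 CPM in the controls (SD, n = 2 per group), a log2 fold change of 3.39 (standard error 0.50, adjusted p = 0.0461 from edgeR). Of 18 tested markers of the dorsal telencephalon none passed, but 17 had a log2 fold change above 0 and the median was 0.25. Among them Emx2, a homeobox gene of the dorsal cortex, had 0.49 (adjusted p = 0.462 from edgeR) and Eomes, the marker of intermediate progenitors, 0.44 (adjusted p = 0.524 from edgeR). Camera placed this list above the other genes with an adjusted p of 4.5e-07 at the preset correlation, and the adjusted p was 0.627 with an estimated correlation. Its median was 0.41 without cKO replicate 2 and 0.13 without cKO replicate 6, where the calls held, and Emx2 was called without cKO replicate 2 (adjusted p = 0.0096) or control replicate 4 (0.0496), over a range of 0.0096 to 1.000. In these fits 5 and 2 members of the list, Emx2 included, were called higher and none lower. DESeq2, the likelihood ratio test and limma-voom also called 0 of its members, and 7 had an unadjusted p under 0.05, all above 0.

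None of the 23 markers of radial glia, 14 of intermediate progenitors, 20 of neurons and 20 of deep and upper layer neurons passed the quasi-likelihood test, with 3, 4, 2 and 2 at an unadjusted p under 0.05. Limma-voom called 0. Without cKO replicate 2 the quasi-likelihood test called 3 radial glia genes lower and 1 intermediate progenitor and 2 layer neuron genes higher, and it called 1 neuron gene lower without cKO replicate 6 or control replicate 4. DESeq2 and the likelihood ratio test called 1 of them lower, Sox1, a transcription factor gene of neural progenitors that overlaps another gene. It had a log2 fold change of -0.51 (standard error 0.10, adjusted p = 0.177 from edgeR) and fell when adjusted over its list alone. The medians were -0.11, 0.05, -0.11 and 0.07, with adjusted p of 0.0522, 0.390, 0.165 and 0.316 from camera. These camera results changed with other settings and libraries. Radial glia passed with DESeq2 (adjusted p = 0.0273), without sex-linked, X and Y genes (0.0372) and without cKO replicate 2 (0.0070) or control replicate 5 (0.0046), while over all libraries the adjusted p was 0.653 with an estimated correlation. Camera also called intermediate progenitors without cKO replicate 2 (0.0178) or control replicate 4 (0.0151), neurons without control replicate 4 (0.00042) and layer neurons without cKO replicate 2 (0.0233). With an estimated correlation over all libraries the adjusted p was 0.753, 0.738 and 0.653 for these lists. Over the alternatives the adjusted p ran from 0.0046 to 0.900, 0.0151 to 0.919, 0.00042 to 0.597 and 0.0233 to 0.813.

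For genes higher in cKO 0 gene ontology terms passed, but with Xlr3b as the only called gene a term could hardly pass, so this decides nothing. DESeq2 called 13 higher genes, the likelihood ratio test 24 and limma-voom 0. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, a threshold chosen after seeing the data, 77 genes were higher and 216 lower. The Xlr3b call was lost with DESeq2 (adjusted p = 0.221), with limma-voom (0.0578), without a filter (0.418), with DESeq2's size factors (0.0605) and without control replicate 5 (0.763, log2 fold change 5.26), over a range of 2.8e-20 to 0.763.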

Simultaneously, upregulated genes were enriched in aspects associated with negative regulation of neurogenesis and regulation of plasma membrane‐bounded cell projections (**Figure** **4**A,B). Heatmaps and volcano maps show changes in the gene expression profiles of neural progenitor cells in the cerebral cortex of *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice (Figure 4C; Figure S7A, Supporting Information). 

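The targeted gene, Gsdmd on chromosome 15 from 75862339 to 75867404, had 13 and 7 counts in the cKO libraries and 54 and 43 in the controls. This is 0.553 ± 0.230 against 2.83 ± 0.380 CPM (SD, n = 2 per group) and a log2 fold change of -2.34 (standard error 0.40, adjusted p = 0.0845 from edgeR's quasi-likelihood test). Both libraries labelled cKO thus held less Gsdmd transcript than both controls, without passing that test. It was called by DESeq2 (adjusted p = 0.0318), the likelihood ratio test (9.3e-06) and without cKO replicate 2 (0.00031), cKO replicate 6 (0.0236) or control replicate 4 (0.0095), over alternatives from 9.3e-06 to 0.789.

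Between the genotypes 32 differentially expressed genes were found, 1 higher and 31 lower, of which 31 had an absolute log2 fold change of at least 1. All 32 had both cKO libraries beyond both controls, which chance gives for 33.3% of genes and which held for 37.2% of all tested genes. Onecut3, a transcription factor gene, had 1 count in cKO and 156 in the controls (ratio of control to cKO 164, 95% counting interval 29.1 to 6535). The hypothalamic homeobox gene Bsx had 2 and 113 counts (ratio 59.5, interval 16.1 to 498). Pmaip1, a proapoptotic p53 target, had a log2 fold change of -4.01 (standard error 0.59, adjusted p = 0.0455 from edgeR). Irs4, an insulin receptor substrate, had -2.77 (standard error 0.36, adjusted p = 0.0227 from edgeR). The Pmaip1 call was lost with DESeq2's size factors (adjusted p = 0.0541), limma-voom (0.0573), no filter (0.261) and without control replicate 5 (0.789), over a range of 2.7e-08 to 0.789. Without a filter the calls of Bsx (0.0939) and Irs4 (0.128) were lost as well, over ranges of 2.1e-18 to 0.789 and 1.8e-09 to 0.789.

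None of 13 erythroid and 18 microglial and macrophage genes passed by edgeR, DESeq2 or limma-voom, with 9 and 2 lower at an unadjusted p under 0.05. Of the erythroid genes 3 were called lower without cKO replicate 2 or cKO replicate 6 and 5 without control replicate 4. Their median log2 fold changes were -0.66 and -0.25. The adjusted p from camera was 6.2e-07 and 0.0199 with the preset correlation and 0.388 and 0.465 with an estimated correlation. The microglial call was lost with DESeq2 (adjusted p = 0.0545) and without cKO replicate 2 (adjusted p = 0.240) or control replicate 4 (0.0667), over a range of 0.0103 to 0.240. Its median was -0.14 and -0.38 without these libraries and -0.52 without cKO replicate 6, and the erythroid median was -0.41 without control replicate 5.

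DESeq2 found 81 differentially expressed genes, the likelihood ratio test 148, limma-voom 27 and the quasi-likelihood test without a filter 8, and 1123 genes had an unadjusted p under 0.05 in the quasi-likelihood test. The number of differentially expressed genes was 260 and 159 without cKO replicates 2 and 6, 293 without control replicate 4 and 0 without control replicate 5, where 695 genes had an unadjusted p under 0.05 and the likelihood ratio test found 98 and limma-voom 0. In the authors' deposited table 183 genes are marked as significant, 37 higher and 146 lower, and 31 of the 32 genes found here are among them.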

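Aifm3, Sulf1, Zic4, Otx2, Peg10, Prdm12, Six3, Magel2, Zfhx3 and Pnoc, the 10 genes of Fig. 4D, all had lower levels in both cKO libraries than in both controls, and 8 of them passed the test. Sulf1, a sulfatase that edits heparan sulfate, was at 1.44 ± 0.772 CPM in cKO and 10.9 ± 2.97 in the controls (SD, n = 2 per group), a log2 fold change of -2.92 (standard error 0.35, adjusted p = 0.0151 from edgeR). Zic4, a midline transcription factor that overlaps Zic1, fell by 2.81 on the log2 scale (standard error 0.23, adjusted p = 0.0022 from edgeR). Otx2, a homeobox gene of the anterior brain and choroid plexus, fell by 2.63 (standard error 0.29, adjusted p = 0.0092 from edgeR). The log2 fold changes of Prdm12 and of Pnoc, the precursor of nociceptin, were -1.75 and -1.64 (adjusted p = 0.0115 and 0.0312 from edgeR). The imprinted genes Peg10 and Magel2 fell by 1.08 and 0.94 (adjusted p = 0.0358 and 0.0259 from edgeR). Six3 and Zfhx3, transcription factors of the ventral forebrain, had log2 fold changes of -1.27 and -1.17 and did not pass (adjusted p = 0.0603 and 0.0956 from edgeR). Both were called by DESeq2 (2.1e-06 and 4.4e-05), the likelihood ratio test (1.3e-05 and 0.00022) and without cKO replicate 2 (2.0e-09 and 3.9e-08), cKO replicate 6 (0.00018 and 0.0029) or control replicate 4 (4.0e-11 and 7.7e-08), over alternatives from 4.0e-11 to 0.789 and 3.9e-08 to 0.789. The study picked these 10 genes from the same libraries, so their direction is no independent evidence.

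Of 38 tested imprinted genes Peg10 and Magel2 fell, none rose and 36 did not pass edgeR's quasi-likelihood test (10 fell when adjusted over the list alone). DESeq2 called 4 of them lower, the likelihood ratio test 7 and limma-voom 2, and none higher. The quasi-likelihood test called 8 lower without cKO replicate 2 or control replicate 4 and 5 without cKO replicate 6. The median log2 fold change was -0.27, with an adjusted p from camera of 1.6e-10 with the preset and 0.465 with an estimated correlation. Without Peg10 and Magel2, an alternative chosen after seeing the data, the median was -0.25 (adjusted p = 3.0e-08 from camera), and with them it was -0.16 without cKO replicate 6. None of the 8 calls among the genes of Fig. 4D held without control replicate 5, a fit with a lone control library in which no gene was called. Without a filter only that of Zic4 held, and the adjusted p was 0.224 for Sulf1, 0.140 for Otx2, 0.369 for Peg10, 0.128 for Prdm12, 0.303 for Magel2 and 0.269 for Pnoc. The call of Peg10 was also lost with DESeq2's size factors (adjusted p = 0.0522). Over the alternatives the adjusted p of these 6 genes ran from 1.4e-20 to 0.789, 1.3e-20 to 0.789, 3.8e-09 to 0.789, 6.0e-12 to 0.789, 2.6e-07 to 0.789 and 8.5e-10 to 0.789. Six3, Prdm12, Magel2 and Zfhx3 overlap other genes, so part of their reads may be shared.

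**Figure D2:**
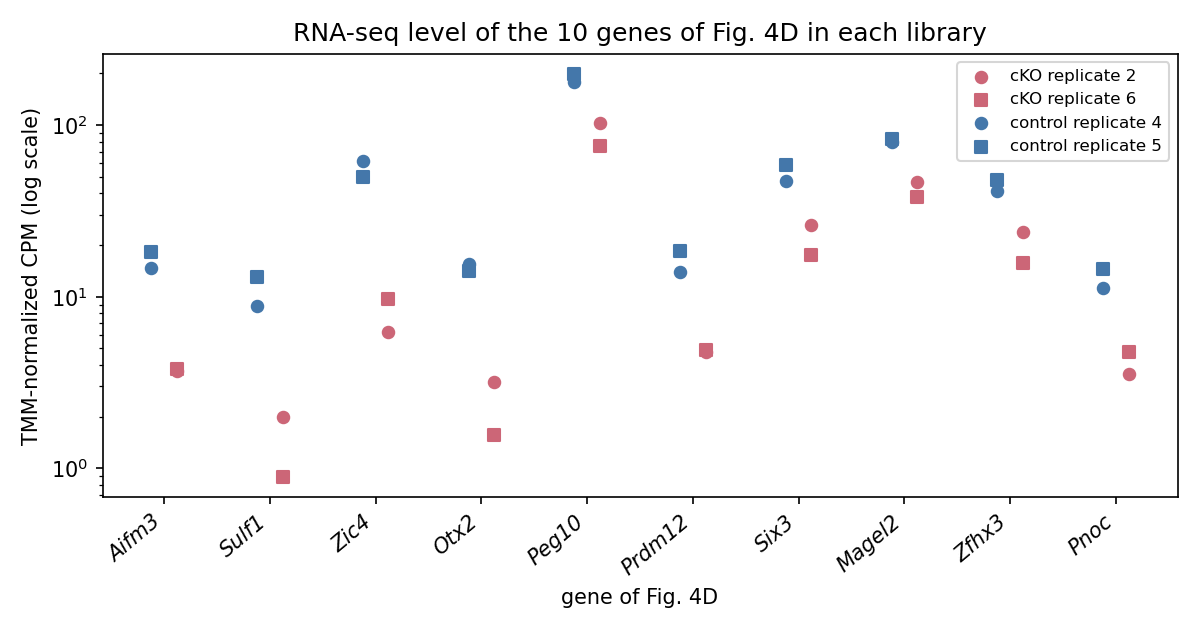
Levels of the 10 genes of Fig. 4D (horizontal axis) in TMM-normalized CPM on a log scale (vertical axis), 1 symbol per library, with controls in blue and cKO in red. Each gene has both cKO symbols below both control symbols, from Sulf1 at a mean of 1.44 against 10.9 CPM to Peg10 at 89.1 against 188 CPM.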

We further screened 10 genes whose expression was significantly downregulated upon GSDMD deletion (Figure 4D) and validated them by qPCR validation (Figure S7B, Supporting Information). We noticed the molecule apoptosis‐inducing factor mitochondria associated 3, Aifm3 (Figure 4E), localized mainly in the inner mitochondrial membrane as well as in the cytoplasm, was released from mitochondria as a caspase‐independent death effector and was involved in programmed cell death processes. 

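Aifm3 (ENSMUSG00000022763), on chromosome 16 of GRCm38 from 17489611 to 17507485, was lower in both cKO libraries, with 67 and 68 counts, than in the controls, with 258 and 308. Its level was 3.74 ± 0.0709 CPM in cKO and 16.6 ± 2.50 CPM in the controls (SD, n = 2 per group). This is a log2 fold change of -2.14 (standard error 0.20, adjusted p = 0.0030 from edgeR's quasi-likelihood test). In the authors' deposited table the log2 fold change of Aifm3 is -2.13 with an adjusted p of 1.5e-10. Of 20 tested genes listed as neighbours of Aifm3 with Aifm3 itself, it was the only one to fall and none rose. The median log2 fold change of that list was 0.13 (adjusted p = 0.299 from camera). Pi4ka, a lipid kinase gene nearby, had a log2 fold change of 0.33 (standard error 0.10, adjusted p = 0.509 from edgeR). The Aifm3 call was lost without a filter on low counts (adjusted p = 0.0541 from edgeR), in the same direction. Without control replicate 5 its log2 fold change was -1.97. That fit has a lone control library and called no gene by edgeR's quasi-likelihood test, so the loss of the Aifm3 call there is not particular to Aifm3.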

We detected a significant decrease in protein expression levels (Figure 4F,G).

**Figure 4:**
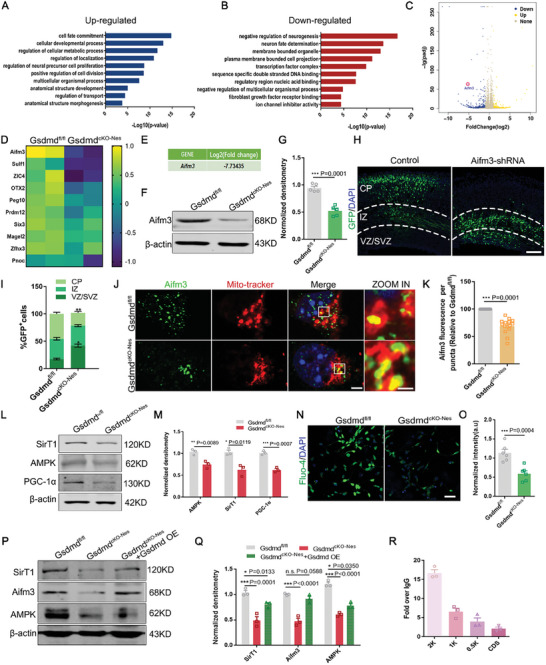
GSDMD regulates neurogenesis by targeting Aifm3 through the AMPK pathway. A, B) Gene Ontology (GO) analysis for downregulated or upregulated genes in the *GSDMD*‐depleted NPCs at E13 cerebral cortex. C)Differentially expressed genes (DEGs) were identified from the E13 forebrain of *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. Volcano plots illustrated the downregulated (blue) and upregulated (yellow) genes. D) Heat map was further analyzed of 10 differentially expressed genes from RNA‐Seq of the E13 brain. The Aifm3 gene was one of the significantly differentially expressed genes. E) RNA‐seq analysis showing that the Aifm3 mRNA expression level was dramatically reduced in the *Gsdmd^cKO‐Nes^* mice. F) Western blot analysis of Aifm3 protein levels in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. G) The bar graph shows the normalized densitometry of Aifm3. *n* = 5 independent experiments. H) Electroporation of *Aifm3*‐shRNAs results in abnormal cell distribution in the developing neocortex. The electroporation was performed at E13, and the mouse brain was sacrificed at E16. I) Graph shows the percentage of GFP‐positive cells distributed in the VZ/SVZ, IZ, and CP. *n* = 5 independent experiments. J) Confocal immunofluorescence image of Aifm3 and Mito‐tracker in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* NPCs showing the different subcellular localization. Scale bar, 5 µm. The right zoom is a higher magnification image. Scale bars,1 µm. K) The bar graph shows the Aifm3 fluorescence intensity per puncta. The data are normalized to the *Gsdmd^fl/fl^*. *n* = 15 from 4 independent experiments. L) Western blot analysis of the expression levels of AMPK, SirT1, PGC‐1α in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. M) The bar graph shows the normalized densitometry of AMPK, SirT1, and PGC‐1α. *n* = 3 independent experiments. N) Fluo‐4 AM staining of *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* NPCs depicting intracellular calcium release. Scale bar, 20 µm. O) The graphs show the quantification of FLUO‐4 AM fluorescence in cultured cells. *n* = 5 independent experiments. P) Western blot analysis of NPCs from isolated *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice were cultured in vitro for 2 days, after being treated with GSDMD‐overexpressing lentivirus for 24 hours. Q) The bar graph shows the normalized densitometry of SirT1, Aifm3, and AMPK. *n* = 3 independent experiments. R) N2a cells were transfected with Flag‐ PGC‐1α plasmid and cultured for 3 days before harvesting samples for Ch‐IP assay. ChIP‐qPCR showing PGC‐1α binds to the site of the Aifm3 promoter. *n* = 3 independent experiments. Error bars represent means ± SEMs; 2‐tailed unpaired *t*‐test; one‐way ANOVA with Dunnett's multiple‐comparison correction. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; n.s., not significant.

To verify whether GSDMD targets Aifm3 to regulate cortex neurogenesis, we further investigated the function of Aifm3 in cortical development and used IUE with *Aifm3*‐shRNA plasmids to examine the function of Aifm3, and similar to the results of the GFP^+^ cells in the VZ/SVZ regions that were significantly increased, GFP^+^ cells in the CP layer were clearly decreased (Figure 4H,I). Considering that Aifm3 is an important downstream target gene for GSDMD regulation, we tested whether Aifm3 overexpression rescued the abnormal distribution of GFP^+^ cells induced by GSDMD knockdown. Therefore, we co‐electroporated *GSDMD*‐shRNA with an *Aifm3* overexpression plasmid into the E13 mouse brain and found that plasmid overexpression rescued the aberrant distribution of GFP^+^ cells caused by GSDMD defects to some extent (Figure S7C,D, Supporting Information). Further study of the role of Aifm3 in the development of the cortex and immunofluorescence staining of the cerebral cortex after electroporation of the shRNA plasmid revealed that more PAX6^+^ GFP^+^ was observed in the VZ/SVZ region after *Aifm3* knockdown (Figure S7E,F, Supporting Information), demonstrating that *Aifm3* is an essential gene downstream of GSDMD in cortical neurogenesis.

We examined the localization relationship between Aifm3 and mitochondria, while mitochondrial expression of Aifm3 was significantly decreased after GSDMD knockout (Figure 4J,K). To further investigate the role of Aifm3 in neurogenesis under high replication stress, we infected NPCs with *Aifm3*‐shRNA lentivirus and stimulated them with bFGF treatment. Protein blotting showed that cleaved‐caspase‐1, was not affected by *Aifm3* knockdown, but there was a significant downregulation of cleaved‐caspase3; under bFGF stimulation, *Aifm3* knockdown affected neural progenitor cell apoptosis (Figure S7G,H, Supporting Information), which also explains the fact that apoptosis, another mode of regulatory cell death, was not increased when pyroptosis was inhibited in the previous work. These data suggest that both regulatory cell death pathways are present and necessary under high replication stress. Interestingly, the apoptosis‐inducing mechanism of Aifm3, which is based on cytochrome c release and caspase3 activation is consistent with our RNA sequencing analysis. Therefore, we suggest that the apoptosis‐inducing function of GSDMD is achieved by regulating *Aifm3* expression. 

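Of 23 tested genes of the apoptosis core, Aifm3 was the only one to fall and none rose, also when adjusted over the list alone. The proapoptotic gene Pmaip1, which fell as well (log2 fold change -4.01), stands on the list of p53 targets instead. Apaf1, which binds released cytochrome c, was at 28.0 ± 1.25 CPM in cKO and 32.6 ± 1.74 CPM in the controls (SD, n = 2 per group), a log2 fold change of -0.22 (standard error 0.14, adjusted p = 0.821 from edgeR). Bid, which links death receptors to mitochondria and overlaps another gene, had -0.62 (standard error 0.16, adjusted p = 0.382 from edgeR). The median over the list was -0.07, with an adjusted p from camera of 0.0404 with the preset and 0.465 with an estimated correlation. The study had picked Aifm3 from these libraries, and without it the adjusted p from camera was 0.157, an alternative chosen after seeing the data. Among 27 tested p53 and DNA damage targets Pmaip1 fell, none rose and 26 did not pass edgeR's quasi-likelihood test, while DESeq2 and the likelihood ratio test called 1 lower and limma-voom 0 (median -0.04, adjusted p = 0.789 from camera). Of 7 tested genes of pyroptosis and the inflammasome none passed by edgeR's quasi-likelihood test or limma-voom, and Gsdmd alone was called lower by DESeq2, by the likelihood ratio test, when adjusted over the list alone and when any library but control replicate 5 was left out. Their median was -0.28, with an adjusted p from camera of 0.0394 with the preset and 0.465 with an estimated correlation. The camera call of the apoptosis list was lost without cKO replicate 6 (adjusted p = 0.203), control replicate 4 (0.0667), control replicate 5 (0.324) or a filter (0.128), over a range of 0.0117 to 0.324. Its median was -0.12 without cKO replicate 2 and -0.03 without cKO replicate 6. The call of the pyroptosis list was lost without cKO replicate 2 (adjusted p = 0.176), control replicate 4 (0.0953), control replicate 5 (0.0742) or a filter (0.231), over a range of 0.0095 to 0.231. Its median was -0.10 without cKO replicate 2 and -0.43 without cKO replicate 6. The paper proposes that GSDMD induces apoptosis by regulating Aifm3 expression. Besides the mechanism of Aifm3 in apoptosis and these RNA sequencing data, it reports less Aifm3 protein in cKO. It also reports that Aifm3 knockdown in progenitors under bFGF lowered cleaved caspase-3 and left cleaved caspase-1 unaffected.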

Of note, literature has mentioned that GSDMD‐N and AMPK exist in a reciprocal regulatory relationship, DNA damage accumulation inhibition of AMPK signaling leads to a decrease in the expression of apoptosis‐inducing factors.^[^ ^23^ ^]^ Its downstream factor SirT1 responds to the stimulation of DNA damage through degradation and ubiquitination and it reduces apoptosis through the PGC‐1α mitochondrial pathway.^[^ ^24^, ^25^ ^]^ Therefore, we examined cortical NPCs after GSDMD deletion and found that the protein levels of AMPK, SirT1, and PGC‐1α were significantly reduced after GSDMD deletion (Figure 4L,M). To investigate how GSDMD knockdown inhibits the AMPK pathway, we performed a literature review and experiments and found that the pore formed by GSDMD mediates inward calcium flux, which upon encounter with a signaling stimulus triggers the endosomal sorting complex required for transport (ESCRT)‐dependent membrane repair and induces phosphatidylserine exposure.^[^ ^26^, ^27^ ^]^ Furthermore, the processing and release of *Aifm3* from the mitochondrial membrane requires the activation of CAMKII by calcium ions^[^ ^27^ ^]^ and the absence of GSDMD leads to perturbations in the intracellular environment with reduced calcium ion efflux and activation of calpain (Figure 4N,O), thus reducing the formation of complexes with its substrate CAMKII, which in turn reduces the formation of complexes with its substrate AMPK, and regulates intracellular and energy metabolism homeostasis, among others. To further confirm that GSDMD deletion affects mitochondrial protein synthesis through AMPK/SirT/PGC‐1α pathway, and to exclude the involvement of other mitochondrial‐related proteins, We analyzed the RNA sequencing data and found that AIFM3 was not the only mitochondrial protein that was downregulated, and other mitochondria‐related proteins had relatively insignificant changes (Figure S7I, Supporting Information). we constructed a PGC‐1α knockdown plasmid, packaged the lentivirus and then infected the NPCs, and extracted the RNA for RT‐PCR to detect, and found that only the expression of Aifm3 was significantly decreased by detecting the genes screened out from the sequencing data (Figure S7J, Supporting Information). Accordingly, we determined whether PGC‐1α binds to the promoter regions of Aifm3 using a chromatin immunoprecipitation assay. 

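Among the 6 genes of Figure S7I, Aifm3 fell and none of the other tested genes passed edgeR's quasi-likelihood test. Gpam, a mitochondrial acyltransferase of lipid synthesis, was at 9.00 ± 0.825 CPM in cKO and 4.01 ± 1.22 CPM in the controls (SD, n = 2 per group), a log2 fold change of 1.16 (standard error 0.24, adjusted p = 0.184 from edgeR). Rbm20, a splicing factor gene, had a log2 fold change of 1.04 (standard error 0.21, adjusted p = 0.170 from edgeR). Fbxl4 had 0.39 (standard error 0.19, adjusted p = 0.738 from edgeR). Alas2, the erythroid enzyme of heme synthesis, had -0.67 (standard error 0.24, adjusted p = 0.618 from edgeR). Slc5a13 was not analysed here. Gpam and Rbm20 were called higher by the likelihood ratio test (adjusted p = 0.0047 and 0.0035), Rbm20 also by DESeq2 (0.0036), and both without cKO replicate 2 (adjusted p = 0.0226 and 1.0e-05), cKO replicate 6 (0.0020 and 0.0140) or control replicate 4 (5.3e-05 and 1.6e-05), over alternatives from 5.3e-05 to 0.789 and 1.0e-05 to 0.789.

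Genes of the respiratory chain did not pass one by one. Of 37 nuclear subunits of complex I, 38 nuclear subunits of complexes II to V and 11 genes of the mitochondrial genome, 0 passed by edgeR, DESeq2 or limma-voom and 0 had an unadjusted p under 0.05. Ndufs5, a complex I subunit, had a log2 fold change of 0.45 with all libraries, which ran from -0.16 to 0.88 over the alternatives. Its highest value was without cKO replicate 2, with replicate 6 as the only cKO library. The median log2 fold changes of the lists were -0.04, -0.08 and -0.14, with adjusted p from camera of 0.165, 0.0517 and 0.0199, the last being an adjusted p of 0.627 with an estimated correlation. The call of the mitochondrial genome was lost with the likelihood ratio test (adjusted p = 0.0852) and without cKO replicate 6 (0.210) or control replicate 5 (0.323). Complexes II to V passed without cKO replicate 6 (0.0358) and without sex-linked, X and Y genes (0.0372), against an adjusted p of 0.653 with an estimated correlation over all libraries, over alternatives from 0.0056 to 0.323 and 0.0358 to 0.639. Without cKO replicate 6 and without control replicate 5 the mitochondrial genome had medians of -0.08 and -0.09. None of 18 genes of mitochondrial dynamics and of 25 genes around AMPK, SIRT1 and PGC-1alpha passed by any of these tools, with 1 and 2 at an unadjusted p under 0.05. Esrrg, an orphan nuclear receptor gene of the latter list, had log2 fold changes of -1.03 to -0.23 over the alternatives. Its lowest value was without cKO replicate 2, with replicate 6 as the only cKO library. The list medians were -0.06 and -0.07 (adjusted p = 0.427 and 0.679 from camera). Ppargc1a, which encodes PGC-1α, was at 5.71 ± 0.187 CPM in cKO and 7.97 ± 0.327 CPM in the controls (SD, n = 2 per group), a log2 fold change of -0.48 (standard error 0.19, adjusted p = 0.654 from edgeR).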

For the enrichment analysis, we designed 4 pairs of primers targeting different regions of Aifm3. Our results showed that PGC‐1α was significantly enriched in the Aifm3 promoter region located 2 kb from the transcriptional start site (Figure 4R). Taken together, our data suggest that GSDMD regulates the expression of the mitochondrial protein Aifm3 through the AMPK/SirT1/PGC‐1α pathway, thereby influencing the onset of apoptosis. we added rescue experiments by culturing WT and cKO neural stem cells in vitro and infecting them with GSDMD overexpression lentivirus, and found that transfection with GSDMD overexpression could rescue the expression of AIFM3 as well as AMPK to some extent by western blot (Figure 4P,Q).

### 2.6 AIFM3 Affects Mitochondrial Respiratory Chain Assembly

We previously found that Aifm3 localization on mitochondria was significantly reduced in cKO mice, and we next examined changes in expression throughout the cerebral cortex and found that expression was significantly reduced in cKO mice (Figure S7K,L, Supporting Information). To further investigate the abnormalities caused by changes in Aifm3 expression in mitochondria. We noticed several studies have indicated that AIF participates not only in the cell death pathway but also within the mitochondria, where it regulates complex I proteins in the mitochondrial respiratory chain to determine the rate of oxidative phosphorylation.^[^ ^28^ ^]^ Aifm3 is a structural homolog of AIF and shares mitochondrial localization. Therefore, we performed qPCR analysis of mitochondrial respiratory chain complexes I, II, III, IV, and V for the expression of key elements at the RNA level in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* brain cortices and found that it was the complex I component Ndufa9 that was significantly decreased (Figure S8A, Supporting Information). Based on this, we tested whether there was a direct interaction between Aifm3 and Ndufa9. We conducted immunoprecipitation experiments to verify the relationship between the two, which showed that FLAG‐tagged Aifm3 could pull down HA‐tagged Ndufa9 (**Figure** **5**A). It is suggested that Aifm3 affects the composition of mitochondrial respiration through interaction with the complex 1 component Ndufa9 (Figure 5B). Aifm3 is able to bind to the components of complex 1 and work together to complete the assembly of the respiratory chain, and whether the expression of Aifm3 affects the function of complex I. We then performed an assay of respiratory chain I activity and found that inhibiting the expression of Aifm3 affects complex I activity (Figure 5C). Given the established role of complex I as a major site for the production of ROS,^[^ ^29^ ^]^ Complex I‐mediated ROS levels were significantly reduced in infected NPC with *Aifm3‐*shRNA lentivirus (Figure 5D,E). GSDMD deletion resulted in reduced expression of Aifm3 affecting the assembly of respiratory chain complex I, which is recognized as the main site of ROS production.^[^ ^30^, ^31^ ^]^ Whereas OCR is mainly detected for mitochondrial respiratory chain complexes, the function of complex I was impaired by Aifm3. To address this point, we infected neural progenitor cells with Aifm3 knockdown plasmid for OCR detection and found the same significant reduction (Figure 5F,G). These data indicated that deletion of Aifm3 causes abnormal neurogenesis affects mitochondrial respiratory chain complex I assembly and reduces ROS production in neural progenitor cells. Based on these changes, we are able to explore new functions of GSDMD beyond cell death.

**Figure 5:**
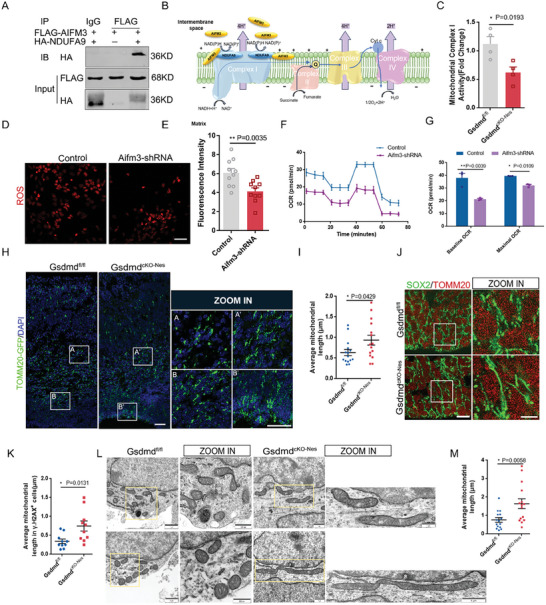
Aifm3 affects respiratory chain assembly. A) Co‐immunoprecipitation (CO‐IP) experiment was performed to detect the interaction between Aifm3 and Nudfa9 in N2a cells. N2a cells were transfected with FLAG‐ AIFM3 and HA‐NDUFA9 overexpression plasmids for 3d and harvested for CO‐IP assays. B) Schematic representation of the mitochondrial electron transport chain (ETC), Complex I, Complex II, Complex III, and Complex IV components of the Electron Transport Chain. The schematic shows Aifm3 interaction with Ndufa9 from Complex I. C) Mitochondria Complex I activity was measured from primary neural progenitor cells isolated from *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. *n* = 4 independent experiments. D) Confocal immunofluorescence image of ROS level labeled by DHE in control and Aifm3‐shRNA lentivirus‐infected NPCs. Scale bar,100 µm. E) Quantification showing the changed ROS level in control and Aifm3‐shRNA. *n* = 10 from 4 independent biological replicates. F) Measurement of oxygen consumption rate (OCR) of NPCs derived from E13 mice as control and then treated with Aifm3 shRNA lentivirus for 24 h in proliferation medium. G) Quantification of the Baseline and maximum OCR of NPCs. *n* = 4 independent experiments. H) The TOMM20‐GFP plasmid was electroporated into the E13 mouse brains of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice, and the mice were sacrificed at E16. Scale bars, 50 µm. The zoom in A, A′, B, and B′ are higher magnification images. Scale bars, 20 µm. I) Quantification of the mitochondrial length in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. *n* = 30 from 4 independent experiments. J) Representative confocal images of mitochondrial morphology in SOX2^+^ cells in VZ of E16 coronal sections. Scale bars,20 µm. The right zoom is are higher magnification image. Scale bars,2 µm. K) The graph shows the length of mitochondria in SOX2^+^ cells in VZ of E13 coronal sections. *n* = 15 from 3 independent experiments. L) TEM image of the mitochondria at E16 from the *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. The scale is shown in the figure as shown. ZOOM IN panels show magnification of the area marked in the left panels. M) Quantification of the mitochondrial length in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. *n* = 15 from 3 independent experiments. Error bars represent means ± SEMs; 2‐tailed unpaired *t*‐test; one‐way ANOVA with Dunnett's multiple‐comparison correction. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; n.s., not significant.

### 2.7 Mitochondrial Dynamics of GSDMD‐deficient NPCs were Impaired

Overall, our data propose that GSDMD can modulate Aifm3 to affect mitochondrial composition and redox processes. It has been reported in previous articles that mitochondria in neural stem cells maintain low ROS levels for extended periods during early development, which contributes to neural stem cell proliferation.^[^ ^32^ ^]^ This makes us curious about the role of mitochondria in development. The inflammatory activation of AIM2 has been shown to increase GSDMD binding to mitochondria and N‐terminal perforation of the mitochondrial membrane, inducing cell death.^[^ ^13^, ^33^ ^]^ Mitochondrial fission and fusion have been described to differentially affect neural stem cell self‐renewal.^[^ ^34^, ^35^ ^]^ We aimed to determine whether the aberrant neurogenesis induced by GSDMD deletion is associated with abnormal mitochondrial dynamics. We constructed a TOMM20‐GFP fusion protein that can label mitochondria in cells and electroporated it into E13 mouse brains and found that mitochondrial length was significantly increased in mice by GFP fluorescence analysis (Figure 5H,I). To verify this change, in vitro culture of NPCs isolated from the cortex of E13 mice, stained with Mito Tracker, and statistical analysis revealed a dramatic increase in mitochondrial length in *Gsdmd^cKO‐Nes^* mice (Figure S8B,C, Supporting Information). Transmission electron microscopy (TEM) of the cerebral cortex region of WT and cKO and showed that mitochondrial morphology changed, mitochondria exhibited an elongated morphology (Figure 5L,M).

Next, we tested the causes of the changes affecting mitochondrial dynamics. First, we examined the mitochondrial marker Tomm20 in *Gsdmd^fl/fl^* and *Gssdmd^cKO‐Nes^* mice and found no changes in protein levels (Figure S8F,G, Supporting Information), suggesting that the dynamics of mitochondrial division and fusion were altered. DRP1 is a major regulator of mitochondrial dynamics, and phosphorylation of DRP1 is the most widely studied post‐translational modification that regulates mitochondrial morphology, with phosphorylation occurring at 2 serine residues, ser‐616 and ser‐637.^[^ ^36^ ^]^ Apoptosis‐inducing factors are released following stimulation by DRP1 to initiate apoptotic signaling during mitochondrial changes.^[^ ^37^ ^]^ We examined the protein expression levels of DRP1 and DRP1ser‐637 and ser‐616 found that there was no difference in DRP1 and DRP1 ser‐616 protein levels, but there was a significant increase in ser‐637 phosphorylation (Figure S8F,G, Supporting Information), and phosphorylation of ser‐637 prevented DRP1 from translocating to the mitochondria to inhibit mitochondrial division.^[^ ^38^ ^]^ Next, we analyzed the subcellular distribution of DRP1 and performed immunofluorescence staining of DRP1 and Mito Tracker in NPCs in vitro. We found that DRP1 preferentially localized to the cytoplasm in *Gsdmd^cKO‐Nes^*, with significantly less accumulation in the mitochondria (Figure S8D,E, Supporting Information). These results suggest that the reduction of the mitochondrial membrane protein Aifm3 affects mitochondrial function and impairs the recruitment of DRP1 to mitochondria.

To test whether mitochondrial dynamics play a role in the determination of stem cell fate, we first examined Sox2^+^ cells in the VZ/SVZ region and found elongated mitochondria in Sox2‐positive cells compared with *Gsdmd^fl/fl^* (Figure 5J,K). While neural stem cells require more energy to proliferate, energy is metabolized differently in proliferating cells than in differentiated cells. In conclusion, GSDMD‐mediated reduction of Aifm3 not only affects mitochondrial electron transport chain structure but also leads to aberrant mitochondrial morphology.

### 2.8 Disruption of Pyroptosis Shifts Mitochondrial Metabolic Mode and Enhances Lactate Production

During cell growth and proliferation, glycolysis and mitochondrial oxidative phosphorylation as the major metabolic pathways are co‐regulated by both internal and external signals, and glucose supplies fuel for both pathways. Mitochondrial defects resulting from decreased Aifm3 expression induced by GSDMD deletion during development are unclear regarding the metabolic characterization and function of mitochondria as energy factories in neural progenitor cells. Oxygen consumption (OCR) of NPCs in *Gsdmd^cKO‐Nes^* mice was then analyzed to assess mitochondrial respiration, *Gsdmd^cKO‐Nes^* NPCs consumed oxygen at significantly lower basal levels, resulting in reduced maximal respiratory capacity (**Figure** **6**A,B). In addition, we found that mitochondrial respiration capacity was similarly inhibited in cells treated with Caspase‐1 inhibitors and GSDMD pore formation inhibitors (Figure 6A,B). These data suggest that oxidative phosphorylation is inhibited in *Gsdmd^cKO‐Nes^*‐deficient neural progenitor cells and that this alteration is associated with cleavage of GSDMD and deletion of the downstream molecule Aifm3. Since Aifm3 inhibition affects the mitochondrial respiratory chain, we examined the ATP changes in different states. We found that decreased expression of Aifm3 caused defects in terms of a decrease in the level of ATP (Figure 6C). Inhibition of oxidative phosphorylation due to disruption of the TCA cycle suggests that glucose may be metabolized by glycolysis in proliferating neural progenitor cells (Figure 6D). We then examined the effect on glycolysis by detecting the glucose‐induced extracellular acidification rate (ECAR) and *Gsdmd^cKO‐Nes^* NPCs exhibited significantly higher ECAR under both baseline and stress conditions compared to WT (Figure 6E,F). We also found that the extracellular acidification rate was likewise significantly elevated in the inhibitor‐treated group, implying that the absence of GSDMD or abnormal oligomerization of GSDMD‐N leads to a defect in oxidative phosphorylation and a shift in cellular metabolism toward glycolysis. These data suggest that the absence of GSDMD‐mediated pyroptosis also has an impact on cellular metabolism. We further systematically examined the expression of glycolytic pathway genes in NSCs, including hexose kinase 2 (Hk2), aldolase A (Aldoa), glyceraldehyde‐3‐phosphate dehydrogenase (GAPDH), phosphoglycerate kinase1 (Pgk1), lactate dehydrogenase A (Ldha), and lactate dehydrogenase B (Ldhb) were predominantly expressed in NPCs at early developmental stages under symmetric proliferative division.^[^ ^39^ ^]^ We quantified cortical RNA in the brains of *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice using qPCR and found that Ldha expression was higher in *Gsdmd^cKO‐Nes^* mice than in *Gsdmd^fl/fl^* mice (Figure 6G). Consistently, we found that Ldha expression in the VZ/SVZ region of *Gsdmd^cKO‐Nes^* mice was significantly higher than that of *Gsdmd^fl/f^* ^l^ mice using immunofluorescence staining (Figure 6J,K). The same difference in expression was observed in *Gsdmd^cKO‐Nes^* cells (Figure 6H,I). In addition, we examined the lactate level differences in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* cells medium and found that the lactate level of *Gsdmd^cKO‐Nes^* was notably higher than that of *Gsdmd^fl/fl^* mice (Figure 6L). Overall, our data confirm that GSDMD not only regulates mitochondrial morphology but also reprograms cellular energy metabolism patterns in cortex development.

**Figure 6:**
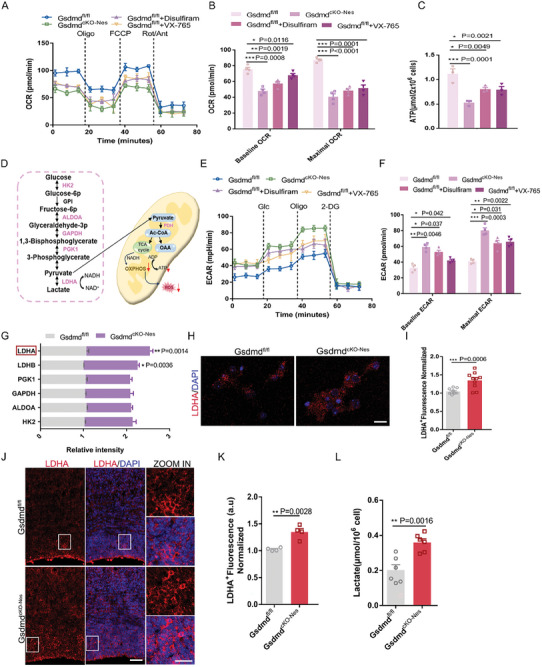
Disruption of pyroptosis shifts mitochondrial metabolic mode and enhances lactate production. A) Oxygen consumption rate (OCR) measurement of NPCs derived from *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* (untreated or pretreated with VX‐756 (10 µM) or Disulfiram (0.3 µM)). B) Quantification of the Baseline and maximum OCR of NPCs. *n* = 4 independent experiments. C) ATP levels in NPCs derived from *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* (untreated or pretreated with VX‐756 (10 µM) or Disulfiram (0.3 µM)). D) Schematic diagram of the glycolysis pathway (purple) and the mitochondrial oxphos including the TCA cycle. E) Extracellular acidification rate (ECAR) measurement of NPCs derived from *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* (untreated or pretreated VX‐756 or Disulfiram). *n* = 4 replicates from 3 independent experiments. F) Quantification of the Baseline and Maximal ECAR of NPCs. G) qRT–PCR analysis of the representative glycolysis genes. The most significant between *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice up‐regulated gene, LDHA, is indicated by the red box at the top. *n* = 4 independent experiments. H) Confocal images of NPCs derived from *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* stained for LDHA and DAPI. Scale bar,10 µm. I) Quantification of the LDHA fluorescence intensity in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Ne^*. *n* = 10 replicates from 3 independent experiments. J) Brain sections of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice at E16 were immunostained with LDHA and DAPI. Scale bar,100 µm. The right zoom is higher magnification images. Scale bars,10 µm. K) The bar graph shows the LDHA fluorescence intensity in VZ/SVZ. The data are normalized to the *Gsdmd^fl/fl^*. *n* = 4 independent experiments. L) Lactate levels in NPCs isolated from *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* mice. *n* = 6 independent experiments. Error bars represent means ± SEMs; 2‐tailed unpaired *t*‐test; one‐way ANOVA with Dunnett's multiple‐comparison correction. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; n.s., not significant.

### 2.9 Disruption of Pyroptosis Mediates Mitochondrial Dysregulation and GSDMD Regulates Neurogenesis Through the LDHA/RAC1/p38 MAPK Pathway

The deletion of GSDMD affects the structure of mitochondria and is a switch in the way of cellular metabolism. Thus, we are more curious about whether this change is due to the deletion of GSDMD or the reduction of GSDMD‐mediated pyroptosis. First, by immunofluorescence staining of mitochondria with Tomm20, we found the colocalization of GSDMD in neural progenitor cells (**Figure** **7**A). To test whether the absence of GSDMD contributes to this change in mitochondria, we added the GSDMD pore formation inhibitor disulfiram to the culture medium, finding that PI uptake was comparable between the disulfiram and *Gsdmd^cKO‐Nes^* groups, both of which showed a significant reduction, and that inhibition of pore formation slightly increased the length of mitochondria compared to *Gsdmd^fl/fl^* (Figure 7B,C,D). We also examined whether IL‐1β release in the cell culture medium was altered by pyroptosis (Figure 7E).

**Figure 7:**
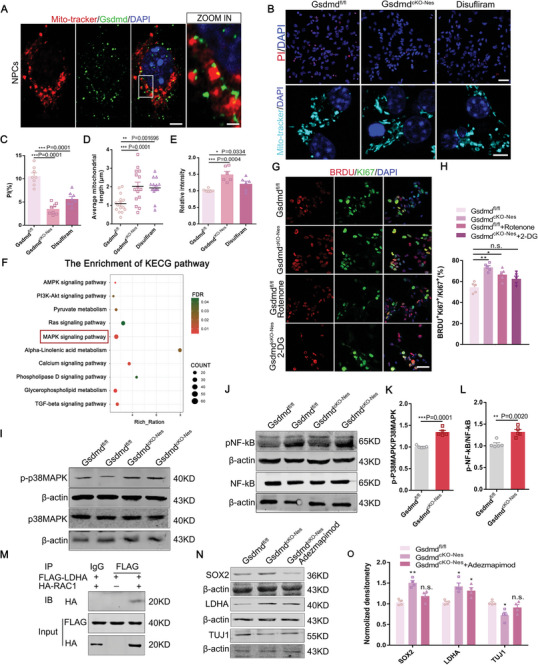
Disruption of pyroptosis mediates mitochondrial dysregulation and GSDMD regulates neurogenesis through the lactate pathway. A) Confocal immunofluorescence image of Mito Tracker and GSDMD in NPCs showing the subcellular localization of GSDMD in NPCs. Scale bar, 10 µm. The right zoom in higher magnification image. Scale bars,5 µm. B) Representative micrographs of PI, Mito Tracker, and DAPI staining of NPCs isolated from *Gsdmd^fl/fl^* and *Gsdmd^cko‐Nes^* mice and *Gsdmd^fl/fl^* treated with Disulfiram for 12 h. Up, scale bar,100 µm. Down, scale bar,20 µm. C) Quantification of the percentage of PI^+^ cells is shown in the histogram. *n* = 8 independent experiments. D) Quantitative analysis showed the length per mitochondria in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* and Disulfiram. *n* = 15 from 3 independent biological replicates. E) Quantification showing the changed IL‐1bβ level in *Gsdmd^fl/fl^*, *Gsdmd^cko‐Nes^* mice isolated NPCs. *n* = 6 independent experiments. F) KECG pathway analysis on the RNA‐seq dataset shows potential responses involving p38MAPK. G) Confocal immunofluorescence image of BrdU^+^Ki67^+^ in NPCs isolated from *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. Scale bar, 50 µm. H) Quantification showing 2‐DG inhibited the proliferation of NPCs. *n* = 5 independent experiments. I) Western blot analysis of the expression levels of p‐p38MAPK, p38MAPKin *Gsdmd^fl/fl^*, and *Gsdmd^cKO‐Nes^* mice. J) Western blot analysis of the expression levels of p‐p38MAPK, p38MAPK, pNF*‐κ*B, and NF*‐κ*B in *Gsdmd^fl/fl^* and *Gsdmd^cKO‐Nes^* mice. K,L) Statistics showing the increased ratio of p‐p38MAPK and p‐NF*‐κ*B in *Gsdmd^cKO‐Nes^* mice. M) Co‐immunoprecipitation (CO‐IP) experiment was performed to detect the interaction between LDHA and RAC1 in N2a cells. N2a cells were transfected with FLAG‐LDHA and HA‐RAC1 overexpression plasmids for 3d and harvested for CO‐IP assays. N) Western blot analysis of the expression levels of SOX2, LDHA, and TUJ1 in NPCs isolated from *Gsdmd^fl/fl^* mice and *Gsdmd^cKO‐Nes^* and *Gsdmd* ^cKO‐Nes^ treated with p38MAPK inhibitor Adezmapimod (0.5 µM) for 24 h. O) The bar graph shows the normalized densitometry of SOX2, LDHA, and TUJ1. *n* = 4 independent experiments. Error bars represent means ± SEMs; 2‐tailed unpaired *t*‐test; one‐way ANOVA with Dunnett's multiple‐comparison correction. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001; n.s., not significant.

Different cell types will exhibit metabolic characteristics to satisfy the properties of different cells.^[^ ^40^ ^]^ There is increasing evidence that glycolysis is widespread in rapidly proliferating cells.^[^ ^41^ ^]^ We isolated and cultured primary neural progenitor cells in vitro with the addition of the electron chain transfer inhibitor rotenone, which causes mitochondrial complex I to uncouple from the electron transport chain and produce ATP via glycolysis, leading to lactate accumulation. The glycolysis inhibitor 2‐DG suppresses glycolysis by inhibiting the function of glucose‐6‐phosphate isomerase and hexokinase through the generation and intracellular accumulation of 2‐deoxy‐d‐glucose‐6‐phosphate (2‐DG6P).^[^ ^42^ ^]^ We found that inhibition of the respiratory electron chain promoted proliferation, whereas inhibition of glycolysis rescued the over‐proliferation of *Gsdmd^cKO‐Nes^* cells (Figure 7G,H). To further investigate the molecular mechanisms by which metabolic dysfunction regulates neurogenesis as a result of GSDMD deletion, we performed Kyoto Encylopedia or Genes and Genomes (KECG) pathway analysis on the RNA sequencing dataset, which showed that the genes were mainly enriched in the MAPK, Ras, and metabolic pathways (Figure 7F). 

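Of 50 tested genes of Ras and ERK signaling the fibroblast growth factors Fgf15 and Fgf17 fell, none rose and 48 did not pass edgeR's quasi-likelihood test (8 fell and 3 rose when adjusted over the list alone). DESeq2 called 4 lower and 2 higher, the likelihood ratio test 6 lower and 1 higher and limma-voom 1 lower. The quasi-likelihood test called 6 lower and 1 higher without cKO replicate 2 or cKO replicate 6 and 9 lower and 3 higher without control replicate 4. Fgf17 was at 1.36 ± 0.521 CPM in cKO and 6.24 ± 1.07 CPM in the controls (SD, n = 2 per group), a log2 fold change of -2.19 (standard error 0.31, adjusted p = 0.0358 from edgeR). Dusp6, a phosphatase induced by ERK, had -0.97 (standard error 0.17, adjusted p = 0.0886 from edgeR), and Dusp4, another such phosphatase, had 0.62 (standard error 0.12, adjusted p = 0.120 from edgeR). The median of this list was -0.11, with an adjusted p from camera of 0.0045 with the preset and 0.574 with an estimated correlation. Of 30 genes of p38 MAPK and the stress kinases 0 passed by edgeR, DESeq2 or limma-voom and 0 had an unadjusted p under 0.05 (median -0.07, adjusted p = 0.300 from camera). Mapk14, which encodes p38α, had a log2 fold change of 0.09 (standard error 0.11, adjusted p = 0.908 from edgeR).

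None of 24 genes of glycolysis and lactate passed by edgeR, DESeq2 or limma-voom, and 1 had an unadjusted p under 0.05. Aldoc, an aldolase gene, had log2 fold changes of 0.02 to 0.64 over the alternatives. Its highest value was without cKO replicate 2, with replicate 6 as the only cKO library. Of the list 21 had a log2 fold change above 0, the median was 0.11, and camera gave an adjusted p of 0.0025 with the preset and 0.465 with an estimated correlation. Ldha, the lactate dehydrogenase subunit that favours lactate, was at 533 ± 14.9 CPM in cKO and 445 ± 46.4 CPM in the controls (SD, n = 2 per group). Its log2 fold change was 0.26 (standard error 0.12, adjusted p = 0.704 from edgeR). The paper reports more Ldha in cKO by qPCR of cortex and by staining, the same direction as here. On simulated counts the test found 23.9% of genes changed 1.5-fold, so a change of this size can be missed. Of 25 genes of the tricarboxylic acid cycle 0 passed by these tools and 0 had an unadjusted p under 0.05 (median -0.04, adjusted p = 0.772 from camera). Enrichment of KEGG pathways was not analysed here, and the lists stand in for the pathway names. The Fgf17 call was lost with limma-voom (adjusted p = 0.0573), without a filter (0.281) and without control replicate 5 (0.789), over a range of 5.5e-08 to 0.789. DESeq2 and the likelihood ratio test called Dusp6 (adjusted p = 0.0114 and 0.00073) and Dusp4 (0.0123 and 0.0036). Without cKO replicate 6 or control replicate 4 both Dusp6 (adjusted p = 0.0385 and 0.0167) and Dusp4 (0.0020 and 0.0202) were called, as was Dusp6 without cKO replicate 2 (0.0031), over alternatives from 0.00073 to 0.789 and 0.0020 to 0.789.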

We then investigated the signaling pathways regulating neurogenesis by GSDMD and found that the protein expression levels of p‐p38MAPK, p‐NF‐𝜅B were increased in *Gsdmd^cKO‐Nes^* mice (Figure 7I–L). Lactate was recently found to shuttle to provide energy requirements and regulate functional signaling during cortical development.^[^ ^43^, ^44^ ^]^ Previous studies have shown that Ldha interacts with GTPase‐Rac1, an activator of the p38MAPK pathway, in cancer cells.^[^ ^45^ ^]^ We examined the interaction between Ldha and Rac1 by immunoprecipitation and showed that FLAG‐tagged Ldha pulls down HA‐tagged Rac1 (Figure 7M), indicating that there is an interaction between the 2 and that Ldha regulates the p38MAPK pathway by interacting with Rac1. Apart from this, there was a significant upregulation of phosphorylated NF‐𝜅B (p65) in NPCs of *Gsdmd^cKO‐Nes^* mice thereby Ldha regulates the p38MAPK pathway to activate the transcription of NF‐𝜅B and orchestrates neurogenesis during embryonic development. We further tested whether increased p‐p38MAPK signaling may be responsible for the abnormal neurogenesis, and we cultured NPCs in vitro by adding adezmapimodan, an inhibitor of the p38MAPK pathway to the culture medium, finding that this inhibition rescued the impaired neurogenesis without affecting the expression of Ldha (Figure 7N,O). We confirmed the effects of pyroptosis deficiency in the developing cerebral cortex and distinguished the role of pyroptosis and its executor, GSDMD, in regulating mitochondrial structure, and further explored the altered cellular metabolic mode of NPCs in addition to GSDMD mediating pyroptosis, and we confirmed the activation of the neurogenesis signaling pathway via lactate signaling transmission (Figure S9, Supporting Information).

## 3 Discussion

Regulatory cell death plays a critical role in establishing proper development by causing substantial cell death during the peak developmental period.^[^ ^46^ ^]^ Our study provides compelling evidence that the peak of embryonic brain development coincides with the onset of pyroptosis, and demonstrates the ability of pyroptosis to respond to endogenous immune stress signals. Double‐stranded DNA breaks resulting from high‐intensity replication stress activate the AIM2 receptor, and the N‐terminal oligomerization of GSDMD punches holes in the cellular and mitochondrial membranes, causing cells to swell and rupture.^[^ ^33^ ^]^ We observed an accumulation of DNA damage in the VZ/SVZ area of the cortex in the absence of GSDMD. These findings suggest that GSDMD has a neuroprotective function in NPCs with heavy DNA damage, aiding in maintaining order in the cortical developmental environment. The data in this study provide evidence for novel cellular functions of GSDMD.^[^ ^47^ ^]^ Our observations indicated that in the absence of GSDMD, neural progenitor cell proliferation was promoted, whereas neuronal differentiation was inhibited. Our in vivo GFP tracing experiments further showed that the deletion of GSDMD resulted in reduced dendritic lengths and disorganized neuronal distribution across the cortical layers. This leads to developmental deficits in adult mice, such as anxiety‐like behaviors, social deficits, and other phenomena.

Cortical RNA sequencing at E13.5, revealed a significant decrease in Aifm3 expression in *Gsdmd^cko‐Nes^* mice compared to *Gsdmd^fl/fl^*. Interestingly, Aifm3 is mainly localized in the mitochondrial membrane and induces apoptosis. Zheng et al. reported that Aifm3 can be applied as a prognostic bio‐indicator for breast cancer patients.^[^ ^48^ ^]^ Our research has shown that Aifm3 knockdown results in impaired neurogenesis and oxidative state of the NPCs and indicated that Aifm3 interacts with Ndufa9, a component of complex I, in the electron transport chain of the inner mitochondrial membrane, disrupts the electron transport chain and inhibits the TCA cycle, which in turn inhibits oxidative phosphorylation. Besides this, we found that the absence of GSDMD affects the synergistic effect of pyroptosis and apoptosis by modulating PGC‐1α to alter the expression of the mitochondrial membrane protein Aifm3.

Mitochondria are indispensable for the proliferation and differentiation of stem cells and fate determination,^[^ ^49^ ^]^ which play important roles in cell death, energy metabolism, and signaling pathways,^[^ ^50^ ^]^ we found that the length of mitochondria in the cortex of GSDMD‐deficient mice was significantly increased. We searched the literature for this phenomenon and found that high molecular weight GTPases are central elements of mitochondrial dynamics. Among them, DRP1 is a key molecule in the mitochondrial division, whose defective function affects embryonic neuronal development.^[^ ^51^ ^]^ Our data indicate that this alteration was due to an increase in DRP1‐ser637, resulting in reduced translocation of DRP1 from the cytosol to the plasma membrane, inhibiting activated phosphorylation is thought to result from an intracellular ion imbalance following GSDMD deletion.

Many reports and databases have reported that the levels of metabolites detected in neurons of the brain are altered in patients diagnosed with autism spectrum disorder (ASD). About 5% of children with ASDs have mitochondrial dysfunction. Mitochondrial dysfunction impairs energy‐dependent physiological processes such as neurodevelopment and neuroplasticity, leading to autism.^[^ ^52^, ^53^ ^]^ Approximately one‐third of children with autism have been reported to have metabolic abnormalities and elevated levels of many mitochondrial biomarkers.^[^ ^54^ ^]^ A subgroup of individuals with ASDs have underlying mitochondrial dysfunction and altered fatty acid metabolism, as evidenced by higher levels of lactate, and pyruvate, and the prevalence of mitochondrial disease.^[^ ^55^ ^]^ GSDMD leads to severe morphological damage, disruption of electron transport, induction of reactive oxygen species, and mitochondrial autophagy, among others. In the central nervous system, dysfunctional mitochondria can induce inflammatory responses causing neuronal abnormalities. Leading to reduced efficiency or loss of ETC production in the mitochondrial electron transport chain, disturbed cellular energy metabolism, and triggering a variety of neurological disorders such as autism, depression, or Parkinson's disease. And our study confirms that GSDMD deficiency leads to metabolic disorders during neural stem cell development by affecting the way mitochondria metabolize energy. And is associated with autism‐like behavior in adult mice after birth. Mitochondrial defects resulting from decreased Aifm3 expression induced by GSDMD deletion during development are unclear regarding the metabolic characterization and function of mitochondria as energy factories in neural progenitor cells. We used Metabolic Flux assays to analyze the metabolic states of neural progenitor cells. We also identified the differential expression of Ldha, the enzyme encoding the transformation of pyruvate to lactate. Increasing evidence indicates that lactate is not only a metabolite but also a versatile signaling molecule.^[^ ^43^, ^56^ ^]^ A recent study indicated that Ldha is essential for neurogenesis to regenerate NADH^+^ via NADH to sustain anaerobic glycolysis, and high levels of lactate promote mitochondrial elongation;^[^ ^39^ ^]^ the increase in lactate levels and its secretion herald its potential as a signaling molecule to regulate neurogenesis. Coincidentally, we have found that up to ≈30% of children with autism have elevated plasma lactate.^[^ ^57^ ^]^ The combination of data from children with autism and our findings on metabolism and mitochondrial dysfunction may lead us to the assumption that the identification of biomarkers of these impairments in brain development will facilitate the development of personalized therapies for children with autism.

Our results suggest that pyroptosis does slightly influence changes in mitochondrial ROS levels, as observed using a pore‐forming inhibitor of pyroptosis disulfiram. Therefore, we raised questions about the imbalance in mitochondrial dynamics and aberrant neurogenesis after GSDMD deletion, and whether other signaling pathways are involved in regulating neurogenesis during development. Combined with sequencing analysis, we identified the signaling mechanism by which lactate acts as a signaling molecule to regulate neurogenesis. Recent studies have shown that Ldha interacts with Rac1, a GFP enzyme of the Rho family, to regulate cancer cell proliferation.^[^ ^45a,b^ ^]^ Our data also show that Ldha interacts with Rac1 in neural progenitor cells. Rac1 acts as an upstream activator of p38MAPK,^[^ ^58^ ^]^ regulates neurogenesis of the p38MAPK pathway, and promotes the phosphorylation of NF‐𝜅B.

In summary, our study indicated that pyroptosis during cortical development occurs in response to high levels of replicative stress and contributes to the elimination of damaged neural progenitor cells. Disruption of the pyroptosis pathway causes imbalances in DNA accumulation and mitochondrial dynamics, resulting in autism‐like behaviors. Our study expands the understanding of the molecular functions of GSDMD beyond pyroptosis. The absence of GSDMD is involved in the homeostasis of mitochondrial dynamics and the crosstalk between pyroptosis and apoptosis, which reprogrammed the metabolic profile of neural stem cells during embryonic development. Our results demonstrate that GSDMD is not only a cleaner during cortical development but also a guardian that maintains the balance of cellular metabolism and preserves the normal establishment of the nervous system. The findings may lead us to predict that biomarkers of these impairments in brain development will facilitate the development of personalized therapies for neurological disorders caused by innate immune injury and neurodevelopmental disorders such as autism.

## 4 Experimental Section

### Mice

Gsdmd floxed mice (B6.B6CB‐Gsdmdtm1.2Tshir/Ms) were obtained from the RIKEN BRC. *Nestin*‐Cre mice (B6. Cg‐Tg(Nes‐cre)1Kln/J) were provided by the Jackson Laboratory. To generate *Gsdmd^cKO‐Nes^* mice, *Gsdmd^fl/fl^* mice were crossed with the *Nestin*‐Cre mice line. C57BL/6 mice (8−10 weeks of age) and pregnant mice used for in‐utero electroporation were purchased from Vital River Laboratories (Beijing, China). All mouse feeding and experiments were approved and conducted by the relevant guidelines and regulations of the Experiment Animal Center of the Institute of Zoology, Chinese Academy of Sciences (IOZ20180037).

### Comet Assay

The Comet assay procedure was performed as described previously.^[^ ^13^ ^]^ Briefly, using the Oxiselect Comet Assay Kit (Cell‐Biolabs Inc.). Cells are gently pipetted into single cells, 1x10‐6 cells are mixed with prepared low‐melting agarose and dropped on agarose‐coated slides, treated for gel electrophoresis, dried and stained with fluorescent dyes, and subsequently observed with fluorescence microscopy. Confocal images were captured by Carl ZeissLSM880 and analyzed by CASP Lab software.

### BrdU Labeling

For NPC proliferation analysis, E16 pregnant mice were injected with BrdU (50 mg k^−1^g) 2 h before brain harvesting. For analysis of cell cycle exit, E15 pregnant mice were injected with BrdU (50 mg k^−1^g) 24 h before brain harvesting.

### Plasmid Constructs

Mouse *Aifm3* and *LDHA* were acquired by PCR and cloned into the pCDH‐copGFP vector with 3Flag‐tag. Mouse *Ndufa9* and *Rac1* were amplified and cloned into the pCDH‐copGFP vector with 3HA‐tag. Mouse TOMM20‐GFP was acquired by PCR and cloned into the pCAG‐copGFP vector. The PCR primer for cDNA is as follows:

*Aifm3*‐Forward 5′‐ CAA CCG CAA AGT GAACAT TCC −3′;
*Aifm3*‐Reverse 5′‐ TCC AGA GGT AGG GCA CAG −3′;
*LDHA*‐Forward 5′‐ GCAACCCTCAAGGACCAGCTGAT −3′;
LDHA‐Reverse 5′‐ TTAGAACTGCAGCTCCTTCTGGA −3′;
RAC1‐Forward 5′‐ CAGGCCATCAAGTGTGTGGTGGT −3′;
RAC1‐Reverse 5′‐ TTACAACAGCAGGCATTTTCTCT −3′;
NDUFA9‐Forward 5′‐ GCGGCCGCCGTCCGCTTTCGGGT −3′;
NDUFA9‐Reverse 5′‐ CTAATAGTTGACTGTCTTGGCAG −3′;
TOMM20‐GFP‐Forward 5′‐ GCCCGGGATCCACCGGTGCCACC‐3′;
TOMM20‐GFP‐Reverse 5′CCATGCTGGCGACCGGTTCCAC
ATCTTCAGCCAA −3′;

The sequences of shRNAs for *GSDMD* and *AIFM3* were cloned into pSicoR‐GFP vector. The sequences were as follows:

GSDMD ‐shRNA: GGTGAACATCGGAAAGATTTT
AIFM3 ‐shRNA: CATAAGTTCCAGGTGAAGATT
AIM2 ‐shRNA: CACGTTCTTTGAGGTGTCAAA
PGC‐1α‐shRNA: TCCCAGGATTAGTAAACTGAA
Human GSDMD sgRNA was cloned into the V2 vector.

The sequences were as follows:

hGSDMD‐sgRNA: TAATGAAAACTAGCCCCCGT

### Cell Cultures

Human embryonic kidney 293T cells (HEK293FT) mouse neuroblastoma N2a cells (ATCC CCL‐131) were cultured in high glucose DMEM (Gibco) and supplemented with 10% fetal bovine serum (FBS) (Gibco) and 1% penicillin/streptomycin (Invitrogen). H9 human ES cells were cultured in Essential 8 medium (Thermo). The cells were maintained on Matrigel‐coated six‐well plates (Corning), changed the medium once a day.

### Live Imaging Experiments

For live imaging experiments in *vivo*, the procedure was performed as described previously.^[^ ^59^ ^]^ Pre‐cool the medium DMEM/F12 in advance, Harvested the brains of E13 mice and glued them to a flat specimen base provided in the vibratome, prepared and sectioned 300 µm samples in the vibratome chamber filled with DMEM/F12 added PBS at room temperature. And adjusted lower speed and higher frequency. The freshly cut live slices are quickly transferred to a 15‐mm glass‐bottom culture dish (Nest) with proliferation medium. Quickly transferred the culture dish into the live cell culture confocal microscope. Live imaging experiments were performed using Andor Dragfly 200 scanning confocal microscope equipped and analyzed with ImarisViewerX64 9.5.1.

For live imaging experiments in vitro, to detect the morphology of pyroptotic cells, we treated cells in a 15‐mm glass‐bottom culture dish (Nest) as described. Pyroptotic cells in the static brightfield were captured using an Andor Dragfly 200 microscope and analyzed with ImarisViewerX64 9.5.1.

PI prolonged uptake experiments were captured and analyzed using an IncuCyte S3 2018C.

For the time‐lapse experiments, each field was imaged every 4–8 min at 20× or 40× magnification. All displayed images were selected from at least 3 random fields of view.

### Primary Neural Progenitor Cell Culture

Neural progenitor cells were isolated from the cerebral cortex of E13.5 mouse embryos and digested in papain for 5 min at 37 °C. Papain was then removed and washed 3 times with DMEM. After removing the supernatant, the cells are suspended in a fresh medium and filtered with a 70 mm filter membrane, centrifuged at 1000 rpm for 5 min, and resuspended. For the proliferation, primary NPCs were seeded 6‐well plate or 24‐well culture plate, which was coated with Poly‐d‐Lysine(10 µg mL^−1^) (Sigma) and Lamin (5 µg mL^−1^) (Invitrogen). The NPCs proliferation medium was composed of 50% DMEM/F12 medium (Invitrogen) and 50%Neurobasal medium (Invitrogen), supplied with 0.5% GlutaMAX (Invitrogen), 2% B27 supplement (without VA) (Invitrogen), 1% nonessential amino acids (Invitrogen), 5 ng mL^−1^ basic fibroblast growth factor (bFGF, 10 ng mL^−1^, Invitrogen), 2.5 ng mL^−1^ epidermal growth factor (EGF, 10 ng mL^−1^, Invitrogen), 1% penicillin/streptomycin (Invitrogen). The NPCs differentiation medium was composed of low glucose Dulbecco's Modified Eagle Medium (DMEM) (Gibco) and supplied with 10% fetal bovine serum (FBS) (Gibco), 2% B27 supplement (with VA) (Invitrogen) and 1% penicillin/streptomycin (Invitrogen).

### Generating Human Neural Precursor Cells

The procedure to generate human neural precursor cells(NPCs) from human embryonic stem cells is described previously.^[^ ^60^ ^]^ Briefly, after the density of H9 cells reaches 70%−80% in the culture plate, the culture medium was changed to NPCs differentiation medium consisting of 50% DMEMF/12 medium (Gibco), 50% Neurobasal medium (Gibco), 0.5% Gluta MAX (Invitrogen), 2% B27 supplement whit out VA (Invitrogen), 1% N2 supplement (Thermo Fisher), 10 ng mL^−1^ human LIF (Millipore), 4 × 10^−6^ m CHIR99021 (Stemgent), 3 × 10^−6^ m SB431542 (Tocris), 2 × 10^−6^ m dorsomorphin (Selleck), 0.1 × 10^−6^ m compound E (EMD Chemicals). After 5 days, single cells were dissociated with Accutase (Thermo Fisher) and seeded onto Metrigel‐coated plates. The cells were then cultured in human NPCs proliferation medium containing 50% Neurobasal medium (Gibco), 50% DMEMF/12 medium (Gibco), 0.5% GlutaMAX (Invitrogen), 2% B27 supplement without VA (Invitrogen), 1% N2 supplement (Invitrogen), 10 ng mL^−1^ hLIF (Millipore), 3 × 10^−6^ m CHIR99021, and 2 × 10^−6^ m SB431542. The medium would be changed every 2 days.

### Lentivirus Production and Infection

GenEscort II(Wisegen) was used to transfect lentiviral plasmids (Addgene) and lentiviral DNA plasmids (pSicoR, PCDH) into HEK293T cells. The culture medium was changed 8 h after transfection, and then at 24, 48, and 72 h, the culture medium supernatants were collected with lentivirus. For lentiviral infection, the virus was mixed with the medium in the presence of 4 mg mL^−1^ Polybrene and centrifuged at 3000 rpm for 5 min and added to the 6‐well plate or 24‐well plate to infect cells, and culture medium was exchanged 8 h later.

### Chromatin Immunoprecipitation

The transfected cells were maintained in 1% (1 × 10^−1^ m NaCl, 0.5 × 10^−3^ m EGTA, pH 7.5, 10 × 10^−4^ mm EDTA, 5 × 10^−2^ m HEPES‐KOH) fresh paraformaldehyde solution, crosslink by 10 min at room temperature. The reaction was then stopped by adding 2.5 m glycine and the cells were washed with cooled PBS 3 times. The cells were harvested in Lysis Buffer 1 (5 × 10^−2^ m HEPES‐KOH (pH 7.5), 14 × 10^−2^ m NaCl, 0.5% NP‐40, 10% glycerol, 1 × 10^−3^ m EDTA, 1× PMSF, 0.25% and Triton X‐100) for 15 min, and the lysate was separated at 5000 rpm, 4 °C for 10 min and pelleted in Lysis Buffer 2 (2 × 10^−1^ m NaCl, 1 × PMSF, 5 × 10^−4^ m EGTA, 1 × 10^−3^ m EDTA,1 × 10^−2^ m Tris‐HCl (pH 8.0)). At room temperature, the cells were vortexed gently for 10 min. Samples were sonicated with sonicated (Scientz‐IID) in Lysis Buffer 3 (5 × 10^−2^ m Tris‐HCl (pH 8), 1× PMSF, 1 × 10^−2^ m EDTA, 1% SDS). Samples were then incubated overnight at 4 °C with 50ul Protein A beads or anti‐HA beads. Beads were washed with low salt solution 3 times the next day (1% Triton X‐100, 20 × 10^−4^ m EDTA, 0.1% SDS, 1.5 × 10^−1^ m NaCl, Tris‐HCl (pH 8)), 3 times with high salt solution (1% Triton X‐100, 20 × 10^−2^ m EDTA, 5 × 10^−1^ m NaCl, 0.1% SDS, Tris‐HCl (pH 8)), and incubated at 65 °C overnight. TIANamp Genomic DNA Kit was used to extract the genome. and the DNA was quantified by RT‐PCR. The sequences of the primers used for the RT‐PCR are listed in Supplementary Table S2 (Supporting Information).

### Western Blotting and Co‐Immunoprecipitation

For western blotting, brain tissues/cells were lysed in RIPA lysis buffer (Solarbio) containing 1% PMSF, and 1% protease inhibitor cocktail. After centrifugation at 4 °C for 15 min, 12 000 rpm, the supernatant was collected and the concentration was determined by BCA. The sample was separated by 12% or 15% SDS‐PAGE gel and was transferred to the nitrocellulose (NC) membrane. The membrane was incubated with primary antibody overnight at 4 °C after blocking with 5% milk or 5% BSA for 1 h at room temperature. On the secondary day, after washing with PBST (0.05% Tween‐20 in 1 m PBS) 3 times, the secondary antibody is incubated for 1 h at room temperature. Visualization and analysis of the bands are performed by the Image Studio Ver 5.2 software.

For co‐immunoprecipitation, protein samples were lysed in co‐IP lysis buffer (Beyotime Biotechnology). The buffer contains 1% PMSF and 1% protease inhibitor cocktail. After centrifugation, the supernatant was incubated with 25 mL anti‐Flag or HA‐tag magnetic beads (MBL) at 4° overnight. The following day, they were washed 3 times with pre‐cold 0.02% PBST (Tween 20) and boiled for 5 min with loading buffer. Western blot was used to analyze the protein.

### Immunocytochemistry

Mouse brains were removed and fixed with 4% paraformaldehyde for 24 h, and dehydrated in 30% sucrose for 24 h. Brains were then embedded in Tissue‐Tek OCT and sectioned into 15 µm brain cryosections using a freezing microtome (Leica, CM1950, Germany). Brain sections or cells cultured in a 24‐well culture plate were fixated with 4% paraformaldehyde for 30 min, followed by three 10 min washes with PBS that included 1% Triton X‐100 (1%PBST). Then block with 5% BSA (in 1% PBST) for 1 h at room temperature. Cultured cells were washed 3 times for 10 min each with PBS that included 0.1% Triton X‐100 (0.1% PBST). Followed by blocking with 5% BSA (in 0.1% PBST) for 1 h at room temperature. All samples were incubated with the primary antibodies at 4 °C for one night. The next day, brain slices or culture cells were incubated with the secondary antibody for 1 h, then washed 3 times for 10 min with 1% PBST or 0.1% PBST. After this, the samples were incubated 40,6‐diamidino‐2‐phenylindole (DAPI 2 mg mL^−1^; Sigma) in PBS for 5 min at room temperature. Caspase‐1 activation was measured using the FAM‐FLICA Caspase‐1 Assay Kit (ImmunoChemistry Technologies). The assay was performed following the manufacturer's instructions. Related images are obtained using IncuCyte S3 2018C. Confocal images were obtained using Carl ZeissLSM880 or Leica Stellaris confocal microscope and analyzed using ZEN, LAS X Office, and ImageJ software.

### Evaluation of Mitochondrial Membrane Potential

Mitochondrial membrane potential (MMP) was analyzed by staining with JC‐1(Beyotime). Based on the manufacturer's instructions, added JC‐1 staining working solution and incubated for 20 min at 37 °C incubator. Then discard the supernatants and wash them 2 times with JC‐1 staining buffer (1X). Replaced with 2 mL cell medium and captured picture under confocal microscope. ImageJ software was used to analyze the images.

### DHE Detection of ROS Levels

Added ROS Fluorescent Probe‐DHE (10 µM mL^−1^) (Vigorous) into the neural stem cells proliferation medium, incubated at 37 °C for 30 min, Images were acquired with Carl ZeissLSM880 and analyzed using ZEN and ImageJ software.

### Pyroptosis Assay

Cell pyroptosis measurements were as previously described.^[^ ^61^ ^]^ Briefly, cells were seeded in 24‐well pre‐coated plated and cultured overnight. The cells were stained with a fluorescence staining solution containing Hoechst 33 342 (5 µg mL^−1^) and PI (2 µg mL^−1^). Images were acquired with Carl ZeissLSM880 and analyzed using ZEN and ImageJ software.

### In Utero Electroporation

The detailed IUE protocols have already been performed.^[^ ^62^ ^]^ The pregnant female mice were anesthetized by pentobarbital sodium (70 µg g^−1^) and the fetus was taken out, the control and target plasmids DNA mixed with 0.2% Fast Green (Sigma) were injected into the lateral ventricle of the fetal mice using a glass micropipette. The fetal brain was electroporated using an electroporator (BTX ECM830) with 5 mm diameter electrodes with five 50 ms pulses at 40 V with a 950 ms interval. After electroporation, sacrificed brain at different points in time.

### Lactate Assay

The level of lactate was measured using an L‐LA assay kit (Solarbio) according to the instructions of the manufacturer. In brief, the primary neural progenitor cells were seeded into 6‐well pre‐coated plates (Costar) at a population density of 5 × 10^6^ cells and cultured overnight. On the second day after the extraction solution was added, the cells were broken by the ice bath ultrasonic wave and centrifuged, and the supernatant was collected for assaying lactate levels.

### Lactate Dehydrogenase (LDH) Assay

Cell death is measured with different treatments by quantifying LDH released by cells in the supernatant using the CytoTox 96 Non‐Radioactive Cytotoxicity Assay kit (Promega) following the manufacturer's instructions.

### Metabolic Assays

The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of primary neural progenitor cells were measured using a Seahorse XFe 96 Extracellular Flux Analyzer (Seahorse Bioscience) in accordance with the manufacturer's protocol. In brief, the cells were seeded into XF96‐well plates (1 × 10^4^ cells per well) (Agilent Technologies) and cultured overnight. The cells to be treated were added to VX765 (25 µM) or disulfiram (0.5 µM) 2 h before the assay. Cultured cells were washed twice and incubated in XF Assay Medium before assaying. OCR was measured by sequentially injecting 1 µM oligomycin, 0.25 µM FCCP, and 0.5 µM rotenone/antimycin A into the wells of the culture microplate at the time points indicated for OCR analysis using the Mito Stress Test Kit (Seahorse Bioscience). ECAR was measured using the XF Glycolytic Stress Test Kit (Seahorse Bioscience) by sequential injection of 10 mM glucose, 1 µM oligomycin and 100 mM 2‐DG into the wells of the culture microplate at the time points indicated for ECAR analysis. Seahorse XF 96 Wave software was used to analyze the data.

### Mitochondrial Complex I Activity Assay

The ratio of mitochondrial complex I activity was measured using a Mitochondrial Complex I Activity Assay kit (Bioss) according to the instructions of the manufacturer.

### Electron Microscopy Analysis

Electron microscopy procedures were performed as described previously.^[^ ^63^ ^]^ Briefly, mice were anesthetized and perfused with cacodylate buffer followed by 2% glutaraldehyde/2% paraformaldehyde. Mice brain blocks were cut into several 1 mm^3^ sample pieces using a double‐sided blade. The tissue blocks were postfixed for 12–24 h at 4 °C in the fixative mixture. Tissues were then first immersed in 1% OsO4 and 1.5% potassium ferricyanide aqueous solution at 4 °C for 2 h. Samples were infiltrated in graded mixture (8:1, 5:1, 3:1, 1:1, 1:3,1:5,1:8) of acetone and SPI‐PON812 resin (19.6 mL SPI‐PON812, 6.6 mL DDSA and 13.8 mL NMA), then changed pure resin. Finally, tissues were embedded in pure resin with 1.5% BDMA and polymerized for 12 h at 45 °C, 48 h at 60 °C. The ultrathin sections (70 nm thick) were sectioned with a microtome (Leica EM UC6), double‐stained by uranyl acetate and lead citrate, and examined by a transmission electron microscope (FEI Tecnai Spirit120kV) with the EMSIS CCD camera (VELETA). After obtaining, the ultrathin sections were stained by uranyl acetate and lead citrate, and examined by a transmission electron microscope.

### Quantitative Real‐Time PCR Analysis

Total RNA from mouse cerebral cortex or cells was extracted with TRIzol (Invitrogen) following the manufacturer's directions, and cDNA was obtained by the FastQuant RT Kit (TIANGEN). Real‐time PCR assays were performed using the SuperReal PreMix Plus (SYBR Green I) Kit (TIANGEN) on the ABI 7500 real‐time PCR system (Applied Biosystems). The sequences of the primers used for the real‐time PCR are listed in Supplementary Table S1 (Supporting Information).

### Animal Behavioral Experiments

All mouse feeding and experiments were approved and conducted by the relevant guidelines and regulations of the Experiment Animal Center of the Institute of Zoology, Chinese Academy of Sciences. The rearing environment was a 12‐h day/night cycle, SPF grade, and the mice for behavioral studies were separated from the experimental mice in cages of 3 mice each after genotype identification. Mice aged 8–12 weeks were selected for behavioral experiments based on birth time.

### Ultrasonic Vocalizations (USVs)

The USVs test was conducted as described above,^[^ ^64^ ^]^ the pups of *Gsdmd^fl/fl^* or *Gsdmd^cKO‐Nes^* were separated from their mother at the P6 stage, and USV emissions were recorded using Avisoft SASLab Pro (Version 5.2, Germany) and writing the number on the pup's abdomen and placing it in the isolation container for 5 min. The microphone was placed on top of the anechoic chamber and the pups were placed into the isolation container of the anechoic chamber while recording, and the isolation container was wiped with alcohol and air‐dried after each recording. The recording frequency is 15–180 kHz with a flat frequency response (±6 dB) between 25 and 140 kHz. The fast Fourier transform was applied as (512 FFT length, Hamming window, 100% frame, and 75% overlap of the time window). The spectrograms were 488 Hz and 0.512 ms in frequency and time resolution, respectively. Call detection was recorded with a hold time of 10 ms, a high‐pass filter of 30 kHz, an amplitude threshold of 40 dB, and a noise reduction filter of 40 dB. Our experiments were conducted from 9:00–16:00. Avisoft SASLab Pro software (version 5.2, Germany) was used to calculate call duration and call numbers.

### Open Field Test

Mice (8–12 weeks old) were individually placed in square boxes (40 × 40 × 40), and the behavioral activities of mice in the observation area were recorded for 5 min using the Etho vision XT14 behavioral analysis software, and statistical analysis was performed for the total distance and time spent in the central area of the box.

### Elevated‐Plus Maze

The Elevated‐Plus Maze consists of 2 opposing open arms (40 × 9.5 cm) and closed arms (40 × 9.5 cm) that intersect to form a square in the center. The maze is 40 centimeters from the floor. Mice were positioned in the center to explore for 5 min. The respective distances and times in the open and closed arms were recorded and analyzed using Etho Vision XT14 software.

### Y‐Maze

Spontaneous alternation of testing and training was performed as previously characterized.^[^ ^65^ ^]^ In short, the new arm was closed during the practice phase, and the mice were permitted to explore the starting arm and the old arm for only 10 min. After 1 h, trained mice were placed in the starting arm of the maze and the new arm was opened for exploration for 5 min.

### Three‐chamber Social Interaction Test

The social interaction experimental setup is a rectangular box that includes 3 separate chambers, each 25 × 325 cm, with adjacent chambers separated by a baffle with a door. The first phase was habituation, in which mice were positioned in the middle chamber and permitted to explore the 3 chambers for 10 min. The second stage was to place Stranger1 mice in a steel wire cage in one chamber, place an empty steel wire cage in the other chamber, and place the subject mice in the middle chamber for open exploration for 10 min. The third stage was to place Stranger2 mice in an empty steel wire cage in the other chamber, and the test mice were permitted to explore openly for 10 min. The trajectories of the test mice at each stage the time in each chamber, total active contact time around the steel wire cage were recorded and analyzed using Etho vision XT14 software.

### Rotarod Test

The experimental methodology was slightly modified as previously described.^[^ ^66^ ^]^ The experiment was conducted using a rotarod apparatus (Ugo Basile), the test began with training, which rapidly placed mice on a rod that gradually increased its speed from 4 to 40 rpm over 5 min, and the rotarod apparatus recorded the latency to fall, which was tested twice at 4‐h intervals within 1 day for a total of 3 days for each mouse.

### Grip Strength Test

Mouse grip strength measurements were made using the grip strength meter (BioSEB GS3) to gauge forelimb grip strength. The mice were grasped at the root of the tail in such a way that the front paws grabbed the grid attached to the force sensor and pulled smoothly backward until the grip force was released. Each experiment was repeated for 3 consecutive times and the test lasted for 3 days. The average value of 9 experiments was recorded.

### RNA‐Sequencing and Data Analysis

The mice embryo 13.5 days RNA from *Gsdmd^fl/fl^* and *Gsdmd^cko‐Nes^* cerebral cortex was extracted. The Agilent 2100 Bioanalyzer was used to control and quantify the quality of the RNA. Beijing Annoroad Corporation performed the RNA sequencing analysis using the Illumina HiSeq 2500 platform. All sequence data in this paper have been deposited in NCBI's GEO with accession number GSE 247 326.

### Statistical Analysis

All results were shown as mean ± SEM. All statistical analyses were performed using GraphPad Prism software 9.5. Statistical comparisons were analyzed using an unpaired two‐tailed Student's *t*‐test for 2 groups. For multiple comparisons, data were analyzed by 1‐way or 2‐way ANOVA. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, n.s., not significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

H.M. and J.J. conceived the research. H.M. performed the experiments drafted the manuscript and analyzed the data. W.Z. did some plasmid construction. H.J. did some behavioral tests. J.Z., F.J., and W.W. provided some suggestions on experiments designed. C.Y. performed the mouse genotype identification experiment. J.J. supervised the project and acquired the funding support.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Gasdermin D Mediated Mitochondrial Metabolism Orchestrate Neurogenesis Through LDHA During Embryonic Development
**Source:** Adv Sci (Weinh). 2024 Jul 21;11(35):2402285. doi: 10.1002/advs.202402285
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting Information for**

**Gasdermin D mediated mitochondrial metabolism orchestrate neurogenesis through LDHA during embryonic development**

Hongyan Ma,^1,2,3^ Huiyang Jia,^1,2,3^ Wenzheng Zou,^1,2,3^ FenJi,^1,2,3^ Wenwen Wang,^1,2,3^ Jinyue Zhao,^1,2,3^Chenqi Yuan, ^1,2,3^Jianwei Jiao^1,2,3,4,*^

**This PDF file includes:**

Supporting Information Figure legends

Supporting Information Figures S1 to S9

Supplementary Table S1-S3

**
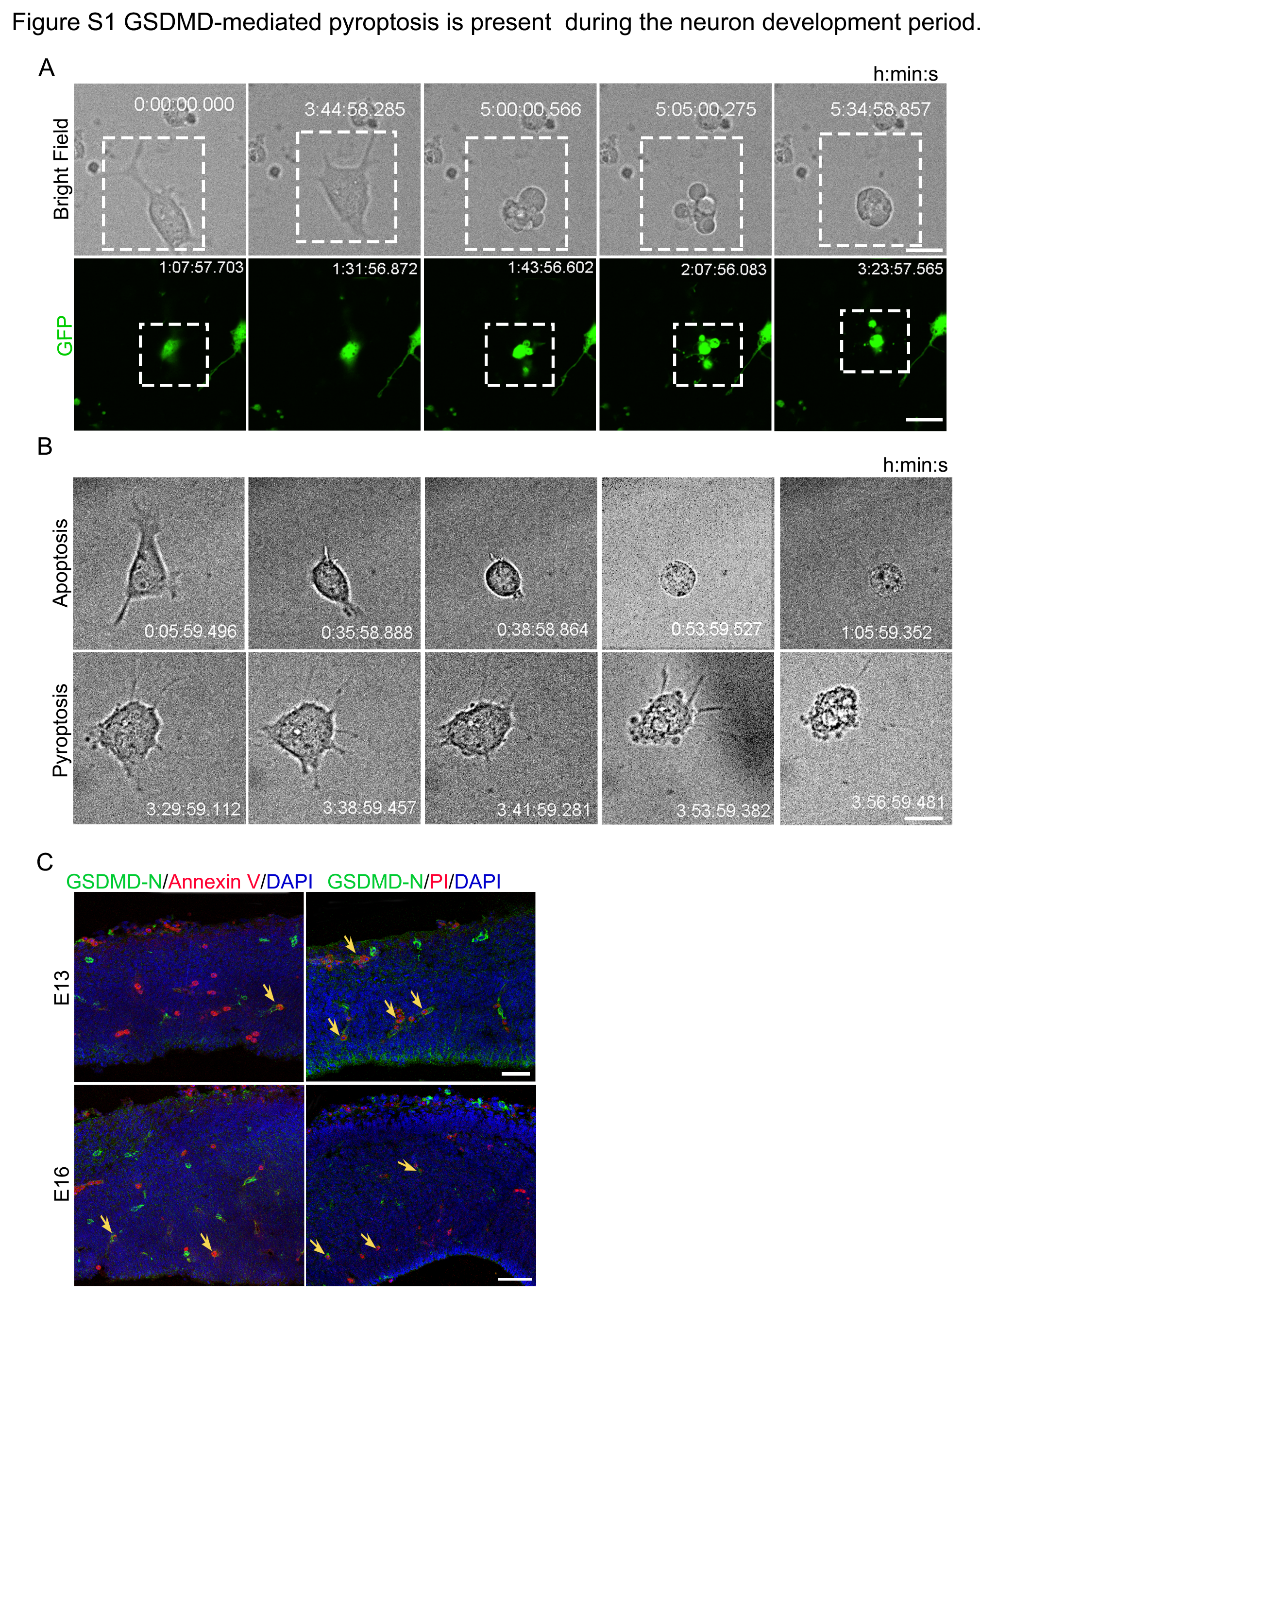
**

**Figure S1. Growth factors and LPS induce pyroptosis in mice and human neural progenitor cells.**

(**A**) Microscopy images of neural progenitor cells during pyroptosis. Shown are representative time-lapse cell images. Bright field direct observation of individual neuronal cells and GFP were observed by IUE the GFP plasmid to E13 fetal mice, isolating the GFP-positive cells 24 hours later. Scale bar,20μm.

(**B**) Microscopy images of human NPCs during apoptosis and pyroptosis. Shown are representative brightfield time-lapse cell images. Scale bar,20μm.

(**C**) Images of brain sections of the developing cerebral cortex ( E13 and E15 labeled forAnnexin and GSDMD-N.Propidium iodide (PI) was injected into the ventricles for 1 hours and the harvested brain sections were immunostained with GSDMD-N. Scale bar,E13=20μm, E13=50μm.

**
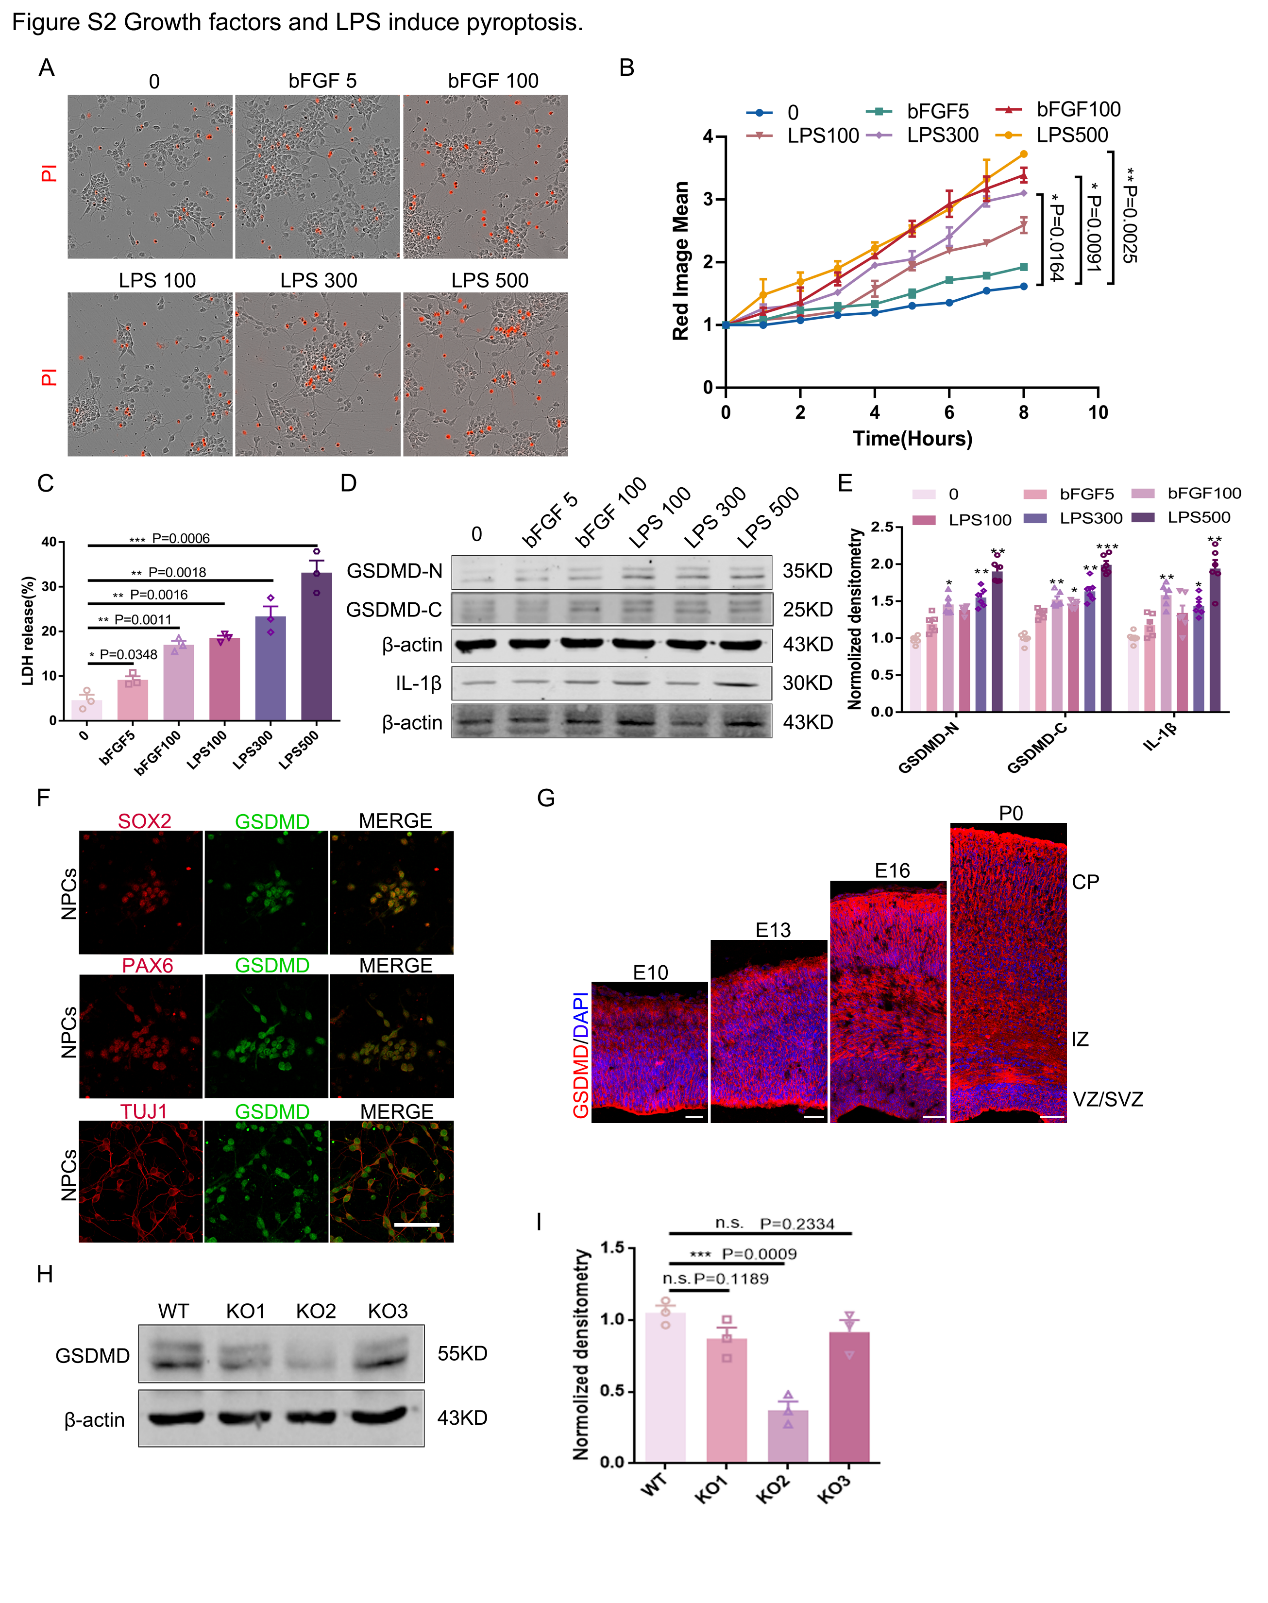
**

**Figure S2. GSDMD expression in the cerebral cortex.**

(**A**) Microscopy images showing PI uptake images of NPCs after treatment with bFGF(5, 50 ng mL^−1^) and LPS(1 ug/mL) of various concentrations for 16 h or 6h in proliferation medium, respectively. Scale bar,20μm.

(**B**) Quantification of the number of PI^+^ cells relative to time.

(**C**) Lactate dehydrogenase (LDH) release was measured in supernatant derived from primary neural progenitor cells treated as described. n = 3 independent experiments.

(**D**) Western blot analysis of GSDMD-N, GSDMD-C, and IL-1β, in NPCs after treatment with bFGF and LPS of various concentrations in proliferation medium.

(**E**)Quantification of the GSDMD-N, GSDMD-C and IL-1β protein levels. n= 6 independent experiments.

(**F**) GSDMD is co-labeled with Sox2 or Pax6 or Tuj1 in neural progenitor cells and neurons cultured in vitro. GSDMD is co-labeled with Sox2 or Pax6 or Tuj1 in neural progenitor cells and neurons cultured in vitro.

(**G**) Images of brain sections of the developing cerebral cortex ((E10, E13, E16, P0) labeled for GSDMD and DAPI. SVZ, subventricular zone; VZ, ventricular zone; IZ, intermediate zone; CP, cortical plate. Scale bar: E10, 20μm E13, 40μm, E16, 50μm, P0, 100μm.

(**H**)Western blot analysis western analyzed the knockdown efficiency of GSDMD knockdown human ES cell.

(**I**)The bar graph shows the normalized densitometry of GSDMD. n = 3 independent experiments.

Error bars represent means ± SEMs; 2-tailed unpaired t-test; one-way ANOVA with Dunnett’s multiple-comparison correction. *p < 0.05, **p < 0.01, ***p < 0.001; n.s., not significant.

**
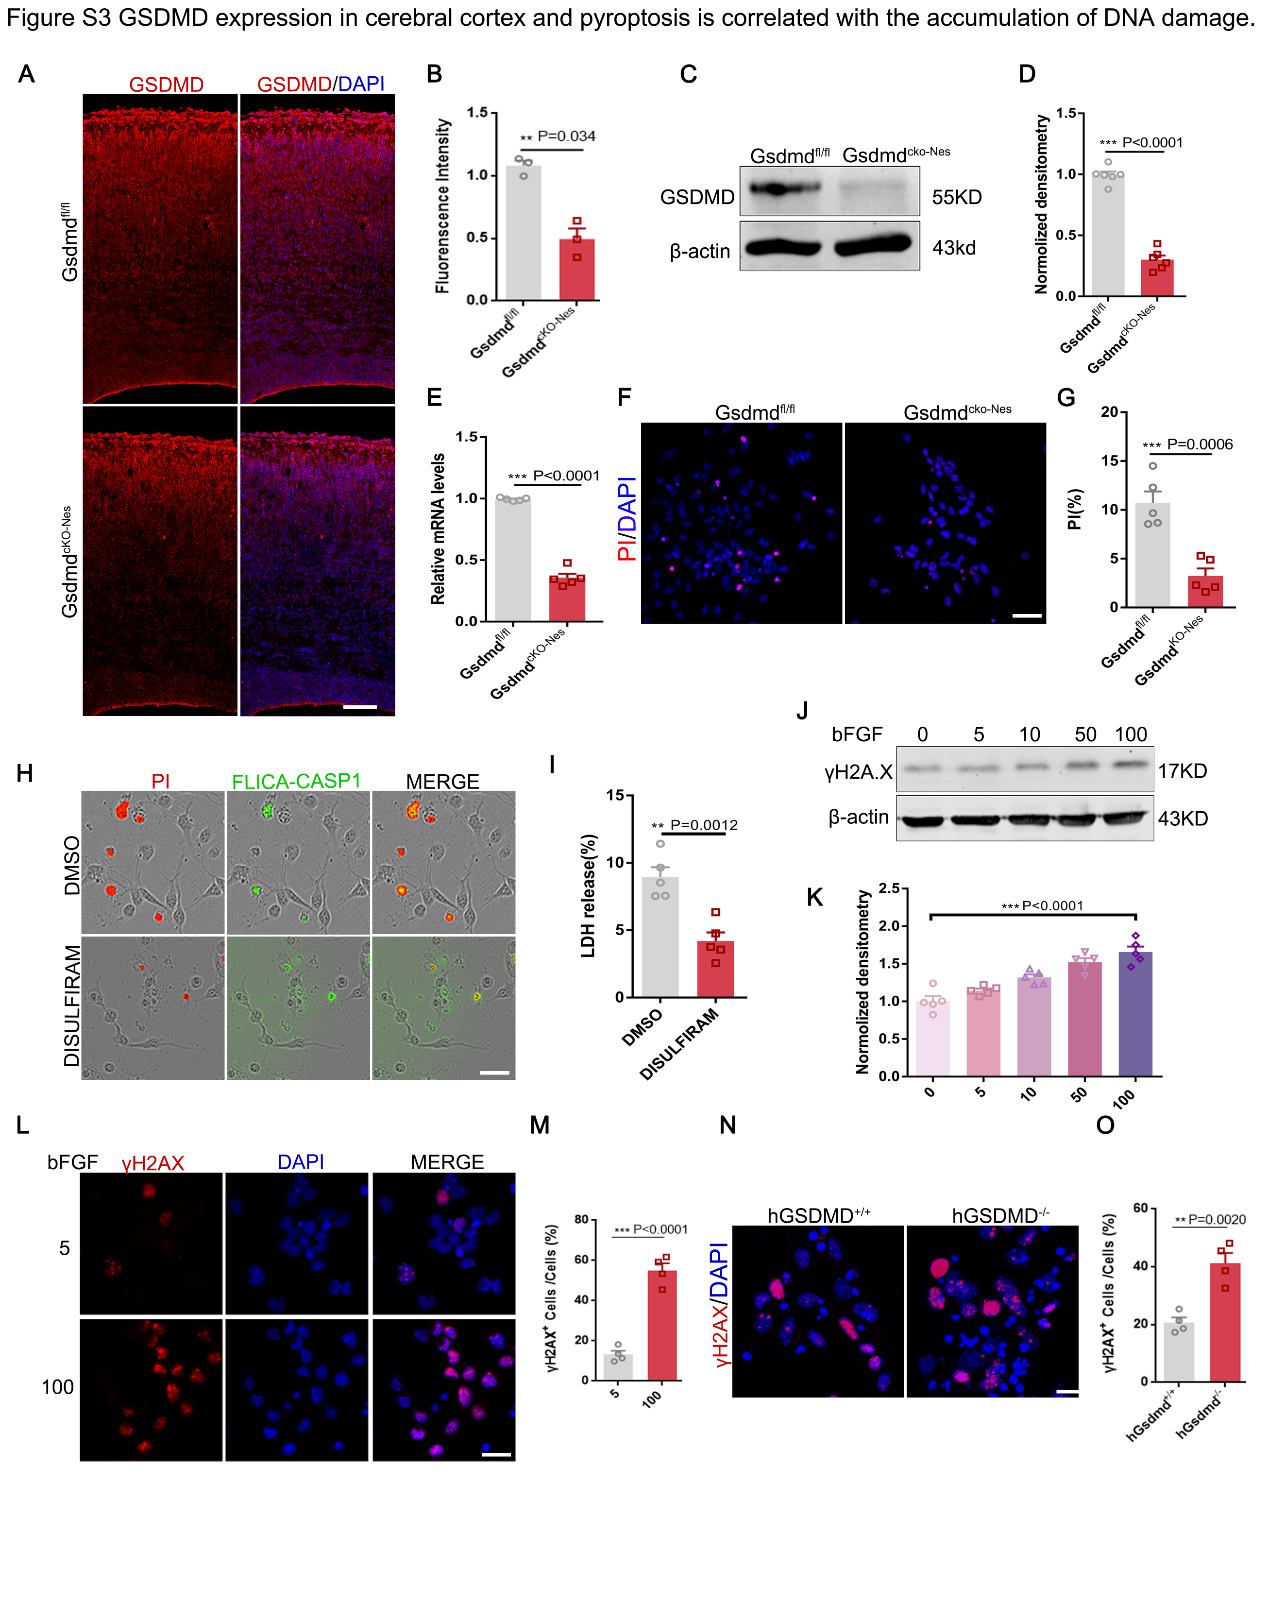
**

(**A**) Immunostaining shows that the expression of GSDMD is reduced in E13 GSDMD cKO brains.

(**B**) Quantification of the GSDMD fluorescence intensity in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice. n = 3 independent experiments.

(**C**)Western blot analysis showed that the GSDMD expression was reduced in the NPCs of *Gsdmd*^cKO-Nes^ mice.

(**D**)The bar graph shows the normalized densitometry of GSDMD. n = 6 independent experiments.

(**E**) RT-PCR was performed to detect the mRNA levels of GSDMD at E13 cortex. n = 6 independent experiments.

(**F**) Representative micrographs of PI and DAPI staining of NPCs isolated from *Gsdmd^fl/fl^* and *Gsdmd^cko/Nes^* mice. Scale bar,100 μm.

(**G**) Quantification of the percentage of PI^+^ cells is shown in the histogram. n =5 independent experiments.

(**H**) NPCs were isolated from *Gsdmd^fl/fl^*mice and treated with DMSO or Disulfiram for 12 h, and cells were stained with FLICA-CASP1 for 1 h and Propidium iodide. The images were visualized using microscopy. Scale bar, 50μm.

(**I**) LDH release was measured of supernatants *Gsdmd^fl/fl^* mice and treated with DMSO or Disulfiram for 12 h. n =5 independent experiments.

(**J**)Western blot analysis of 𝛾H2AX in NPCs after treatment with bFGF (5, 50 ng mL^−1^) of various concentrations for 16 h in proliferation medium.

(**K**)The bar graph showed 𝛾H2AX normalized densitometry. n = 5 independent experiments.

(**L**)NPCs were isolated at E13 and then treated with bFGF (5, 50 ng mL^−1^) for 16 h in proliferation medium. Then cells were fixed and stained with anti-𝛾H2AX antibodies. Scale bar, 20 µm.

(**M**)The bar graph shows the fluorescence intensity of 𝛾H2AX (n = 6 field of view of three individual experiments).

(**N**)Confocal immunofluorescence image of 𝛾H2AX in *GSDMD^+/+^* and *GSDMD^+/+^*human NPCs. Scale bar,20μm.

(**O**)Quantification of the proportion of 𝛾H2AX^+^ and GFP^+^ among GFP^+^ cells in human NPCs with control and h*GSDMD*-shRNA lentivirus-infected. n = 5 independent experiments.

**
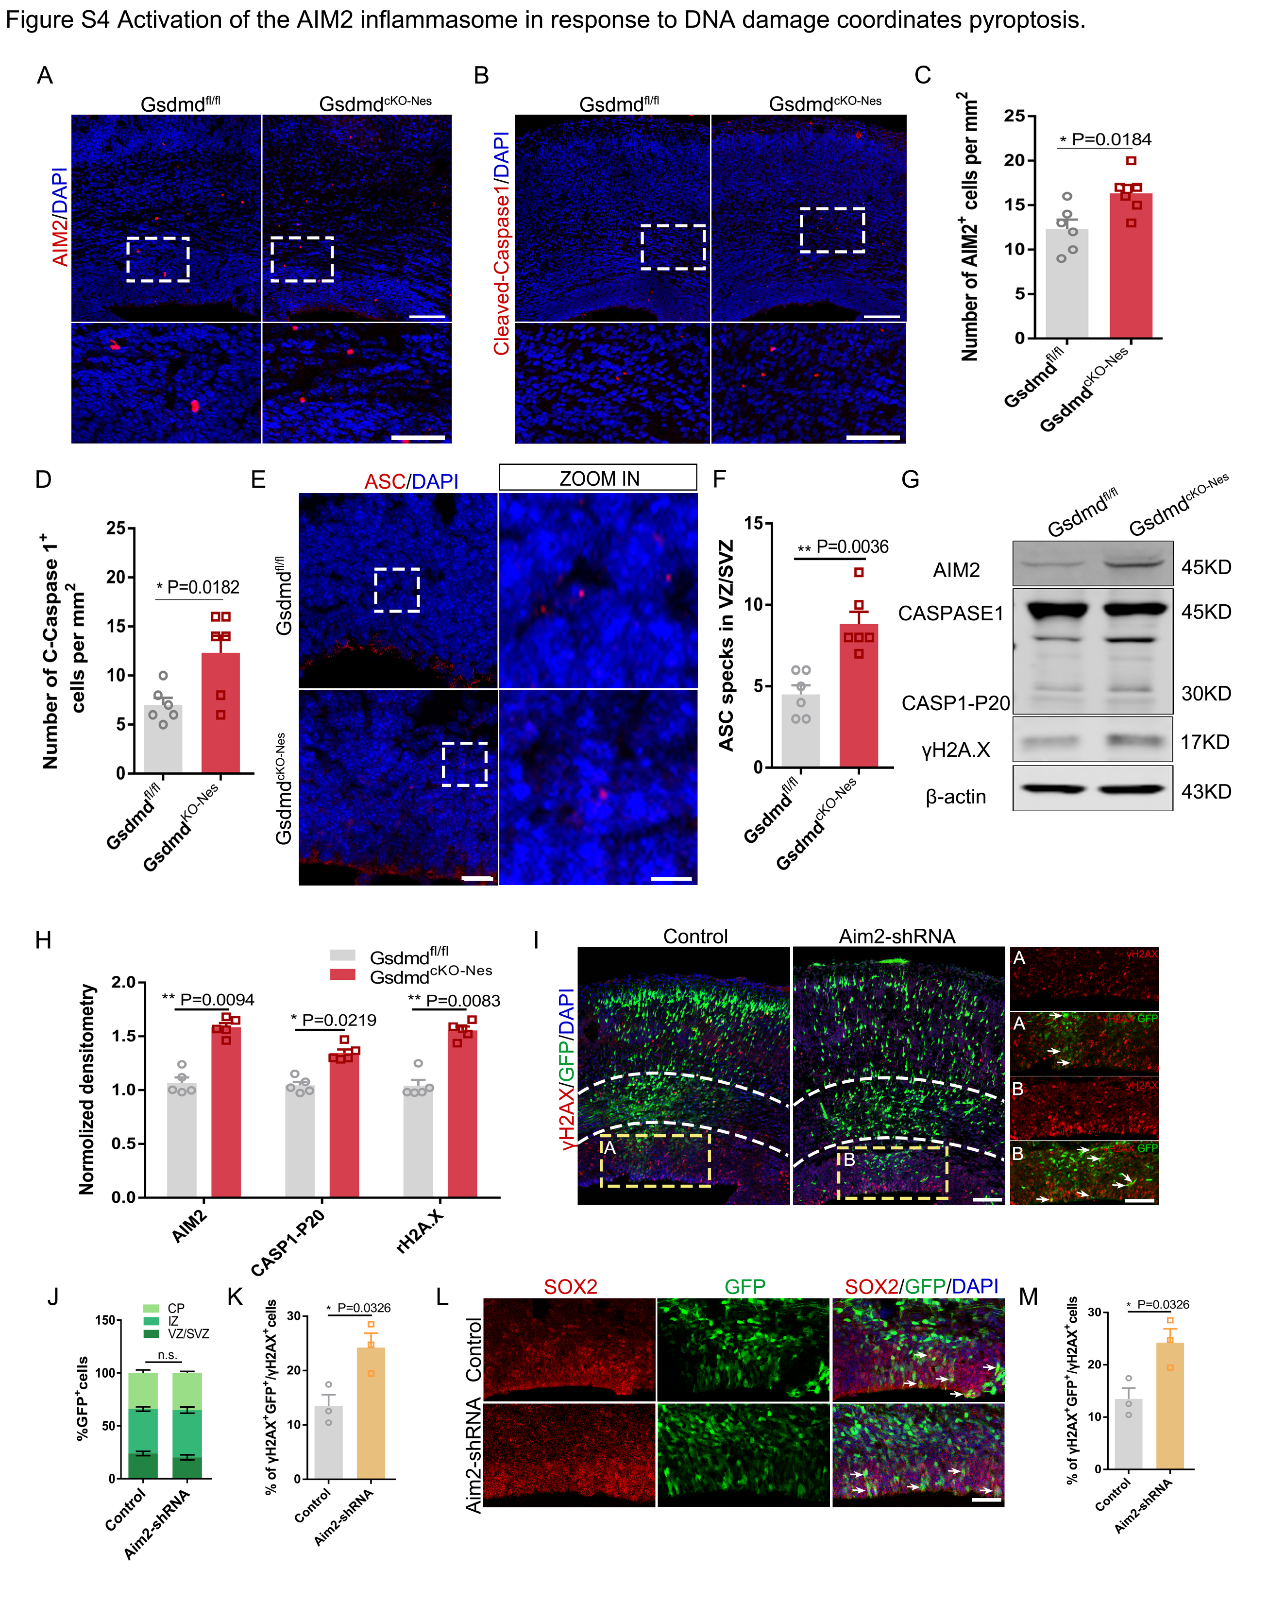
**

**Figure S4. Activation of the AIM2 inflammasome in response to DNA damage coordinates pyroptosis.**

(**A**)Representative confocal images of AIM2 staining at E16 cerebral cortex. Scale bar,100μm. The next is higher magnification images. Scale bar,50μm.

(**B**)Representative confocal images of Cleaved-Caspase-1 at E16 cerebral cortex. Scale bar,100μm. The next is higher magnification images. Scale bar,50μm.

(**C**)Quantification showing the increased number of AIM2^+^cells in *Gsdmd^cKO-Nes^* mice. n = 6 independent experiments.

(**D**)Quantification showing the increased number of Cleaved-Caspase1^+^cells in *Gsdmd^cKO-Nes^* mice. n = 6independent experiments.

(**E**) Representative confocal images of ASC specks at E16 cerebral cortex. Scale bar,50μm. The right is higher magnification images. Scale bar,100μm.

(**F**)Quantification showing the increased number of ASC specks in *Gsdmd^cKO-Nes^* mice.

(**G**)Western blot analysis of AIM2, Caspase-1, Caspase-1-p20, 𝛾H2AX protein levels in E16 *Gsdmd ^fl/fl^*mice and *Gsdmd ^cKO-Nes^* mice brain.

(**H**)The bar graph shows the normalized densitometry of AIM2, Caspase1, Caspase1-p20, 𝛾H2AX. n = 5 independent experiments.

(**I**) The control and Aim2-shRNA plasmid was electroporated into the E13 mouse brains, and the mice were sacrificed at E16. γH2AX staining at E16 cerebral cortex, White arrows indicate cells co-labeled with γH2AX and green fluorescence. Scale bar,20μm.

(**J**) Graphs of the percentage of GFP-positive cells in the VZ/SVZ, IZ, and CP. n=3 independent experiments.

(**K**) Percentage of γH2AX ^+^GFP^+^ cells in control or Aim2-shRNA-electroporated brains. n = 3 independent experiments.

(**L**)Representative images of E16 cortices electroporated with Control, Aim2-shRNA, and immunostained for SOX2. Scale bar,50 μm. White arrows indicate cells co-labeled with SOX2 and GFP-positive cells. Scale bar,20μm.

(**M**) Percentage of SOX2^+^GFP^+^ cells in control or Aim2-shRNA-electroporated brains. n = 3 independent experiments.

Error bars represent means ± SEMs; 2-tailed unpaired t-test; one-way ANOVA with Dunnett’s multiple-comparison correction. *p < 0.05, **p < 0.01, ***p < 0.001; n.s., not significant.

**
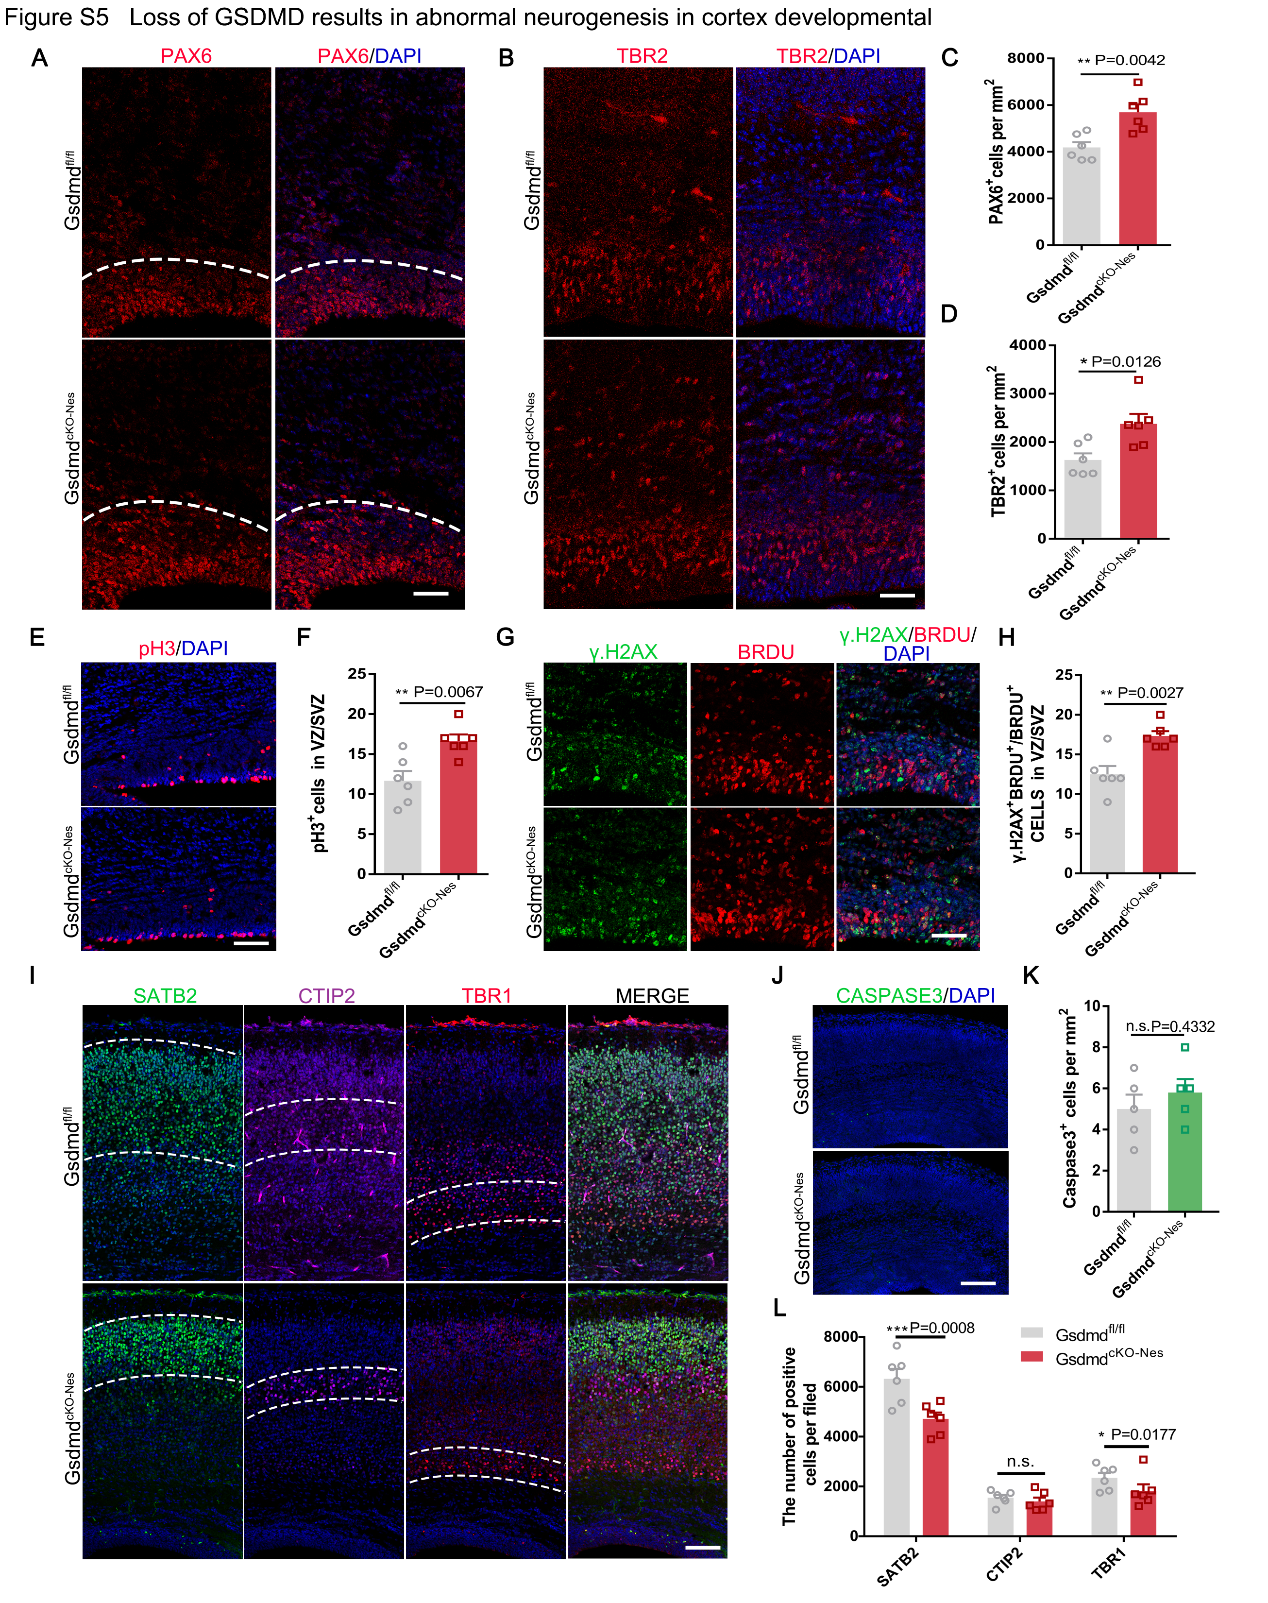
**

**Figure S5. Loss of GSDMD results in abnormal neurogenesis in early developmental window.**

(**A**)Brain sections of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice at E16 were immunostained with PAX6 and DAPI. Scale bar,100μm.

(**B**)Brain sections of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice at E16 were immunostained with TBR2 and DAPI. Scale bar,100μm.

(**C**)Quantitative analyses of the PAX6^+^ cells at E16 cerebral cortex. n = 6 independent experiments.

(**D**)Quantitative analyses of the TBR2^+^ cells at E16 cerebral cortex. n = 6 independent experiments.

(**E**)Immunostaining for the mitotic marker pH3 in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice cortices at E16. Scale bars, 20 μm.

(**F**)Quantification of pH3^+^ mitotic cells in the ventricular zone and subventricular zone (VZ/SVZ). n = 6 independent experiments.

(**G**)Representative images of E16 coronal brain sections were immunostained for 𝛾H2A.X and BrdU. BrdU was injected intraperitoneally into pregnant mice at E16 for 2 hours of pulse labeling. Scale bars, 50μm.

(**H**)Percentage of 𝛾H2A.X^+^BrdU^+^ cells among all BrdU^+^ cells in VZ/SVZ. n = 6 independent experiments.

(**I**)Representative images of SATB2, CTIP2, and TBR1 staining at P0 cerebral cortex. Scale bars, 200 μm.

(**J**)E16 neocortex sections of *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice were immunostained with Caspase-3 and DAPI. Scale bar, 100 μm.

(**K**)The graph shows the numbers of Caspase3^+^ cells per field. n = 5 independent experiments.

(**L**)The bar graph shows the number of SATB2^+^, CTIP2^+^and TBR1^+^ cells per 200000 µm^2^. n = 6 independent experiments.

Error bars represent means ± SEMs; 2-tailed unpaired t-test; one-way ANOVA with Dunnett’s multiple-comparison correction. *p < 0.05, **p < 0.01, ***p < 0.001; n.s., not significant.

**
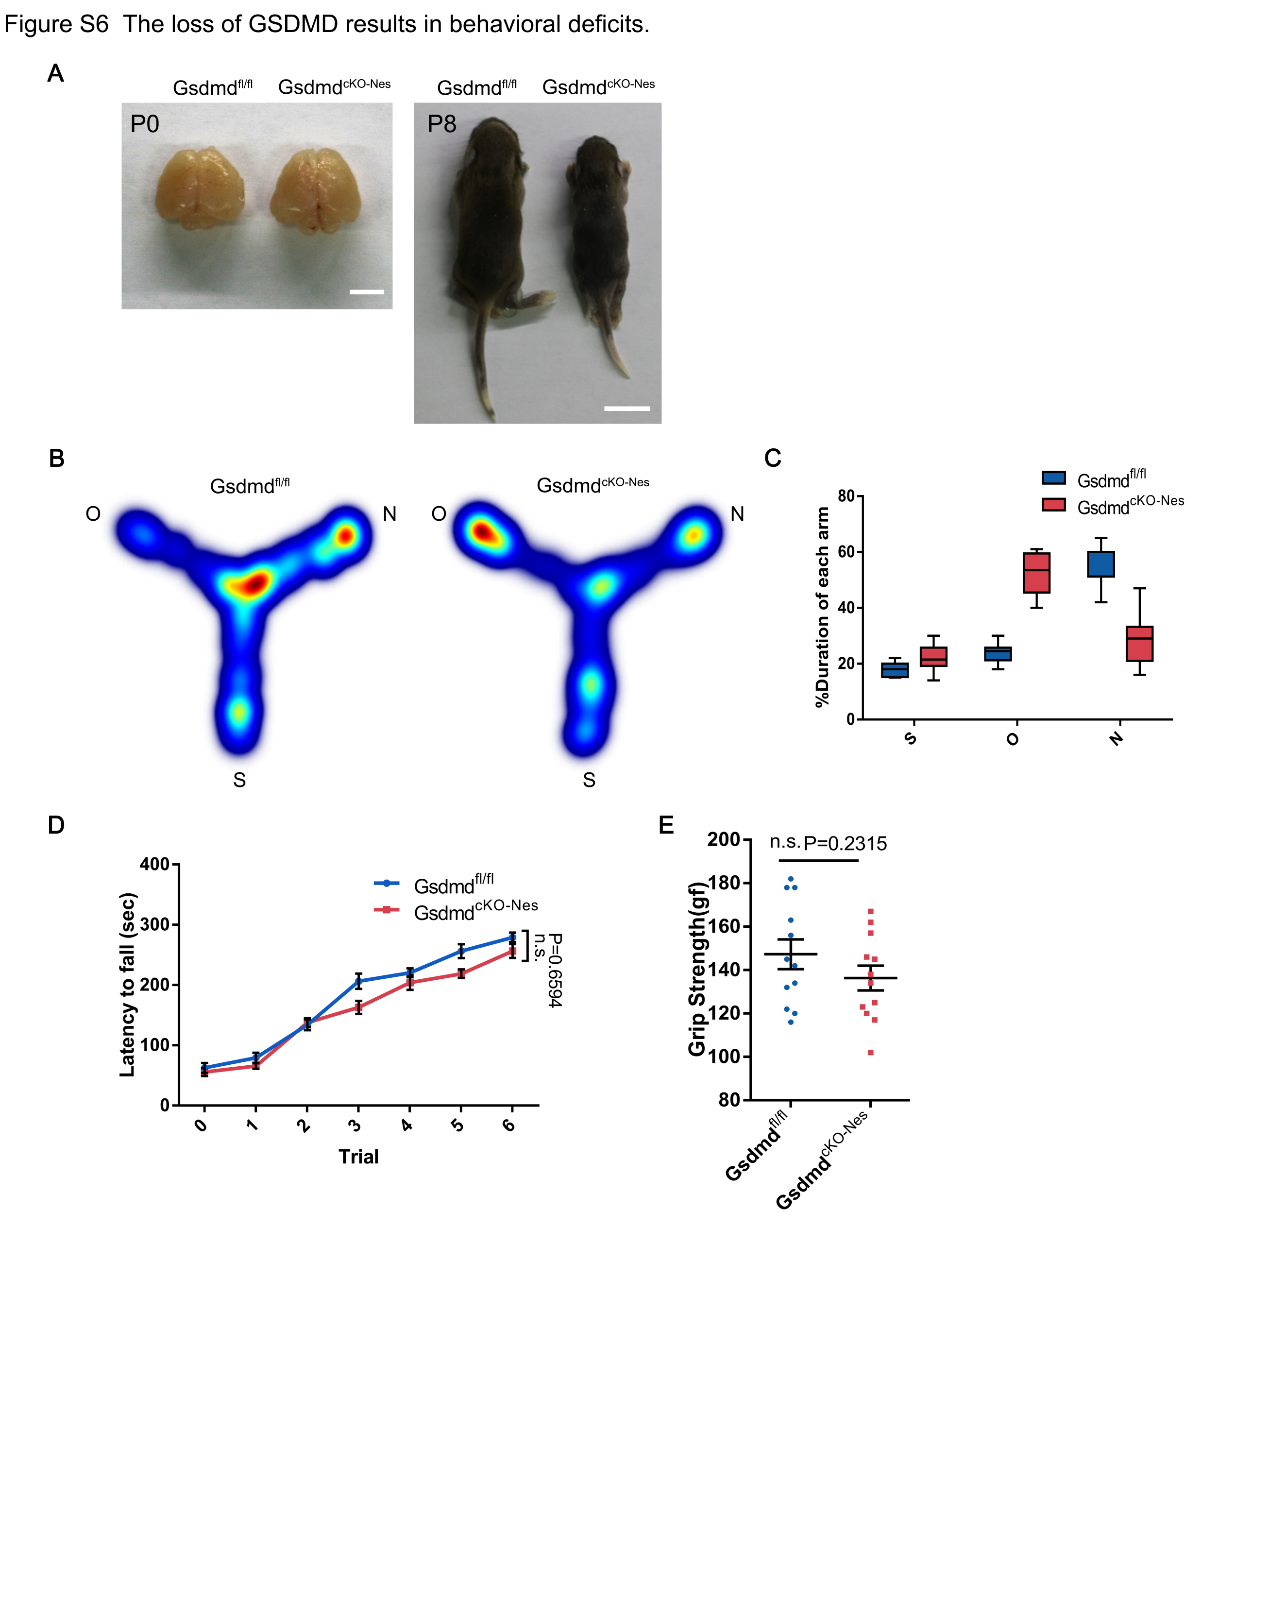
**

**Figure S6. The loss of GSDMD results in behavioral deficits.**

(**A**) The left representative images of the *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice brain sizes at P0. Scale bar, 10 mm. The right representative images of the *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice body sizes at P8. Scale bar, 1 mm.

(**B**) Representative tracks in the Y-maze test. S: start;O: old;N:new.

(**C**) Compared with *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice spent less time in the new arms and more time in the old arms. n=12 *Gsdmd^fl/fl^* and *Gsdmd^cKO-Nes^* mice.

(**D**) The rotarod test shows that the forced locomotor activity was no significant difference between *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice. n=12 *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice.

(**E**) The grip strength test shows the force of grip strength was no significant difference between *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice. n=12 *Gsdmd^fl/fl^* and *Gsdmd^cKO-Nes^* mice.

Error bars represent means ± SEMs; 2-tailed unpaired t test; one-way ANOVA with Dunnett’s multiple-comparison correction. *p < 0.05, **p < 0.01, ***p < 0.001; n.s., not significant.

**
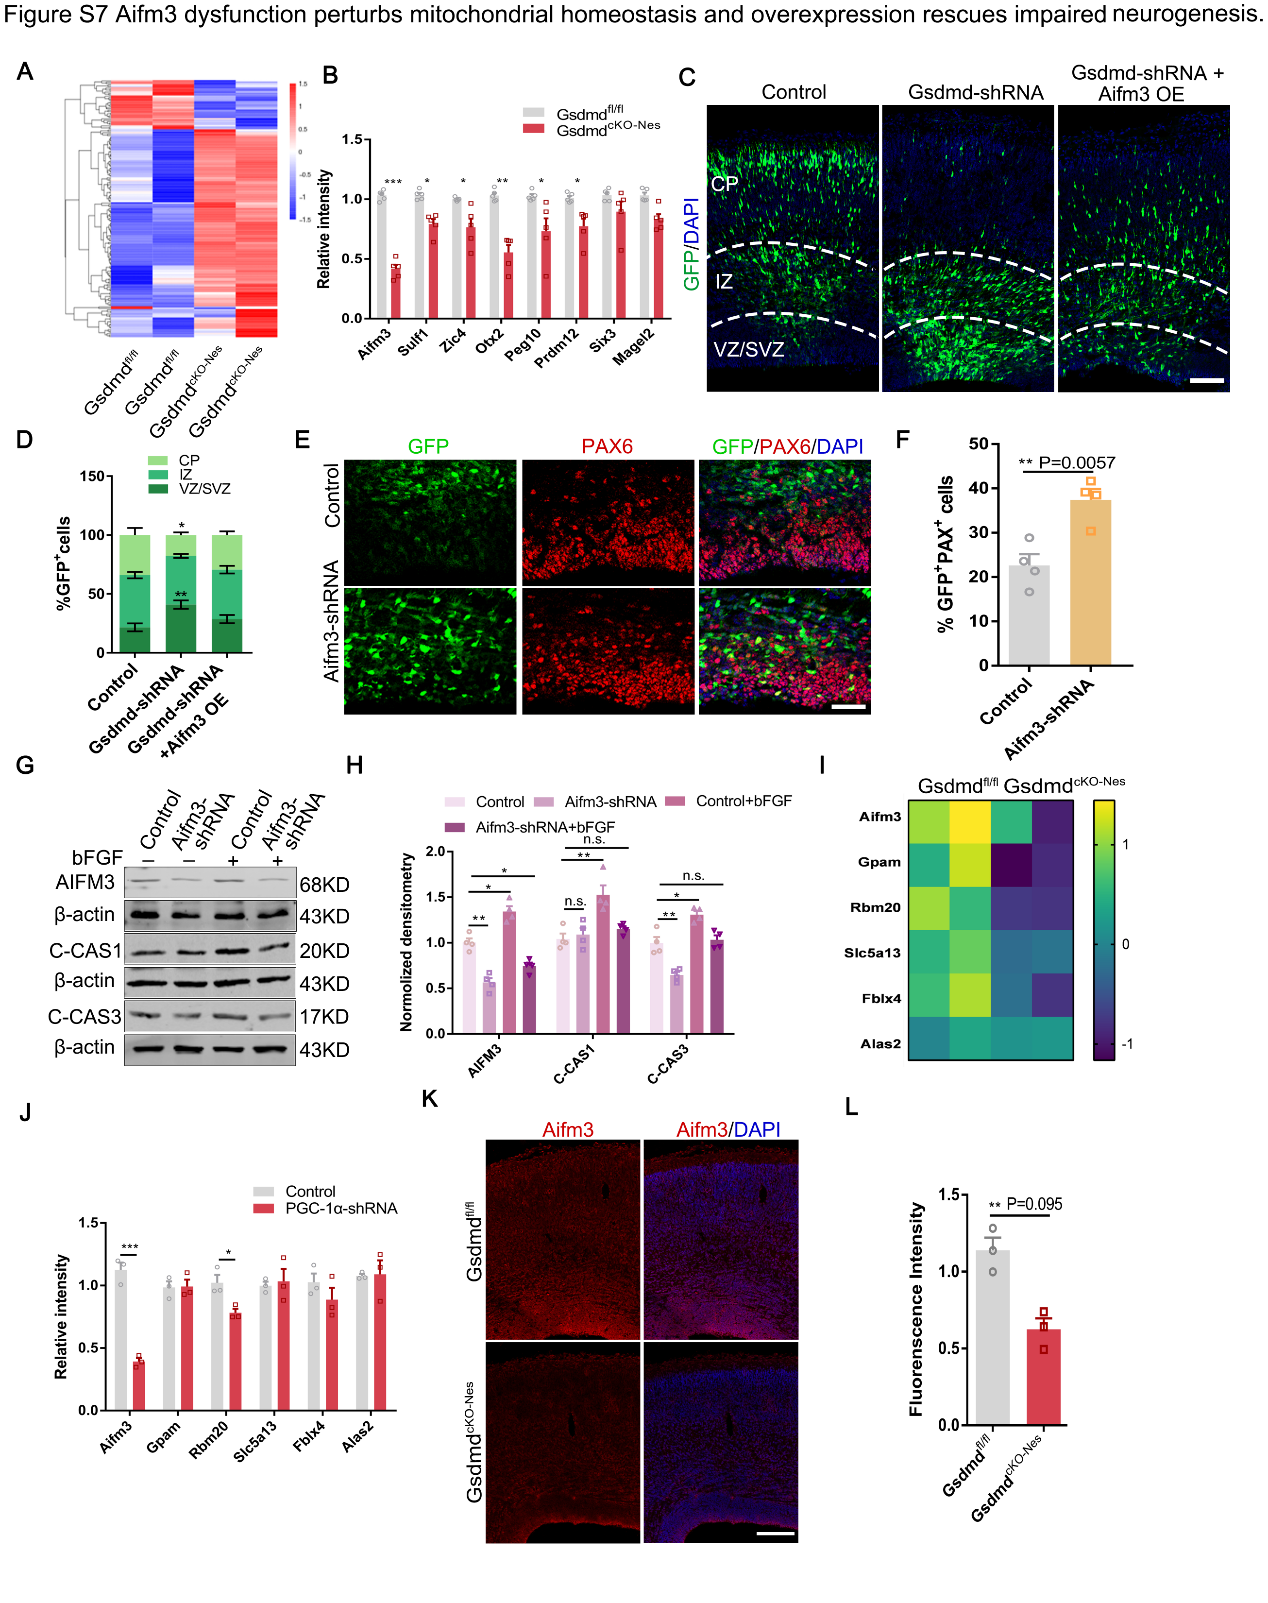
**

**Figure S7. Aifm3 dysfunction perturbs mitochondrial homeostasis and overexpression rescues impaired neurogenesis.**

(**A**) Heatmap shows global genes were sorted by fold change.

(**B**)Eight significantly expressed genes were analyzed by qPCR in NPCs of *Gsdmd^fl/fl^* and *Gsdmd^cKO-Nes^*, of which Aifm3 expression has decreased. n = 5 independent experiments.

(**C**)GSDMD knockdown caused abnormal GFP-positive cell distribution in the embryonic brain, and the Aifm3 overexpression could rescue this phenotype partially.

(**D**)Graphs of the percentage of GFP-positive cells in the VZ/SVZ, IZ, and CP. n=4 independent experiments.

(**E**)Representative images of E16 cortices electroporated with Control, Aifm3-shRNA, and immunostained for PAX6 and DAPI. Scale bar,50 μm.

(**F**)The bar graph shows the percentage of GFP^+^ PAX6^+^ cells. n=4 independent experiments.

(**G**) Western blot analysis of AIFM3, C-CAS1, and C-CAS3 protein levels in control and Aifm3-shRNA lentivirus-infected NPCs, and then treated with bFGF (50, 500 ng mL^−1^) for 24 h in proliferation medium, respectively.

(**H**) The bar graph shows the normalized densitometry of AIFM3, C-CAS1, and C-CAS3. n = 4 independent experiments.

(**I**) A heat map of six mitochondria-associated localized differentially expressed genes from RNA-Seq in E13 brain was further analyzed. the Aifm3 gene was one of the significantly differentially expressed genes.

(**J**)RT-PCR analysis of the mitochondria-associated genes expression levels in control and PGC-1α-shRNA lentivirus-infected NPCs. n = 3 independent experiments.

(**K**) Immunostaining shows that the expression of Aifm3 is reduced in E13 GSDMD cKO brains.

(**L**) Quantification of the Aifm3 expression intensity in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice. n = 3 independent experiments.

Error bars represent means ± SEMs; 2-tailed unpaired t-test; one-way ANOVA with Dunnett’s multiple-comparison correction. *p < 0.05, **p < 0.01, ***p < 0.001; n.s., not significant.

**
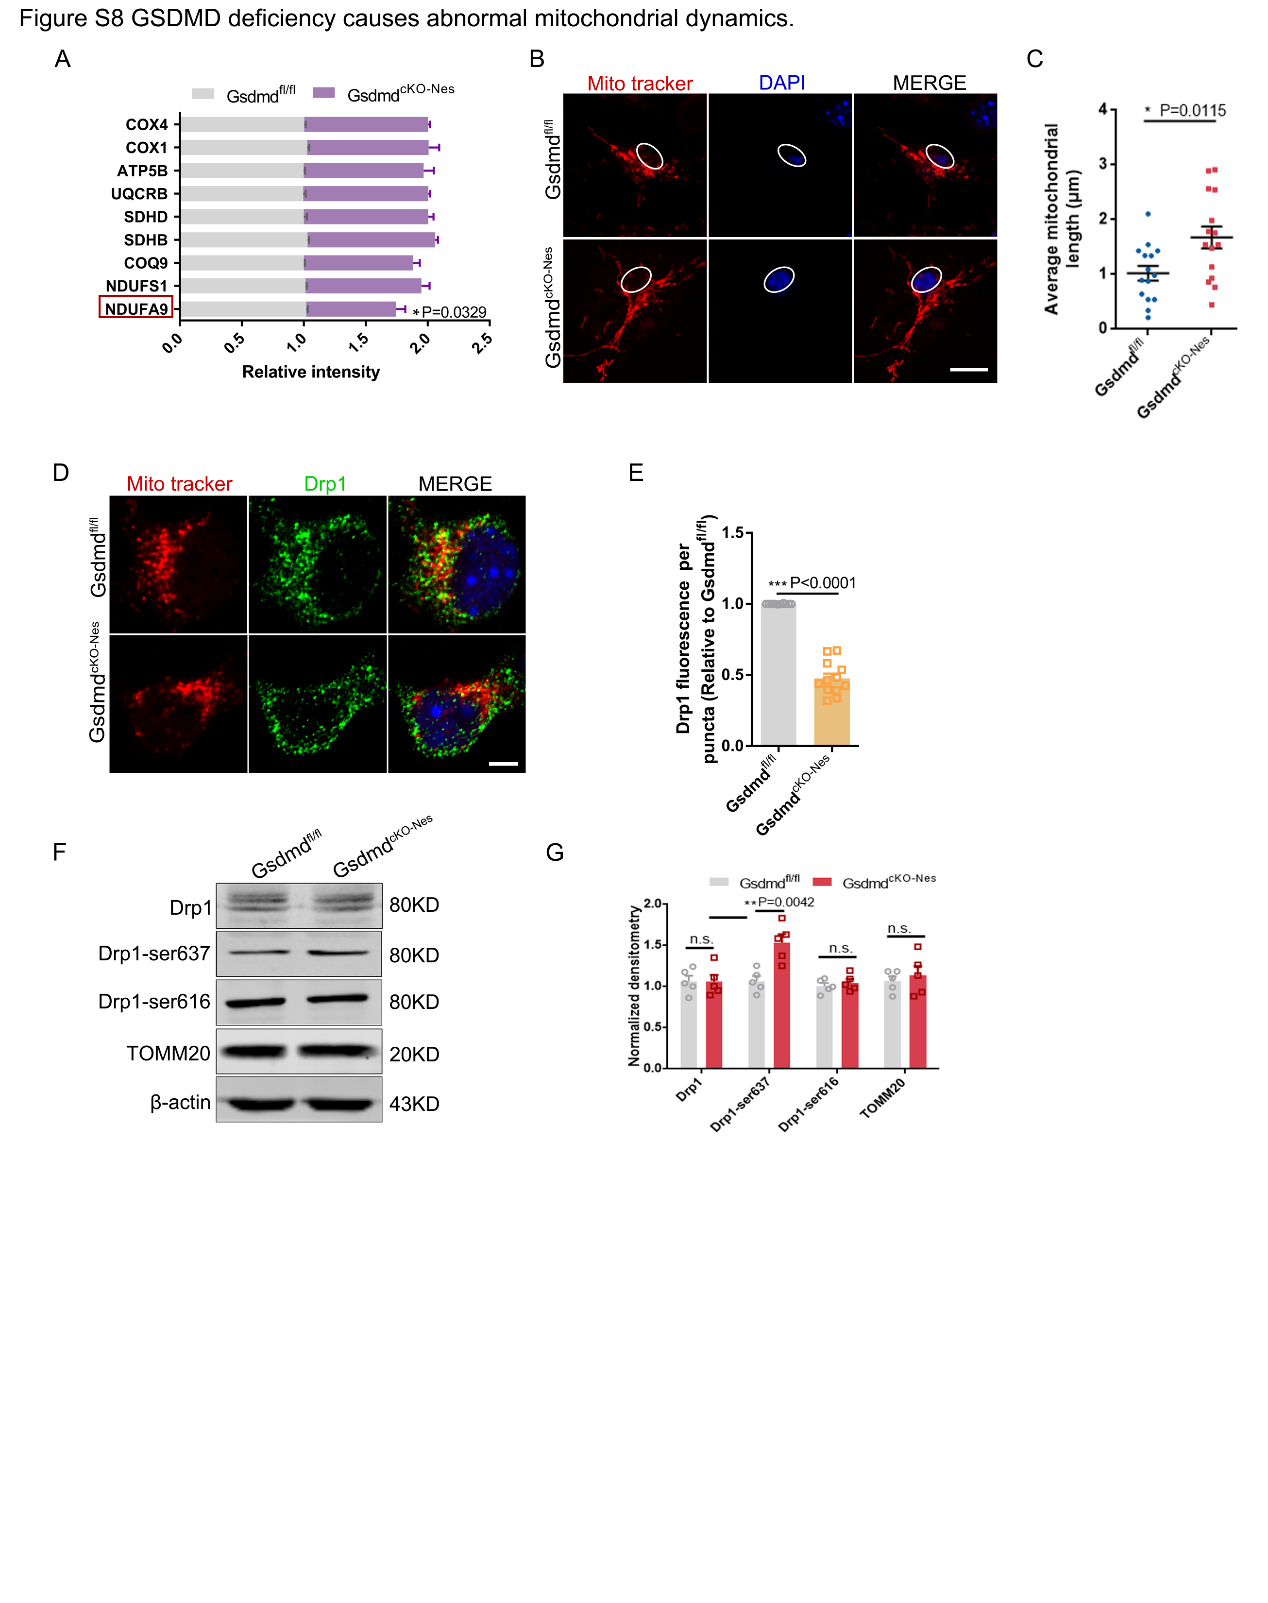
**

**Figure S8. Gasdermin D deficiency regulates mitochondrial dynamics in NPCs.**

(**A**)RT-PCR analysis of the representative ETC complex genes. The statistical significance between *Gsdmd^fl/fl^* and *Gsdmd^cKO-Nes^* is shown at the bottom. The most significantly down-regulated gene, Ndufa9, is indicated by the red box in the figure. n = 5 independent experiments.

(**B**)Confocal immunofluorescence image of Mito tracker labeling in *Gsdmd^fl/fl^* and *Gsdmd^cKO-Nes^* NPCs. Scale bars, 2 μm.

(**C**)Quantitative analysis showed the length per mitochondrial in *Gsdmd^fl/fl^* and *Gsdmd^cKO-Nes^* NPCs. n = 15 from three independent biological replicates.

(**D**)Confocal immunofluorescence image of Mito tracker and DRP1 in *Gsdmd^fl/fl^* and *Gsdmd^cKO-Nes^* NPCs showing the subcellular localization. Scale bar, 10 μm.

(**E**)The bar graph shows the Drp1 fluorescence intensity per puncta. The data are normalized to the *Gsdmd^fl/fl^*. n = 12 from three independent experiments.

(**F**)Western blot analysis of Drp1, Drp1-Ser637, Drp1-Ser616 and TOMM20 protein levels in *Gsdmd^fl/fl^* mice and *Gsdmd^cKO-Nes^* mice.

(**G**)The bar graph shows the normalized densitometry of Drp1, Drp1-Ser637, Drp1-Ser616 and TOMM20. n = 5 independent experiments.

Error bars represent means ± SEMs; 2-tailed unpaired t test; one-way ANOVA with Dunnett’s multiple-comparison correction. *p < 0.05, **p < 0.01, ***p < 0.001; n.s., not significant.

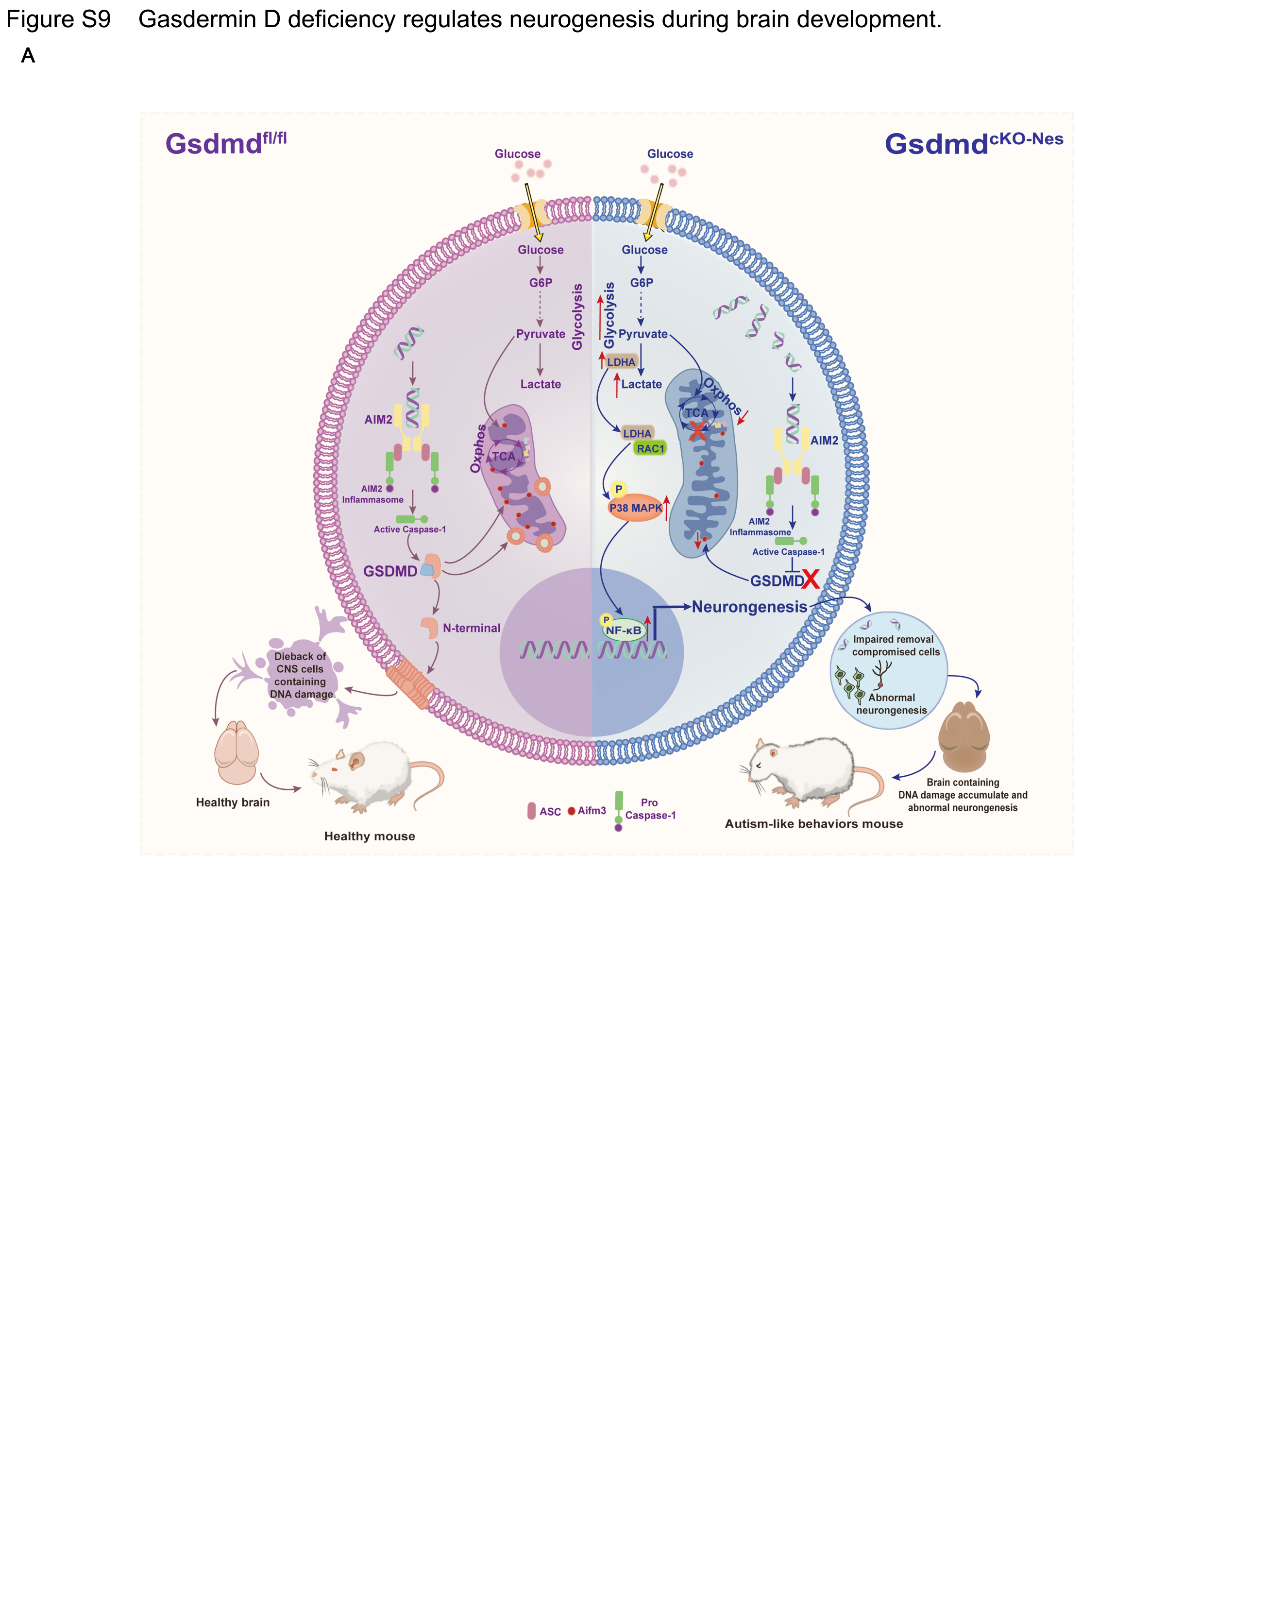

**Figure S9. Gasdermin D deficiency regulates neurogenesis during brain development.**

Schematic illustration showing the role of GSDMD in the activation of immune activation in neurodevelopment under DNA damage-activated AIM2 inflammation. Deletion of GSDMD not only leads to defective immune activation as well as impaired mitochondrial dynamics but also affects cellular metabolism by regulating downstream molecules Aifm3, all of this leads to aberrant neurogenesis and autism-like behaviors in mice.

Error bars represent means ± SEMs; 2-tailed unpaired t test; one-way ANOVA with Dunnett’s multiple-comparison correction. *p < 0.05, **p < 0.01, ***p < 0.001; n.s., not significant.

**Table S1: RT-PCR Primers**

**Table S2: Primer sequences target AIFM3**

| **Name** | **Sequence (5’-3’)** |
| --- | --- |
| AIFM3-2K-F | ACAGATCGACCGTCCGTCG |
| AIFM3-2K-R | GTCCCCAGGTCAGGACGTC |
| AIFM3-1K-F | CTGGAGCTCTTACCGGTCTA |
| AIFM3-1K-R | CCCTGCACACGCTTCCTTTCG |
| AIFM3-0.5K-F | TCCTCATGACCCTGACACGCG |
| AIFM3-0.5K-R | CCGTTCGTTCGTCCGGGATCC |
| AIFM3-CDS-F | AACACAAGTTCCTACCGAAGT |
| AIFM3-CDS-R | GATCGACCGATGCCTCTTCCG |

**Table S3:KEY RESOURCES TABLE**

How the deposited data were processed for this re-analysis (not part of the article)

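RNA from the E13.5 cortex of *Gsdmd cKO‐Nes* mice (cKO replicates 2 and 6) and of control mice (replicates 4 and 5) was measured in 4 libraries, 2 per group. The series description speaks of triplicates, and no further library was analysed here. The authors deposited a single table with a line per gene. Its read counts are whole numbers, and the submitters' processing notes name Bowtie2 2.2.3, TopHat2 2.0.12 and HTSeq 0.6.0. Those notes name the build mm9. Of 26898 gene positions in the table, 92.9% had the same start and end as in the GENCODE annotation of GRCm38, and no position was converted. The annotation release, the strand setting and any filter on reads are not given in the sources used here. The same table holds the authors' normalized mean per gene (a signal divided by size factors), their fold change as a ratio, its log2 value and the authors' p-values, unadjusted and adjusted. The paper's text does not name the test or the threshold. All 183 genes that the authors' deposited table marks as significant have an unadjusted p under 0.05 and an absolute log2 fold change of at least 1. Their adjusted p is NA for 10452 genes.

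The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Total counts were 17863899 and 18206367 in cKO and 17377836 and 16963030 in the controls. Genes were filtered with filterByExpr, which kept 15805 of 26956, and libraries were scaled by TMM. The groups were compared with glmQLFit and glmQLFTest, with a prior count of 0.125 and no covariate. The standard error is the absolute log2 fold change divided by the square root of the F statistic. Adjusted p-values follow Benjamini-Hochberg, and genes at an adjusted p under 0.05 were called. The common dispersion was 0.0168. Where a symbol stands for several identifiers, the one with the highest count was used. A fold against a group at 0 is given against a floor of 3 counts over the group, and ratios with few counts carry a 95% exact interval. These intervals and floors cover counting error only. The median of no list changed when genes with few counts were placed at these values.

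The genes named are those the paper measured by RNA sequencing, RT-PCR or as protein in this tissue, the 10 called genes with the largest changes in each direction, and up to 4 members of each list by smallest p. The called genes among them had at least 1 CPM on average and groups apart, and predicted and sex-linked genes were left out. The 38 lists, this rule, the tests and most alternatives were chosen before the data were examined. Members of each list were counted over all tested genes and adjusted over the list alone. Lists were tested with camera (preset correlation 0.01, and estimated) and fry, on limma-voom values. For DESeq2 and the likelihood ratio test, camera's pre-ranked form was run on signed z-scores from their p-values. List calls gained or lost with these tools can thus also reflect the different set test. With the preset correlation 15 of 38 passed, with an estimated one 0 (lowest adjusted p 0.388) and by fry 0. Gene ontology terms of 10 to 2000 tested genes came from the authors' deposited table and were tested by the hypergeometric test against annotated tested genes. Chromosomes were compared by Fisher's exact test, and runs of at least 3 called genes among 10 neighbouring tested genes were sought.

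The alternatives were DESeq2's size factors and Wald test, edgeR's likelihood ratio test, limma-voom, no filter, a filter of 1 CPM, leaving out each library, leaving out sex-linked, X and Y genes, a minimum fold change, and other prior counts for Aifm3. Fits with a robust quasi-likelihood, the other tools on 3 libraries, the authors' p-values adjusted over the tested genes, the authors' significance rule, lists without the genes of Fig. 4D and runs at an unadjusted p under 0.01 were chosen after seeing the data. The steps were tested on simulated data with known changes, on 15564 genes of the comparison of cKO with control. There the quasi-likelihood test made 15 false calls beside 16, 46 and 62 true calls of genes changed 1.5-fold, 2-fold and 4-fold. KEGG pathways, Slc5a13 and Il1b were not analysed here. The results of some single genes are not reported here. Casp1, with 20 counts in all, did not pass the filter.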

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

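The tests of a single missing tissue and of the sex of 1 library were chosen after their results were seen. Of the genes called in cKO against control, 24 are not named in the paper. Those on no list, with at least 1 CPM on average, are given here, and the ones outside the rule for named genes were chosen after their values were seen.

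Of 67 tested markers of the septum, the ventral telencephalon and the hypothalamus, 59 had a log2 fold change below 0, with a median of -0.70, while most did not pass edgeR's quasi-likelihood test and no list passed camera with an estimated correlation (lowest adjusted p 0.388). With them 12 of 13 erythroid genes were below 0 (median -0.66, adjusted p = 6.2e-07 from camera and 0.388 with an estimated correlation) and 17 of 18 dorsal telencephalic markers above 0 (median 0.25, adjusted p = 4.5e-07 and 0.627). Over 45 members whose values had not been seen the median was -0.46 and 37 were below 0, a median between the bounds set for and against a dissection with less of these regions. Between cKO replicates 6 and 2 the median log2 ratio was 0.40 for 7 septal and -0.80 for 7 ventral genes, a difference of 1.20, but these are single libraries and genes whose values had been seen, so that a single share of 1 missing tissue stays open. Bulk libraries hold no cell counts, so that less tissue and lower expression per cell cannot be told apart, and an effect of the genotype on forebrain patterning stays open as well.

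Pcna-ps2 (log2 fold change -4.38), Eif3j2 (-5.18) and Gm3650 (3 counts in cKO and 167 in the controls, ratio 58.7, 95% counting interval 19.7 to 287) were nearly absent in cKO. Reads of Pcna-ps2 and Eif3j2 could be placed on their parent genes. Eif3j1 gained 183 normalized counts against a loss of 280 for Eif3j2 (standard error of the difference 34.0). This shortfall is beyond the bound set beforehand against a transfer of all these reads. That standard error rests on 2 libraries per group, however, and the gain is 65.5% of the loss, so a full or a partial transfer stays open. For Pcna the gain was 324 against a loss of 622 for Pcna-ps2 (standard error 871), so a transfer cannot be told apart from a lower level. Gm3650 and Eif3j2 are neighbours on chromosome 18 (43472816 to 43475169 and 43475418 to 43477796) beside Dpysl3 (log2 fold change 0.35, unadjusted p = 0.0076 from edgeR), and Pcna-ps2 lies on chromosome 19. A strain haplotype was tested on neighbours within 2 Mb, without these genes themselves, of which 1 of 78 had an unadjusted p under 0.01 against 312 of 15724 other genes (one-sided Fisher's exact p = 0.791), and since a haplotype need not change its neighbours it cannot be told apart from an effect of the genotype.

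Control replicate 5 had Xist and almost no Y-linked transcripts, unlike the other libraries. Without it, among libraries of a male profile only, all 32 called genes had the same direction and an unadjusted p under 0.05 by edgeR's quasi-likelihood test, which called 0 genes there, as did limma-voom, while the robust fit called 154. The likelihood ratio test called 98 genes there, among them 100% of the called genes (32 of 32). The ratio of their log2 fold changes without and with that library was 0.873 to 1.55, with a median of 0.991, as for Aifm3 (-1.97 against -2.14), Otx2 (-2.70 against -2.63) and Zic4 (-2.95 against -2.81). These 32 genes thus also differed among libraries of a male profile, where the control group is 1 library. They were called with both controls, which favours genes of similar level in both, and had both cKO libraries beyond both controls. Their direction and the size of these ratios were therefore largely set by the selection. The test cannot decide whether the sex of that library shaped the calls. Effects of sex on other genes stay open.

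The X-linked gene Xlr3b was higher in cKO (log2 fold change 3.39), with 141 and 184 counts against 4 and 25. The ratio of control to cKO counts was 164 for Onecut3 (1 count in cKO, 95% counting interval 29.1 to 6535), 59.5 for Bsx (2 counts, 16.1 to 498), 81.2 for Gm26880 (1 count, 14.1 to 3247) and 76.9 for Gm16551 (1 count, 13.4 to 3080). The log2 fold change was -2.45 for Onecut2, -3.63 for D930028M14Rik, -1.56 for Fgd5, -1.79 for D030055H07Rik, -2.77 for Irs4, -2.26 for Pdlim3 and -1.64 for Glyctk, which overlaps D030055H07Rik. None of these genes was called without control replicate 5 by edgeR's quasi-likelihood test, where 695 genes had an unadjusted p under 0.05 and the likelihood ratio test called 98 genes and limma-voom 0. The log2 fold change of Xlr3b was then 5.26, and that of Bsx was -8.85 without cKO replicate 6.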

How the results depend on the processing

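The fits named here as chosen after seeing the data were not set beforehand. No paired analysis was possible because the groups share no replicate number (2 and 6 against 4 and 5). The number of differentially expressed genes (32, with 1 higher and 31 lower) was 81 with DESeq2's Wald test (13 higher, 68 lower), 148 with edgeR's likelihood ratio test (24 higher, 124 lower), 8 without a filter (0 higher, 8 lower) and 0 to 293 when a library was left out (0 to 94 higher, 0 to 199 lower), with 0 higher also by DESeq2's size factors and limma-voom. It was 293 at an unadjusted p under 0.05 with an absolute log2 fold change of 1 or more, and 81 from the authors' p-values adjusted over the tested genes, both chosen after seeing the data. Each fit without a library had 1 residual degree of freedom and assumed the lone library to vary like the other group. Without control replicate 4 the lone control was replicate 5, of the female profile, so sex and genotype cannot be told apart in that fit. The prior degrees of freedom were 6.83 with all 4 libraries, 2.93 without control replicate 5, 345 without cKO replicate 6, 250 without control replicate 4 and infinite without cKO replicate 2. All 32 called genes had the same direction in each of these fits. They had been called with all libraries and had both cKO libraries beyond both controls, so their direction could hardly change and is no independent support. GO and KEGG terms, here GO terms only, numbered 1 for lower genes, 2 with DESeq2's size factors, 18 with its Wald test, 26 with the likelihood ratio test, 5 with limma-voom or a minimum absolute log2 fold change of 1, 0 without a filter or with at least 1 CPM, and 0 to 34 when a library was left out. GO terms, higher genes, numbered 0, and 0 to 4 when a library was left out. Chromosomal clustering held for 0 chromosomes, and for 1 without a filter. The Aifm3 log2 fold change was -2.13 without a filter (adjusted p = 0.0541 from edgeR) and -2.29 to -1.97 when a library was left out, with no call without control replicate 5. The Gsdmd log2 fold change was -2.34 with DESeq2's Wald test and with the likelihood ratio test, which called it, and -2.83 to -1.96 when a library was left out. The cell cycle list (median 0.01) reversed, with -0.15 to 0.18 when a library was left out. Over all lists 24 values lost a call, 18 gained one in the same direction and 2, both of the cell cycle list, gained one in the opposite direction, and over the other named genes 43 lost and 85 gained one, while 24 of 1846 compared values changed sign without being called. The cause of these changes was not tested, the number of libraries or of genes included. Few counts widen the counting interval of a ratio, as for Hmx3 (15.7 to 3580), and whether depth sets any call was not tested.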

Differences from the paper's values

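The significance rule of the authors' deposited table was applied, and single terms of Fig. 4A,B were looked up in each fit, after the data were seen. The paper gives a log2 fold change of Aifm3 of about -7.7 in Fig. 4E, read by eye, and the value here was -2.14 (edgeR), with -2.13 in the authors' deposited table. It differed under every alternative set before the data were examined, which ran from -2.29 to -1.97.

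The paper's text places cell fate commitment and developmental processes among the downregulated genes and negative regulation of neurogenesis among the upregulated genes, while the panel titles of Fig. 4A,B give the opposite directions. Here a single term, for transcriptional activators, passed for lower genes and 0 terms passed for higher genes by the hypergeometric test on edgeR's calls. The tested sets held 29 lower genes and 1 higher gene, while the authors' deposited table marks 146 lower and 37 higher genes. For the 1 higher gene the lowest unadjusted p from that test was 0.00089, so a term could hardly pass and the 0 decides nothing. Of 23 terms named in the paper's text or in Fig. 4A,B, 10 were among the tested terms of any fit. With DESeq2's calls 18 terms passed for lower genes. Cell fate commitment held 2 of the lower genes, Onecut2 and Shh, of 47 tested members, a 21.3-fold enrichment in the direction of the paper's text, and did not pass (unadjusted p = 0.0039, adjusted p = 0.423 from the hypergeometric test). It passed for lower genes without cKO replicate 6 (4 of 50 members, adjusted p = 0.0437), over a range of 0.0437 to 1. Transcription factor complex, a term of Fig. 4B, did not pass for lower genes (3 of 177 members, adjusted p = 0.515 from the same test) but passed with the calls of the likelihood ratio test (0.0486) and without cKO replicate 2 (0.0424), over a range of 0.0424 to 1. Negative regulation of neurogenesis held 0 higher genes in each of the 8 fits that called higher genes with a term. The heat map of Figure S7A, of genes sorted by fold change, shows most of them higher in cKO, without naming them in its legend, while 31 of the 32 genes called here were lower, as were 146 of the 183 genes marked in the authors' deposited table.

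The paper states that all 10 genes of Fig. 4D were significantly lower. All 10 were lower here and 8 passed, but Six3 (adjusted p = 0.0603) and Zfhx3 (adjusted p = 0.0956) did not by edgeR's quasi-likelihood test. DESeq2, edgeR's likelihood ratio test and the fits without cKO replicate 2, cKO replicate 6 or control replicate 4 called both.

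Figure S7I shows Gpam, Rbm20 and Fbxl4 lower in cKO. Their log2 fold changes here were 1.16, 1.04 and 0.39, not passing by edgeR (adjusted p = 0.184, 0.170 and 0.738), and the authors' deposited table gives 1.18 for Gpam and 1.05 for Rbm20. Rbm20 was called higher by DESeq2 and both Gpam and Rbm20 by the likelihood ratio test and without cKO replicate 2, cKO replicate 6 or control replicate 4. Aifm3, also in that figure, was lower here with an adjusted p of 0.0030 from edgeR.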

Other observations

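The runs of neighbouring genes were tested only after the data were seen. Genes that the paper measured by RT-PCR or as protein mostly did not pass in the RNA libraries. On simulated counts the test found only 23.9% of 1.5-fold changes, so small differences can be missed. At a later stage than E13.5 the paper reports more SOX2 and PAX6 and less TUJ1, the product of Tubb3, by staining. For SOX2 and TUJ1 it reports the same by western blot. It reports less Ndufa9 by RT-PCR of cortex and less AMPK, SirT1 and PGC-1α as protein. The paper also reports more phosphorylated p38 MAPK and NF-κB, and transcript levels do not measure phosphorylation. Stage or measure thus differ from the values here. Sox2 was at 180.0 ± 3.65 CPM in cKO and 221 ± 18.5 CPM in the controls (SD, n = 2 per group), a log2 fold change of -0.30 (adjusted p = 0.663 from edgeR). Pax6 had 0.07 (adjusted p = 0.966 from edgeR), and Tubb3 had -0.15 (adjusted p = 0.885 from edgeR). Sox2, Pax6, Ndufs1, Uqcrb and Rac1 overlap other genes. Of the respiratory chain genes, Ndufa9 had a log2 fold change of -0.11 (adjusted p = 0.885 from edgeR), Ndufs1 of -0.17 (0.819), Uqcrb of -0.25 (0.768) and mt-Co1 of -0.19 (0.768). For Prkaa1 and Sirt1 the log2 fold changes were -0.09 and -0.14 (adjusted p = 0.933 and 0.897 from edgeR), and for Rela and Rac1 0.15 and -0.25 (adjusted p = 0.877 and 0.704 from edgeR).

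None of 36 cell cycle genes passed (median 0.01, adjusted p = 0.963 from camera), nor did any of 13 NF-kappaB targets (median 0.07, 0.573), with 0 in both lists at an unadjusted p under 0.05 by edgeR and 0 by DESeq2, the likelihood ratio test or limma-voom. The cell cycle list passed camera when any library was left out, with a median of -0.11 without cKO replicate 2 (adjusted p = 0.0158) and -0.15 without control replicate 5 (0.0022), but 0.09 without cKO replicate 6 (0.0037) and 0.18 without control replicate 4 (0.00023), over a range of 0.00023 to 0.991. With an estimated correlation over all libraries its adjusted p was 0.993. Ccnd1, a cyclin gene of that list that overlaps another gene, had log2 fold changes of -0.73 to -0.07 over the alternatives. Its lowest value was without cKO replicate 2, with replicate 6 as the only cKO library. Of 19 hypoxia targets 0 passed by these tools and 2 were higher at an unadjusted p under 0.05 (median -0.02, camera direction up, adjusted p = 0.515). Of 18 immediate early genes none passed by edgeR or limma-voom (median -0.08, adjusted p = 0.414 from camera), 3 had an unadjusted p under 0.05, 1 rose and 1 fell when adjusted over the list alone, and DESeq2 and the likelihood ratio test each called 1 lower. The quasi-likelihood test called 1 lower when any library but control replicate 5 was left out, and 1 higher without cKO replicate 2.

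No marker on the lists of the eye, meninges and mesenchyme, skeletal muscle, surface ectoderm, endothelium and pericytes, or cartilage and bone passed by edgeR's quasi-likelihood test, DESeq2 or limma-voom. The medians were -0.53 for 6 eye genes (adjusted p = 0.0680 from camera), -0.23 for 19 genes of the meninges and mesenchyme (0.414), -0.22 for 7 skeletal muscle genes (0.442), -0.10 for 4 genes of surface ectoderm (0.481), -0.12 for 25 endothelial and pericyte genes (0.114) and -0.26 for 7 cartilage and bone genes (0.0447, and an adjusted p of 0.465 with an estimated correlation). At an unadjusted p under 0.05 there were 1, 3, 1, 0, 1 and 1 of them in that order, and the likelihood ratio test called 1 eye gene, as did the adjustment over the list alone. The quasi-likelihood test called 1 eye gene lower when any library but control replicate 5 was left out, 1 gene of the meninges and mesenchyme lower without cKO replicate 2, and 2 of these lower and 1 higher and 1 cartilage gene lower without control replicate 4. The cartilage call was lost with DESeq2 (adjusted p = 0.0503), the likelihood ratio test (0.0800), no filter (0.213) and without cKO replicate 2 (0.331), cKO replicate 6 (0.111), control replicate 4 (0.0667) or control replicate 5 (0.260), with medians of -0.10 and -0.15 without the controls. The eye list passed with the likelihood ratio test (0.0191) and without control replicate 4 (0.0016), and the endothelial list without cKO replicate 6 (0.0252) or control replicate 4 (0.0151), while with an estimated correlation over all libraries the adjusted p was 0.627 and 0.673. Over the alternatives the adjusted p ran from 0.0372 to 0.331, 0.0016 to 0.649 and 0.0151 to 0.903 for cartilage, eye and endothelium. Ttr, the abundant choroid plexus transcript, had 3 and 6 counts in cKO and 10 and 2387 in the controls (adjusted p = 0.349 from edgeR), so its mean rests on control replicate 5, and it was called by the likelihood ratio test (0.00096) and when cKO replicate 2, cKO replicate 6 or control replicate 4 was left out, over a range of 1.4e-97 to 0.872.

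Of 20 tested genes listed with Gsdmd as its neighbours none passed by edgeR's quasi-likelihood test or limma-voom and 3 were lower at an unadjusted p under 0.05, while Gsdmd was called by DESeq2, by the likelihood ratio test, when adjusted over the list alone and when any library but control replicate 5 was left out (median 0.01, camera direction down, adjusted p = 0.390). Of 9 sex-linked genes none passed by edgeR, DESeq2 or limma-voom, 3 were lower at an unadjusted p under 0.05 and the likelihood ratio test and the adjustment over the list alone called 1 (median 0.03, adjusted p = 0.417 from camera). That list passed camera without cKO replicate 2 (8.6e-14, median -0.07) or cKO replicate 6 (2.0e-10, median 0.22), over a range of 8.6e-14 to 0.648, while with an estimated correlation over all libraries the adjusted p was 0.653. Its members called were 1 lower and 1 higher without cKO replicate 2, 1 and 2 without cKO replicate 6 and 1 and 4 without control replicate 4.

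No chromosome held more called genes than the others by Fisher's exact test, with 4 of 417 genes on chromosome 18 and 6 of 904 on chromosome 9 (adjusted p = 0.101 for both), and 0 runs of called genes were found. Among 316 genes at an unadjusted p under 0.01 there were 11 runs. They held 18 neighbouring triples against a median of 4 and a maximum of 14 over 10000 shuffles of the gene order (permutation p = 0.0001, the smallest they can give). A run holds Dpysl3, Gm3650 and Eif3j2 on chromosome 18. Some runs are gene families or overlapping genes, such as Zic1 and Zic4, Zic2 and Zic5, Hmx2 and Hmx3, and Fgf3 and Fgf15, whose values were seen before they were named.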
